# Proximal Pulmonary Artery Stiffening as a Biomarker of Cardiopulmonary Aging

**DOI:** 10.1111/acel.70383

**Published:** 2026-01-27

**Authors:** Ruben De Man, Zhongyu Cai, Pramath Doddaballapur, Nicole Guerrera, Alexandria Regan, Liqin Lin, Erica Schwarz, Aurelien Justet, Nebal S. Abu Hussein, Jack Di Palo, Cristina Cavinato, Micha Sam B. Raredon, Paul M. Heerdt, Inderjit Singh, Xiting Yan, Min‐Jong Kang, Danielle R. Bruns, Patty J. Lee, George Tellides, Jay D. Humphrey, Naftali Kaminski, Abhay B. Ramachandra, Edward P. Manning

**Keywords:** biomechanical phenomena, lung diseases, pulmonary artery, single‐cell gene expression analysis, vascular remodeling

## Abstract

The geroscience hypothesis suggests that understanding mechanisms underlying aging will enable us to delay and lessen age‐related disability and diseases. The role of mechanical factors has been increasingly appreciated in many aspects of the aging process. Here, we use mouse models to investigate changes in the biomechanics of the proximal pulmonary artery, lung function, and right ventricle function in aging. We found an age‐related decreased capacity to store energy and increased circumferential stiffness of the proximal pulmonary artery with age that is associated with a reorientation of collagen toward the circumferential direction, decreased exercise ability, and decreased function of the lung and right ventricle. The observed compromised mechanics in the proximal pulmonary artery are consistent across multiple mouse models of accelerated aging. Furthermore, transcriptional changes in the proximal pulmonary artery indicate that aging is associated with senescence of perivascular macrophages, adventitial fibroblasts, and medial smooth muscle cells. Older pulmonary arteries increase expression of genes associated with ECM turnover (including genes in the TGFβ pathway) and increased intercellular signaling amongst perivascular macrophages, fibroblasts, and smooth muscle cells. Our results provide promising biomarkers of aging for diagnosis and potential pathways and molecular targets for antiaging therapies.

## 1 Introduction

Age is the greatest risk factor for chronic pulmonary diseases in adults, including lung cancer, pulmonary fibrosis, and chronic obstructive pulmonary disease (Niccoli and Partridge 2012). By extension, slowing the aging process should delay age‐related diseases and prolong healthspan, also known as the geroscience hypothesis (Gill 2019). While it is well known that lung function declines in older adults, the etiology of this age‐related decline remains unclear. Lung function can be defined by various metrics such as diffusion capacity, forced expiratory volume, or forced vital capacity, all of which diminish with age. The decline in these functional parameters associates with dyspnea, a common respiratory complaint of older adults and a geriatric syndrome that associates with worsening frailty and increased mortality. Yet, more than 30% of dyspnea in adults over the age of 60 is unexplained and often ascribed to “growing old” or “healthy aging” (Miner et al. 2016). Therefore, a better understanding of the mechanisms underlying healthy aging of the cardiopulmonary system is clinically critical and important for prolonging lung function and healthspan of older adults. Ventricular–vascular–ventilation coupling is central to lung function (Naeije et al. 2018; Oakland et al. 2021). Importantly, the large, proximal pulmonary artery (PA) which couples the pulmonary vascular bed with the right ventricle (RV) is a critical regulator of blood flow to the lungs and afterload to the right ventricle. The role of proximal vessel remodeling in age‐related decline of pulmonary function is largely unexplored.

Age‐related arterial stiffening is a recognized hallmark of aging for systemic arteries but has not been studied in detail in the pulmonary circulation (Boutouyrie et al. 2002; Laurent et al. 2001; Townsend et al. 2016). In the aorta, structural stiffening is largely due to wall thickening resulting from an excessive deposition of collagen, often in the adventitia, in response to age‐related fragmentation of elastic fibers in the media (Cavinato et al. 2021; Ferruzzi et al. 2018; Spronck et al. 2020; Chirinos et al. 2019; Washko et al. 2019). Large artery stiffening associates with increased pulse wave velocity (PWV), a risk factor increasingly recognized for adverse, age‐related cardiovascular outcomes (Townsend et al. 2016; Asmar et al. 2001; Blacher et al. 1999; Sutton‐Tyrrell et al. 2005; Meaume et al. 2001; Cuomo et al. 2017; Humphrey et al. 2016). The positive feedback loop, encompassing wall thickening, arterial stiffening, and increasing pulse wave velocity, is hypothesized to lead to end organ dysfunction due in part to the associated increased penetration of pulsatility into the organ microcirculation (Townsend et al. 2016; Chirinos et al. 2019; Humphrey and Schwartz 2021). It is well accepted that proximal PA geometry and properties are critical to regulating blood flow to the distal pulmonary circulation (Milnor et al. 1969; Tan et al. 2014) despite accounting for a minority of the total compliance of the entire pulmonary vascular bed (Saouti et al. 2009; Naeije 2013). Adverse vascular remodeling has been observed to increase with age in the distal pulmonary arteries (Horvat et al. 2021) and to associate with lung and RV dysfunction (Oakland et al. 2021; Milnor et al. 1969; Nichols et al. 2008). Nevertheless, the precise mechanisms by which the proximal PA may contribute to possible positive feedback via adverse remodeling and increased PWV remain poorly understood. We suggest, however, that stiffening of proximal PAs holds prognostic value in progressive age‐related pulmonary diseases such as chronic obstructive pulmonary disease (Vivodtzev et al. 2013; Weir‐McCall et al. 2018; Zhong et al. 2023).

This concept is supported, in part, by our recent documentation that the human proximal PA stiffens with age, though not due to wall thickening or excessive collagen deposition as in the aorta (Manning et al. 2024). Based on these findings, and known effects of aortic stiffening in systemic arteries, we hypothesize that age‐related proximal PA remodeling associates with an increase in material stiffening and diminished capacity to store elastic energy by the arterial wall, which contributes to the decline in lung and RV function. A goal of this study was to determine a role, if any, of the proximal PA in coupling the RV and distal pulmonary vasculature as a cardiopulmonary unit in aging (Naeije et al. 2018). To test this hypothesis, we quantified structural and functional characteristics of the pulmonary vasculature, lung, and heart from young (~3 months) and old (~24 months; natural aging model) adult male and female mice as well as from genetically modified male mice that exhibit accelerated aging (fibulin‐5 null and Hutchinson–Gilford Progeria Syndrome) to assess similarities and differences in specific hallmarks of aging and age‐related stressors in the cardiopulmonary system of aging models (López‐Otín et al. 2013; Schmauck‐Medina et al. 2022). Specifically, we quantified age‐related changes in the cardiopulmonary function (measuring exercise ability), mechanical properties of the lungs (using PFT), RV (using echocardiography), and proximal PA (using ex vivo biaxial mechanical testing). We narrowed our studies on the reduced ability of the proximal PA to store elastic energy and the effect this has on lung and RV function. This, in turn, focused our investigation on the role of extracellular matrix (ECM) in age‐related stiffening of the pulmonary vasculature, a niche of “fibroaging” that has been largely unexplored (Selman and Pardo 2021). We aimed to integrate multiple methods of investigating tissue, cellular, and molecular mechanisms to understand better any age‐related remodeling of the ECM of the proximal pulmonary vasculature.

An overall goal of this study was to identify potential biomarkers of cardiopulmonary aging that may be translated to humans. Biomarkers are biological markers that can be quantified and measured to characterize normal or pathologic biological processes as well as responses to therapeutic interventions (*Clinical Pharmacology and Therapeutics*; Bikdeli et al. 2017). Therefore, in addition to characterizing healthy aging in mice, we hoped to identify measurable biological signs of age‐related changes in the cardiopulmonary system of mice that may hold clinical meaning when measured in humans.

## 2 Results

### 2.1 Aging Diminishes Cardiopulmonary Function in Mice

We first evaluated overall cardiopulmonary function by measuring daily running distances. Older mice had significant cardiopulmonary impairment compared with younger mice (*p* = 0.02, Figure 1A). Cardiac function in older mice displayed significantly impaired RV contractility relative to younger mice (s', *p* < 0.01). The healthy RV is capable of homeometric (contractility) and heterometric (volume) adaptations to preserve stroke volume if faced with increased afterload, thus we compared RV free wall thickness and RA volume in young and old mice to determine if either or both of these adaptations occur with age (Naeije et al. 2018). By echocardiography, we found a trend toward increased RV free wall thickening (*p* = 0.15) and a significant increase in RA dilatation (*p* = 0.04), as shown in Figure 1B, which are signs of RV compensation to delay right heart failure. We found similar changes by histology. RV free wall thickness increased significantly in older hearts (*p* = 0.022) and similarly RV cross‐sectional area increased significantly in older hearts (*p* < 0.001, Supplemental Figure S1). Additional right heart echocardiogram values are in Supplemental Table S1. We found that, at similar inspiratory pressures, lungs in older mice expanded to significantly greater volumes than lungs in young mice (*p* < 0.05, Figure 1C). Further, older lungs had significantly increased compliance (0.094 mL/cmH_2_O vs. 0.062 mL/cmH_2_O, *p* < 0.01) and increased inspiratory capacity (1.07 mL vs. 0.66 mL, *p* < 0.01, Table S2).

**FIGURE 1:**
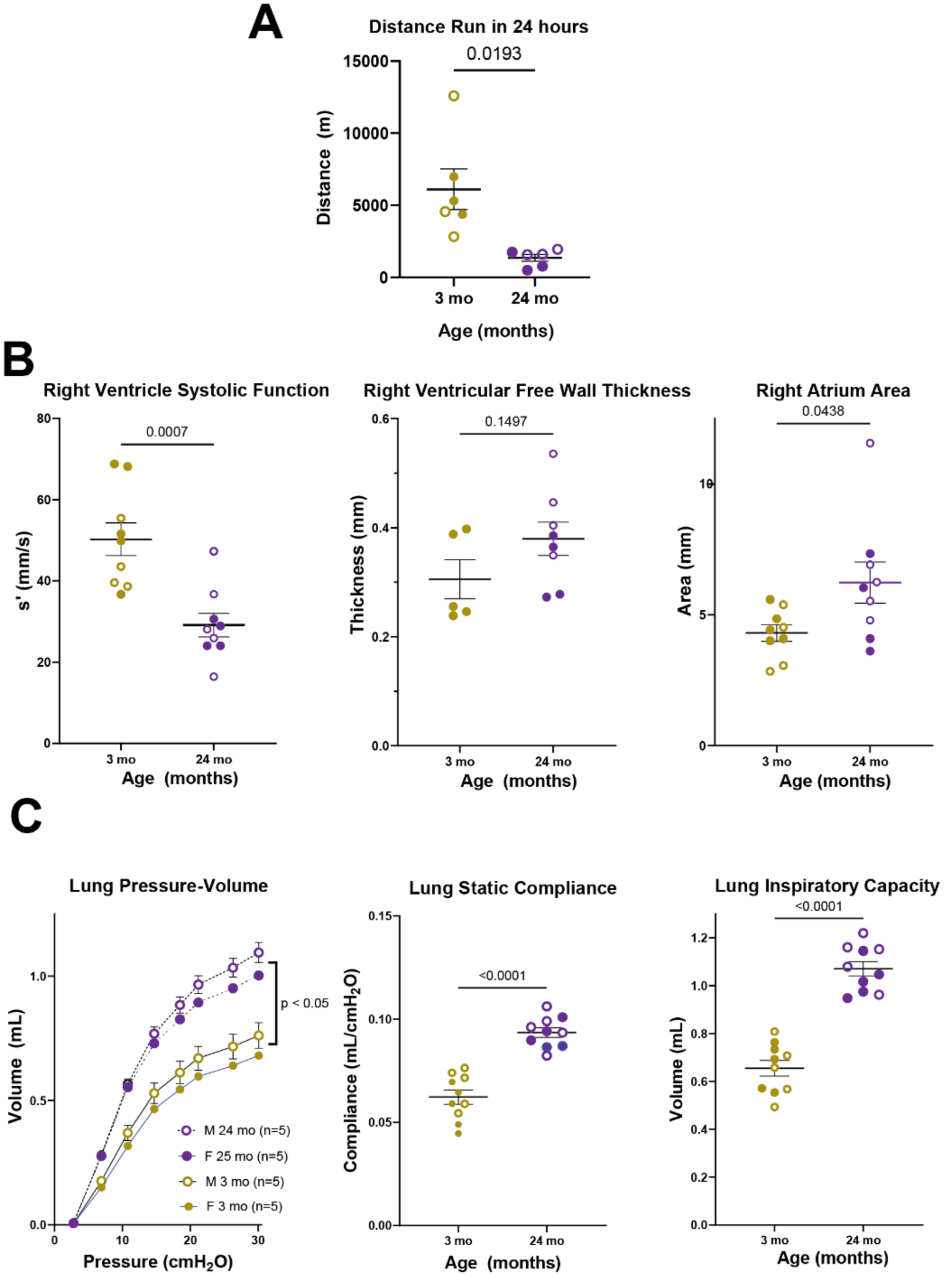
Overall cardiopulmonary function is significantly decreased in old compared to young mice. (A) Average distance traveled per day (in meters) on running wheels over the span of a month for each mouse. (B) Right ventricular (RV) systolic function in old mice was decreased significantly despite signs of RV compensation with a trend toward increased RV free wall thickness (hypertrophy) and significantly increased right atrium (RA) area, despite variability in aged subjects (suggesting chronic RV volume overload). (C) Old mice have significantly increased lung volume for a given pressure increased static compliance and inspiratory capacity. Solid = female, Hollow = male, Gold = young, Purple = old.

### 2.2 Aging Results in Stiffer Proximal PAs That Have Less Capacity to Store Elastic Energy and Increased Pulse Wave Velocity

We hypothesized that murine proximal PAs stiffen with age as observed in humans (Manning et al. 2024), thus we compared biomechanical differences between young and old mice. Ex vivo biomechanical testing revealed an aging‐related leftward shift in the circumferential stress‐stretch curve (Figure 2). Pressure increases with age in the right circulation (Lam et al. 2009), hence we compared proximal PA mechanics of young mice at 15 mmHg with those of old mice at 25 mmHg, as these values represent in vivo loading conditions (Figure S1). We observed a reduced distension, despite an increase in inner radius, and a lower stored energy in the old mice (*p* = 0.0025), both consistent with a significant thickening of the aged wall (*p* = 0.04). We observed a significant increase in circumferential material stiffness (*p* < 0.0002) suggesting maladaptation in aging, though no significant change in axial stiffness, highlighting differential remodeling along the two primary in‐plane directions. The decrease in stored energy was not significant when evaluated at age‐appropriate mean pressure suggesting that the age‐related remodeling was at least partially homeostatic (Table S3). There are possibly opposite trends in male and female mice, where stored energy tends to decrease in older male mice but not female mice. Importantly, however, there was a significant reduction (*p* < 0.0001) in the distensibility of the proximal PA, noting that this metric combines information from both the circumferential and axial directions and thus it is a convenient metric of the passive function of the artery. We observed nearly a two‐fold increase in PWV (*p* < 0.0001) with aging that associated with changes in proximal PA microstructure. Additional biomechanical data are in Table S3.

**FIGURE 2:**
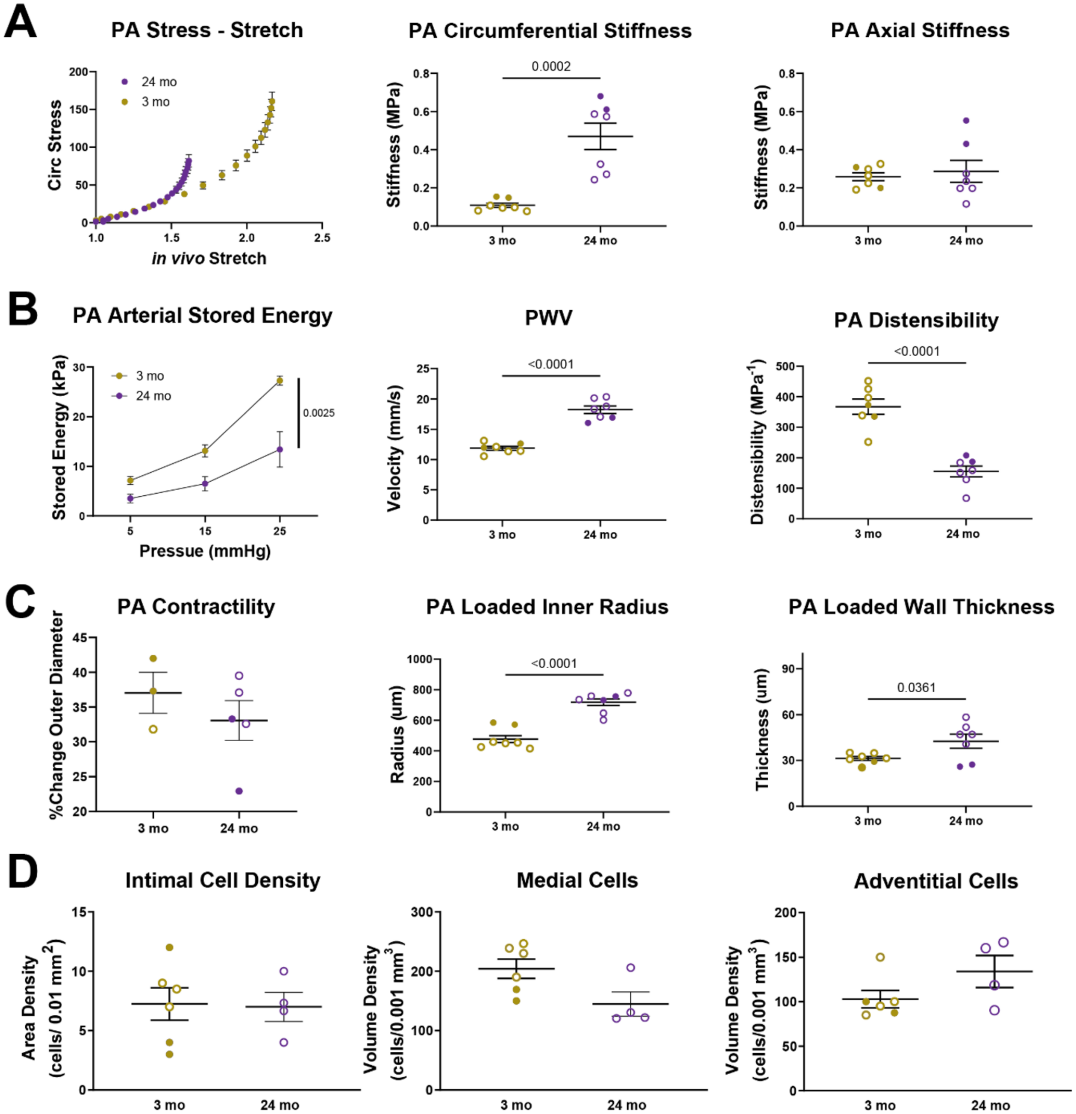
Old proximal PAs are stiffer and have less elastic stored energy than young proximal PA, which results in increased PWV. (A) Stress in the walls of old proximal PAs increases at a greater rate than young proximal PAs as deformation increases, suggesting increased stiffness. We found that circumferential material stiffness of old PAs is greater than young PAs though axial stiffness is similar. (B) Increased material stiffness of old PAs associates with decreased arterial stored energy, increased PWV, and decreased distensibility. (C) The contractility of old PAs did not significantly decrease compared with young PAs. Significant age‐related remodeled occurred, including nearly doubling in size of the vessel diameter and a modest increase in arterial wall thickness. (D) There were no significant changes in the density of resident cells within the arterial wall when comparing old versus young samples to explain these changes in geometry or mechanical properties. Solid = female, Hollow = male, Gold = young, Purple = old.

### 2.3 Proximal PA Stiffening Associates With Decreased RV Systolic Function and Lung Mechanics

We previously found that biomechanical changes in the proximal PA of mice and humans associated with pulmonary and RV dysfunction, specifically increased stiffness of the proximal PA correlates with reduced measures of RV function, including ejection fraction, s', and TAPSE (Manning et al. 2024, 2021a; Ramachandra et al. 2022). Therefore, we performed linear regressions to compare changes in arterial stiffness with changes in lung and right heart mechanics. The increased material stiffness of the proximal PA of old mice associated with decreased s*'* (*R* ^2^ = 0.53, *p* = 0.0006) and a trend toward increased RV free wall thickening (*R* ^2^ = 0.18, *p* = 0.15), all signs of early RV dysfunction (Figure 3, Figure S2). Increased material stiffness of proximal PA of older mice also associated with increased lung compliance (*R* ^2^ = 0.80, *p* < 0.05) and decreased lung diffusion capacity (*R* ^2^ = 0.76, *p* = 0.0102), all signs of impaired lung function (Figure 3, Figure S2). We found increased alveolar size in lungs of old mice, demonstrating a trend toward age‐related rarefaction (*p* = 0.12) that associates with a loss of elastin (*p* < 0.001) and increase in collagen in the lung parenchyma (*p* = 0.002, Figure S2). We have previously associated these changes with loss of gas exchange units in the lungs of mice whose pulmonary arteries stiffened due to hypoxia (Ramachandra et al. 2025), and we found a similar association between proximal PA stiffening (with subsequent increases in PWV hypothesized to induce adverse remodeling/damage to cells of the pulmonary capillaries) and diffusion capacity of lungs of older mice (Figure S2). Similar to the aorta (Cavinato et al. 2021; Ferruzzi et al. 2018; Spronck et al. 2020), there was an increase in loaded thickness of the wall of the proximal PA (Figure 2), yet there was no significant increase in the proportion of adventitial collagen to overall collagen (medial + adventitial) in older mice compared with younger mice (*p* = 0.37). Next, we quantified the orientation of the adventitial collagen under in vivo loading conditions, noting that marked reorientation was observed previously due to hypoxia (Manning et al. 2021). The adventitial collagen in proximal PA of old mice had greater orientation toward the circumferential direction than younger mice (old = 8.7 degrees ±3.5 vs. young = 2.0 ± 1.0, *p* = 0.0442, Figure 3). We also observed a trend of smooth muscle cell re‐orientation toward the circumferential direction (old = 82.7 ± 4.3 vs. young = 60.6 ± 8.8, *p* = 0.0727, Figure 3). Distal pulmonary arteries in lungs of old mice significantly increase in diameter (*p* < 0.001), which is in part due to significant intimal thickening (*p* = 0.03) and medial hypertrophy (*p* < 0.001, Figure S2).

**FIGURE 3:**
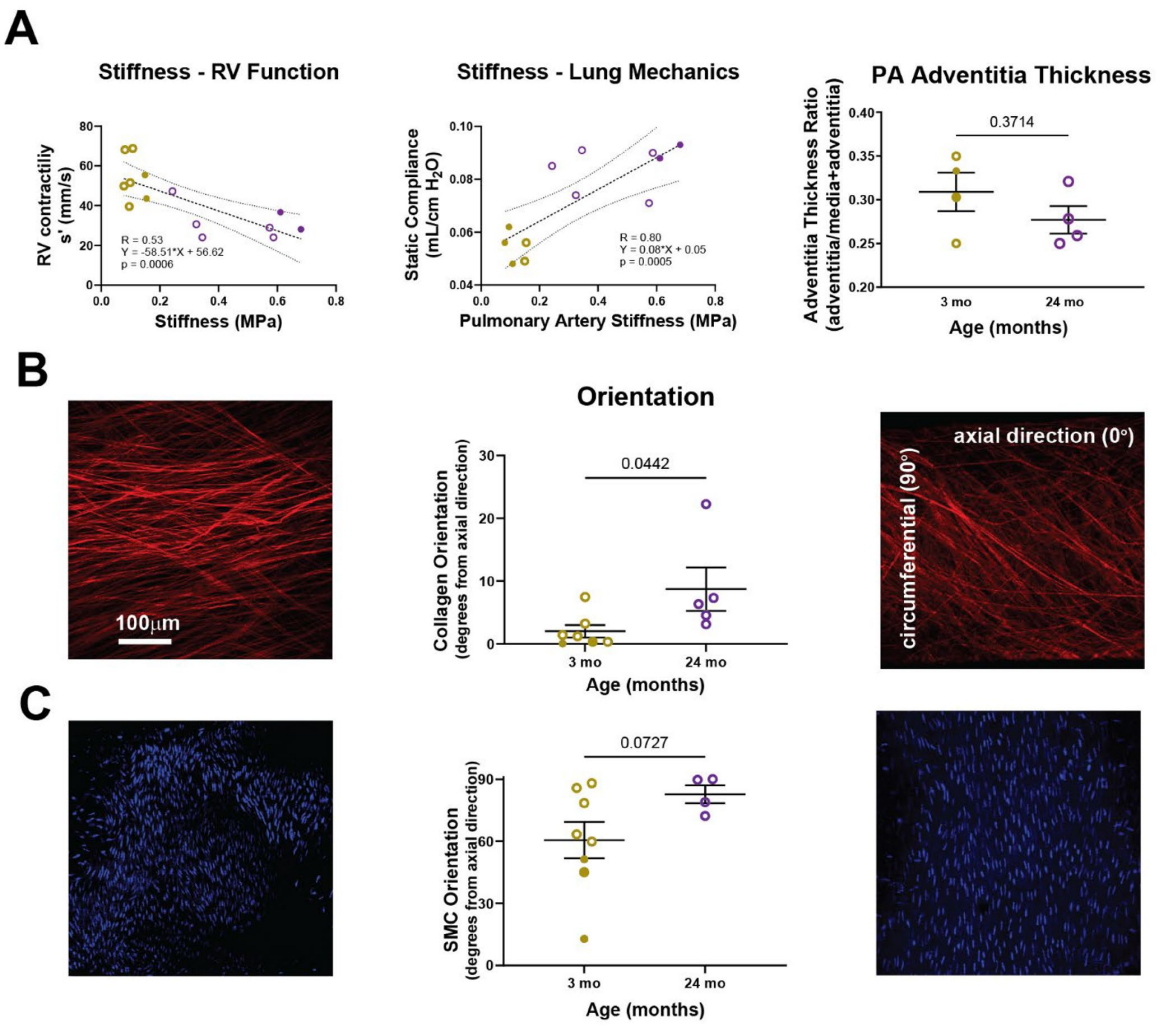
Proximal PA stiffness associates with declines in RV systolic function and lung mechanics, a result of microstructural remodeling of the adventitia rather than excessive collagen deposition and mere wall thickening. (A) A linear regression of PA stiffening data with RV systolic function data (s') and lung mechanics (static compliance) suggest that proximal PA stiffening associates with decline in RV and lung function. Additional timepoints are required to determine if this age‐dependent relationship is truly linear or if a nonlinear relationship exists. (B) Microstructural analysis of the proximal PA wall shows that there is a significant re‐orientation of collagen fibers from the axial toward the circumferential direction that associates with age‐related proximal PA stiffening. (C) SMCs in the media also shift their orientation toward the circumferential direction Solid = female, Hollow = male, Gold = young, Purple = old.

### 2.4 Age‐Associated Transcriptional Changes of the Mouse Proximal PA Include Remodeling of the Adventitial ECM

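Single cell RNA sequencing libraries of proximal PAs from 6 mice were analysed here, 2 young and 4 old. The young mice were a male and a female of 3 months, and the old mice were males of 20, 24 and 27 months and a female of 28 months. The remaining young library of the study was not analysed here. The authors digested the main pulmonary arteries with collagenase and elastase, captured single cells in droplets, and counted unique molecular identifiers (UMIs, tags that mark single RNA molecules) per gene and droplet barcode with STARsolo. They deposited these counts unfiltered and without normalization, for every possible barcode and 53647 genes per library. Libraries differed in depth. The young male and female held 9487564 and 6355125 UMIs in all. The old libraries of 20, 24, 27 and 28 months held 7042921, 12851645, 36218542 and 50436562 UMIs. The share of UMIs in barcodes with at least 1000 UMIs was 17.4% and 18.2% in the young libraries, 16.6% in the male of 24 months, 48.4% in the library of 20 months, 86.3% in the male of 27 months and 59.1% in the female of 28 months. Barcodes with at least 1000 UMIs, at least 500 genes and at most 20% of UMIs on mitochondrial genes were kept as cells, since the paper's text does not name the limits it used. This filter left fewer than 10 cells of a type in at least 1 young library for most types, so tests that sum counts per cell type used a wider filter of at least 500 UMIs and 300 genes, a change made after the data were examined. A library with fewer than 10 cells of a type was left out of that type. Libraries, not cells, were the replicates in every test. For single values per library the exact permutation test was two-sided, and with 2 young against 4 old libraries its smallest possible p is 0.133.
The sample titles give a sex for the male of 27 months and for both females. For the young male and the libraries of 20 and 24 months, male was taken from the paper's text. The word labelled includes this below. These sexes were checked with Xist, which female cells express, and with 4 genes of the Y chromosome. The library labelled male, 20 months, held 2432 Xist counts beside 2 counts of Eif2s3y, 3 of Kdm5d and 18 of Uty, although it held 227 counts of Ddx3y. By comparison, the male of 27 months held 73 Xist counts and 1905 counts of Eif2s3y, and the female of 28 months held 20820 and 0. The label was kept, and no value is drawn from the sex of that library except where sex entered as a covariate. A second check compared the barcodes of kept cells between libraries. Under the wider filter, the young male and young female shared 155 barcodes, where chance gives 0.363. The young male and the male of 24 months shared 130, and the young female and the male of 24 months shared 212, against at most 4 in any other pair of libraries. Nearly all such cells were airway epithelial-like, and no more than 2 in any library belonged to any 1 of the 5 cell types fitted below. These 3 libraries, both young and 1 old, thus form a set apart from the other 3, and values within the set are given beside those of all 6 libraries. Where the set was entered as a covariate, the other 3 libraries, all old, add nothing to the age effect. That effect then rests on the male of 24 months against the 2 young libraries.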

To investigate cellular and molecular mechanisms associated with the age‐related remodeling observed in the proximal PA, we analyzed transcriptomic changes of resident pulmonary arterial cells and their intercellular communication. 

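The filter kept 10429 cells, of which 944 and 322 came from the young male and female. The libraries of 20, 24, 27 and 28 months gave 1074, 891, 3503 and 3695 cells. Median UMIs per kept cell were 1359.5 and 2090 in the young libraries and 2361, 1436, 8299 and 5820 in the old ones. Before this, 167 of 10596 barcodes (1.58%) were removed as likely doublets. Clustering on 2000 variable genes gave 29 clusters, and a second round split the macrophages into 17 subclusters. A cluster was named X-like where over 40% of a type's marker genes were raised in it, a limit set after the clusters were seen. Fibroblast-like, smooth muscle-like, endothelial-like and macrophage-like cells are called FBs, SMCs, ECs and MΦs here, and airway epithelial-like, B-like, T-like and mesothelial-like cells were also found. In all, 12 types were named and 6 clusters or subclusters stayed unnamed, holding 10.0% of young and 2.26% of old cells. With the wider filter there were 15319 cells in 32 clusters. Their median UMIs were 841 and 816.5 in the young libraries, 799 in the male of 24 months, 2161 in the library of 20 months, and 8052 and 5431 in the remaining old ones. Unnamed clusters then held 13.7% of young cells, and 34.6% in the young female alone, against 1.97% of old cells. The largest of these, with 354 cells, was led by Gm10800 and Gm10801. With a stricter filter of at least 2000 UMIs and 1000 genes, 7779 cells were kept.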

20,950 cells were isolated from the proximal PAs from *n* = 4 old mice (three males 20, 24, and 27 months and one female 28 months) and *n* = 3 young mice (two males and one female, each 3 months old), which revealed 18 different cell clusters (Figure S3) including resident cells within the pulmonary arterial wall (ECs, SMCs, FBs, and MΦs), cells from surrounding tissue (large airway epithelial cells), and cells that may be associated with the arterial wall or surrounding tissue such as lymph nodes or thymus (B cells, T cells). 

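FBs made up 1.69% ± 1.51 (SD, n = 2) of all kept cells in young libraries and 13.8% ± 5.16 (SD, n = 4) in old libraries, above both young values in 4 of 4 (exact permutation test, two-sided, p = 0.133). SMCs made up 0.526% ± 0.305 (SD, n = 2) of young and 25.6% ± 27.8 (SD, n = 4) of old cells (exact permutation p = 0.4), with 64.4% in the male of 27 months and 0.112% in the male of 24 months. The SMC difference fell from 25.1 to 12.2 percentage points without the male of 27 months. The share of ECs, lymphatic ECs included, was 1.71% ± 1.97 (SD, n = 2) in young and 21.8% ± 23.7 (SD, n = 4) in old libraries (exact permutation p = 0.267). Without the library of 20 months, in which 55.1% of cells were ECs, the difference fell from 20.1 to 9.00 percentage points. For all MΦs and myeloid cells together the shares were 9.73% ± 12.4 (SD, n = 2) and 10.9% ± 3.73 (SD, n = 4; exact permutation p = 0.8), a difference of 1.13 points that became -7.67 without the young female. The denominator moved the EC and myeloid differences most. As a share of these 4 classes alone, ECs were lower in old libraries by -5.35 points and MΦs with myeloid cells by -28.2 points, while FBs and SMCs stayed higher, by 9.64 and 23.9 points. The young values rest on few cells. The young male had 211 cells of these classes, with 3 ECs and 7 SMCs, and the young female 16, with 10 ECs and 1 SMC. Under the wider filter these 2 libraries held 83 and 62 ECs. Young libraries held many other cells: 34.4% of kept cells in the young male were B-like and 73.0% in the young female were airway epithelial-like. Within the 3 libraries that share barcodes, the male of 24 months differed from the young mean by 6.84 points for FBs, -0.414 for SMCs, 0.421 for ECs and 4.41 for MΦs with myeloid cells. For FBs and SMCs this set moved the difference most. It holds 1 old library and allows no test.

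**Figure D1:**
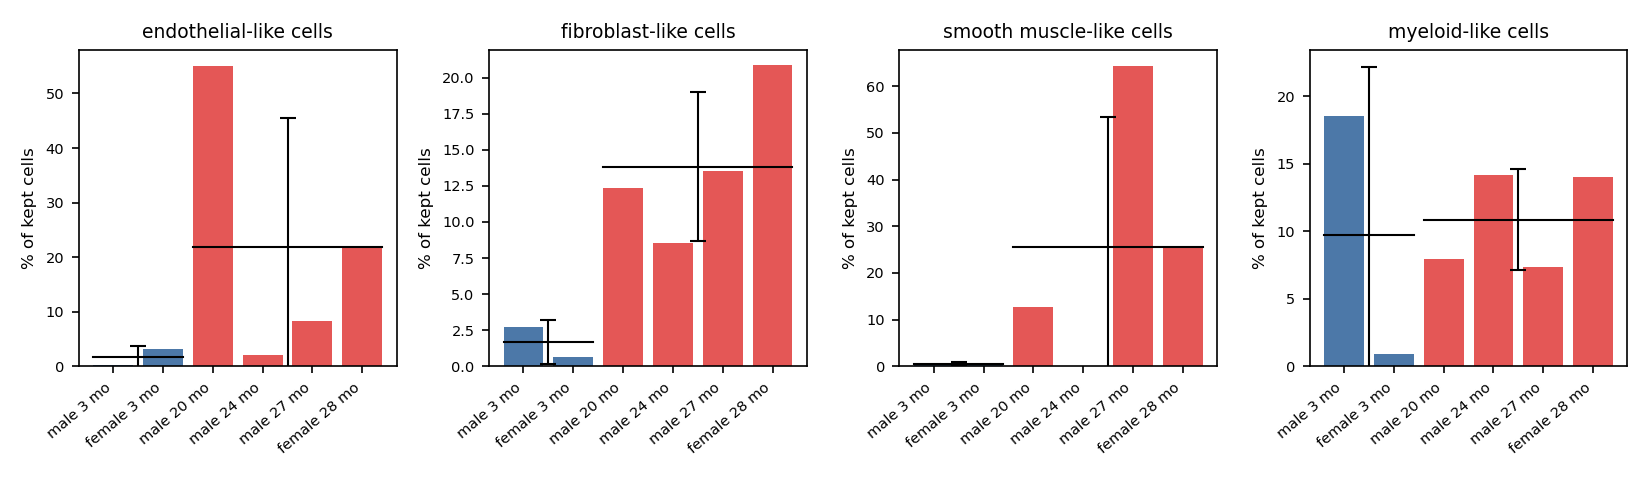
Share of each class among all kept cells (%) in each of the 6 libraries, young in blue and old in red. Horizontal lines mark group means and error bars 1 SD (n = 2 young, 4 old); the SMC share ran from 0.112% to 64.4% among old libraries.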

There were no significant changes in the proportions of resident cells of young and old mice (Figure S3).

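Counts were summed per library and cell type, and old and young libraries were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes with a count in over 5% of cells in at least 3 libraries were tested. Since only 2 libraries are young, a gene that reached this in young libraries alone could not be tested. One that reached it in old libraries alone could be. FBs gave 2 genes with an adjusted p under 0.05 among 6985 tested, 1 higher and 1 lower in old. Of 6562 genes in perivascular MΦs 1 passed, and of 6090 in myeloid cells 1 passed. No gene passed in SMCs (6616 tested) or ECs (5820 tested), where 507 and 329 genes had an unadjusted p under 0.05. At the study's threshold, an unadjusted p under 0.05 and a fold change over 2, 376 genes were higher and 84 lower in old FBs. For SMCs these numbers were 444 and 63, for perivascular MΦs 355 and 127, for myeloid cells 180 and 71, and for ECs 229 and 99. Over FBs, SMCs, perivascular MΦs and ECs together, 1281 different genes were higher and 358 lower in at least 1 type. Without the male of 27 months these numbers were 312 and 114, and with every cell thinned to 500 UMIs 229 and 103, but far fewer genes had enough counts to be tested. In FBs an unadjusted p under 0.05 was had by 462 of 6985 tested genes with all libraries and UMIs, 132 of 4059 without that male and 100 of 1828 after thinning, and in SMCs by 507 of 6616, 65 of 3383 and 55 of 1576. The median log2 fold change of all tested SMC genes was 0.51 with TMM normalization and 0.098 without it, and the numbers past the study's threshold in SMCs became 131 higher and 150 lower without it. Young profiles were shallow. Summed UMIs of young FBs were 80588 and 20929 from 92 and 29 cells, against 203520 to 5296380 in old libraries. Young SMCs gave 21873 and 21109 UMIs from 24 and 30 cells, and the male of 24 months had 3 SMCs and was left out of that type. For perivascular MΦs the young female gave 14 cells, and 192 of the 208 cells of the young male lay in 1 subcluster, whose old cells came mostly from the male of 24 months (40 cells). In simulated data of the same depth and spread, 11.0% of 200 FB genes changed 4-fold were recovered, and 96.5% of those changed 16-fold. The changed genes were drawn from those above the median level, so recovery of genes with lower counts was not tested. Other splits of the libraries gave as many genes. For FBs, 7 of the 15 ways to set 2 libraries against 4 gave at least 2 genes, the real one included. The split of the 2 deepest libraries, the male of 27 and the female of 28 months, against the rest gave the most in each type, from 149 genes in FBs to 354 in myeloid cells. With the 3 libraries that share barcodes entered as a covariate, no gene passed in FBs, perivascular MΦs or ECs and 2 passed in myeloid cells, with 328, 284, 271 and 169 genes at an unadjusted p under 0.05. Such a fit draws its age effect from the male of 24 months against the 2 young libraries, since the other 3 are all old. Calls lost in it therefore do not show that a batch explains them. For SMCs no such fit was possible, since both young libraries belong to the 3 and all 3 old libraries used do not, so batch and age cannot be told apart in SMCs. Leaving out the library labelled male, 20 months, gave 122 genes in SMCs and 0 in FBs. Leaving out the male of 24 months gave 39 genes in perivascular MΦs and 21 in myeloid cells.

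**Figure D2:**
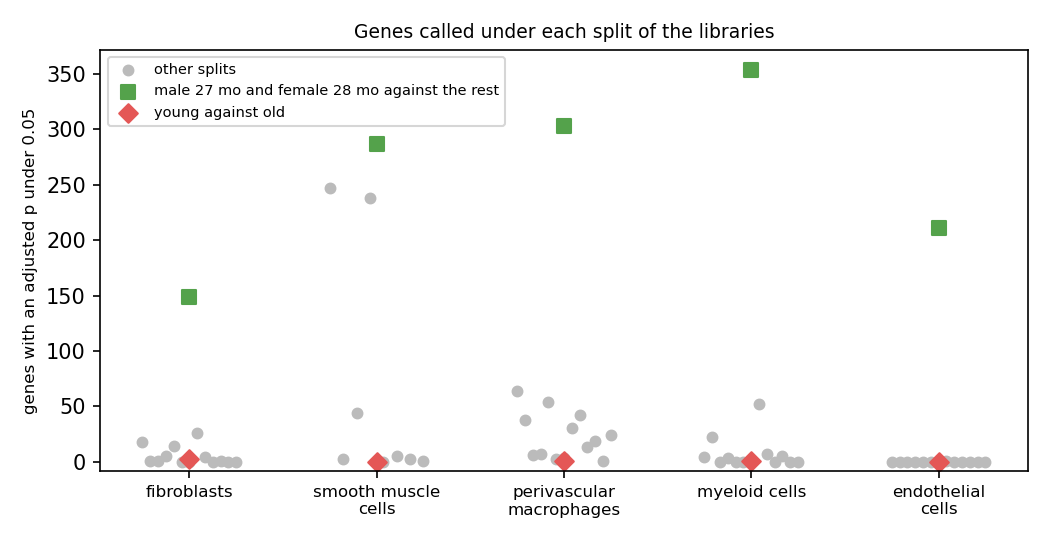
Number of genes with an adjusted p under 0.05 (edgeR) for every split of the libraries into groups of the same sizes as young and old, per cell type. Diamonds mark young against old, with 2 genes in FBs, and squares mark the male of 27 and the female of 28 months against the rest, with 149 genes in FBs.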

Gene expression of adventitial FBs, SMCs, MΦs, and ECs revealed differential expression of 4882 genes that positively correlated with age‐related differences between young and old mice and 7005 genes that negatively correlated with key biological processes and molecular pathways (Figure 4A, Figure S4). Common biological processes across multiple cell types in old cells include morphogenesis of cardiovascular structures (FB GO:0003007, GO:0003143; SMC GO:0060977; EC GO:0048514), cell cycling and proliferation (FB GO:2000134; SMC GO:0030308; MΦ GO:0016567, GO:0042981; EC GO:1901978), and cell motility and matrix interactions (FB GO:0007626; SMC GO:0035426, GO:0030335; EC GO:0120180, GO:0010810, GO:0010595). FBs and SMCs expressed several genes that associate with ECM turnover (*Bmp6, Smad3, Smad6, Adamts12, Col8a1, Fgf1, Smad4, Fzd4, Ntn4*) (Theocharis et al. 2016). 

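In FBs, 8 of these 9 genes could be tested between old and young libraries, and none reached an adjusted p under 0.05. The fitted log2 fold change of Smad3 was 3.17 (standard error 1.12, adjusted p = 0.710 from edgeR's quasi-likelihood test), but it rests on 1 count in both young libraries together. As a ratio of old to young CPM (counts scaled to library size), this was 9.30 with a 95% counting interval from 1.67 to 367. Smad6 also had 1 young count, for a ratio of 6.41 with an interval from 1.15 to 253. For both genes every old library lay above both young ones, which 13.3% of splits give by chance in either direction. Adamts12, with 4 young counts, had a log2 fold change of 1.76 (standard error 0.78, adjusted p = 0.746) and was also above both young values in every old library. Ratios for Col8a1 (3 young counts) and Bmp6 (2 young counts) were 3.30 and 3.48, with intervals from 1.13 to 16.0 and from 0.964 to 28.8. Fzd4 was lower in every old library than in both young ones, by a log2 fold change of -0.74 (standard error 0.55, adjusted p = 0.821). Smad4 and Ntn4 were near 0 in FBs, at -0.018 and 0.063, and changed sign under several alternatives. Fgf1 was not tested in FBs. In SMCs only Smad6, Fgf1, Smad4 and Ntn4 had enough counts, with 1, 0, 3 and 1 young counts. Fgf1 was at least 1.13-fold higher in old SMCs, against the 3 counts that a count of 0 allows. The ratios of Smad6, Smad4 and Ntn4 were 3.83, 1.74 and 1.47, and each interval included 1. Smad6, Fgf1 and Smad4 were higher in all 3 old SMC libraries than in both young ones, which 20.0% of such splits give by chance in either direction. All intervals and bounds here cover counting error only. With the 3 libraries that share barcodes as a covariate, none of the tested genes passed in FBs.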

FBs from old cells had decreased expression of genes associated with aerobic respiration and carbon metabolism, suggesting that old FBs may rely on alternative sources of cellular energy such as lipid or fatty acid metabolism. 

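Gene lists for oxidative phosphorylation, glycolysis and the tricarboxylic acid cycle were fixed before the data were examined and tested in FBs with camera on the edgeR fit. Of the 80 tested oxidative phosphorylation genes, 44 were higher and 36 lower in old libraries, with a median log2 fold change of 0.051 against 0.25 for all tested genes. Relative to the other genes the list lay lower in old FBs, without passing the test (adjusted p = 0.460 over the 3 lists, from limma's camera). Leaving out the male of 27 or the female of 28 months turned this list to higher, with adjusted p-values of 0.596 and 0.501. Among the 4 libraries other than these deepest 2, the list was higher in old FBs (camera adjusted p = 0.0116). With the 3 libraries that share barcodes as a covariate, it was lower (camera adjusted p = 0.511). Glycolysis genes (8 of 12 higher, median log2 fold change 0.67) and tricarboxylic acid cycle genes (13 of 15 higher, median 0.31) lay higher, at the same adjusted p of 0.460 in camera. No single gene of the 3 lists had an adjusted p under 0.05 in edgeR's test.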

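Interferon response was examined with a list of 55 genes fixed before the data were examined, in perivascular MΦs and ECs. In perivascular MΦs, 42 of the 47 tested genes were higher in old libraries, with a median log2 fold change of 0.92 against 0.22 for all tested genes (camera adjusted p = 0.000246 over the 2 cell types). This call did not hold with fry (adjusted p = 0.330) or with an estimated correlation between genes (adjusted p = 0.299). It was also lost when single libraries were left out, but 24 genes were then tested, so the library and the shorter list cannot be told apart. Without the library labelled male, 20 months, the list lay lower relative to the other genes (camera adjusted p = 0.791). Without the female of 28 months or the male of 27 months the adjusted p was 0.531 and 0.0933. Without the male of 24 months 47 genes were tested and the adjusted p was 0.000228. With the 3 libraries that share barcodes as a covariate it was 0.0665. In ECs, 20 of 33 tested genes were lower in old libraries, with a median log2 fold change of -0.26 against 0.12 for all tested genes (camera adjusted p = 0.0120). With fry and with an estimated correlation the adjusted p was 0.389 and 0.299, and without the male of 27 months it was 0.0933. With the same covariate it was also 0.0665. The difference between the 2 cell types was not tested. No single interferon gene had an adjusted p under 0.05 in either type.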

We found increased expression of genes associated with inter‐ and intracellular signaling (ECM‐SMC signaling; mTOR, IL‐10, and Wnt signaling in SMCs; retinoic acid, cytokine, and IFNγ, and phosphorylation mediated signaling in perivascular macrophages; VEGF, cytokine, and IFNγ signaling in ECs). Additional differentially expressed genes are listed by cell‐type in Table S4.

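The lists of Table S4 give up to 51 genes per cell type and direction, chosen by the study on libraries that include these 6, so the directions below are not independent evidence. Among genes listed as higher in old that could be tested, 48 of 49 were higher here in FBs, 45 of 48 in SMCs, 50 of 50 in perivascular MΦs and 23 of 26 in ECs. Of all tested genes 62.6%, 69.9%, 61.0% and 57.1% were higher in old in these types. Fewer genes listed as lower in old had enough counts. The gene filter needs 3 libraries and only 2 are young, so genes found in young libraries alone could not be tested. Of these, 13 of 16 were lower in FBs, 2 of 5 in SMCs, 19 of 19 in perivascular MΦs and 2 of 2 in ECs. All 50 genes of both lists under myeloid cells also stand in the lists under FBs. In myeloid cells 21 of 27 of the first list were higher and 7 of 15 of the second lower. One gene of these lists passed an adjusted p of 0.05 here, in FBs. The 2 genes that passed in FBs were Mmp3 and Ttll12. Mmp3 was at 566 ± 241 CPM (SD, n = 4) in old and 7.26 ± 10.3 (SD, n = 2) in young FBs, with 1 young count. Its log2 fold change was 5.74 (standard error 0.91, adjusted p = 0.0196 from edgeR's quasi-likelihood test), and the ratio of 56.9 had a 95% counting interval from 10.2 to 2247. Leaving out the library of 20 or the male of 24 months raised its adjusted p to 0.110 and 0.112, and with the 3 libraries that share barcodes as a covariate it was 0.711. With DESeq2 2 genes passed in FBs, both lower in old, so Mmp3 did not. Ttll12 was at 15.8 ± 9.97 CPM (SD, n = 4) in old and 618 ± 627 (SD, n = 2) in young FBs, a log2 fold change of -5.15 (standard error 0.69, edgeR adjusted p = 0.0196). Its young counts were 12 and 25, and without the male of 24 months the adjusted p was 0.124. In perivascular MΦs the 1 gene was Cd209d, with 0 young counts and 2198 in old libraries. It was at least 19.9-fold higher in old, against the 3 counts that a count of 0 allows (edgeR adjusted p = 0.0348, and 0.446 with the covariate). In myeloid cells it was Dnmbp, named after its values were seen, with 64 counts in the young male, 0 in the young female and 20 in the 4 old libraries together (log2 fold change -4.35, standard error 0.78, edgeR adjusted p = 0.0157, and 0.790 with the covariate). A higher adjusted p with the covariate does not show a batch effect, since that fit rests on 1 old library for age. Single calls such as those of these genes are weak evidence. In simulated data with 4-fold changes the same test gave 7 false calls beside 8 true ones in perivascular MΦs, and 5 beside 6 in myeloid cells. With 16-fold changes the false calls numbered 18 beside 189 and 19 beside 185.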

**FIGURE 4:**
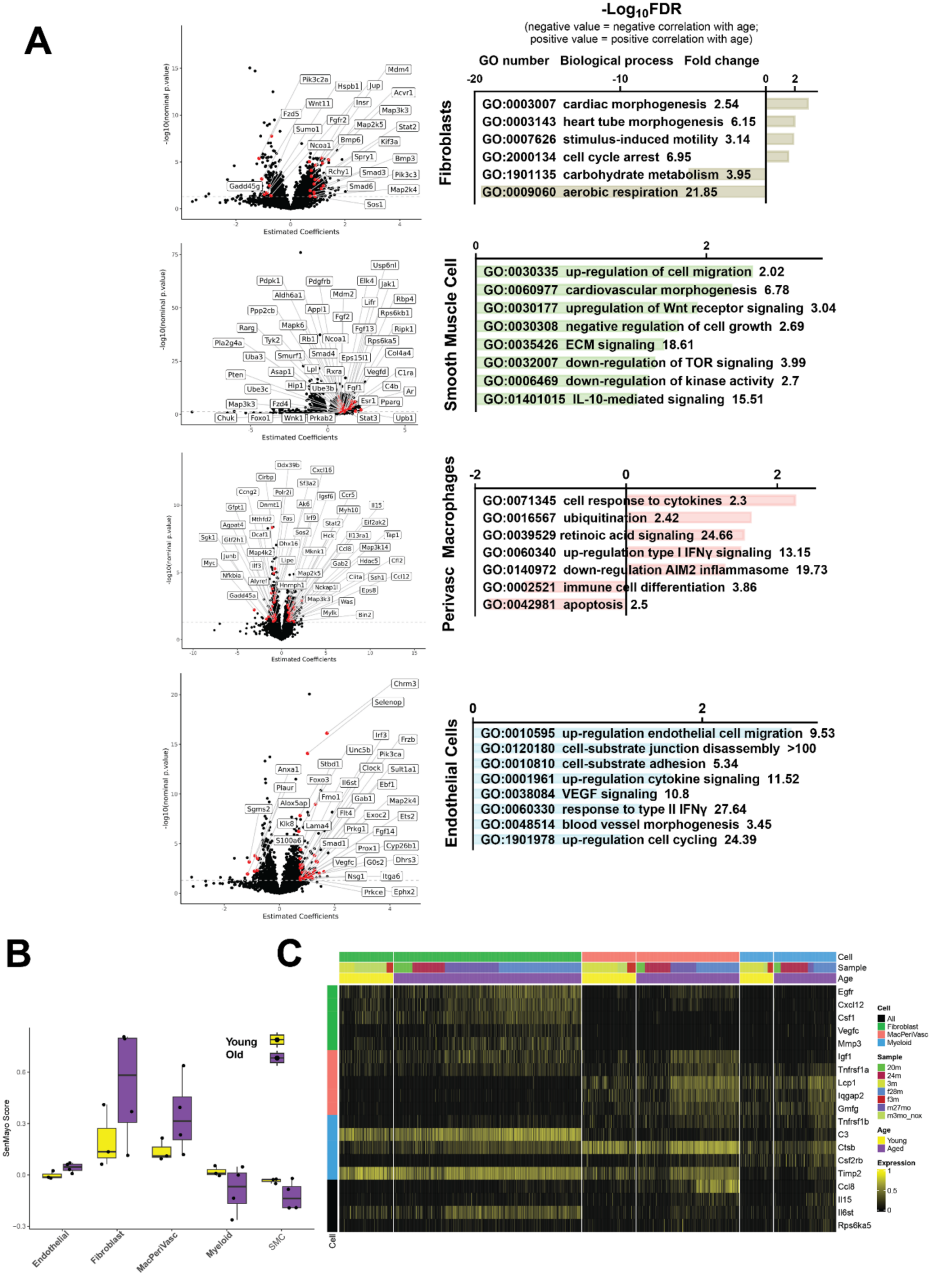
Single cell RNA sequencing data identifies DEGs and biological processes that associate with ECM remodeling of the arterial wall with significant increased senescence of perivascular macrophages and fibroblasts. (A) Volcano plots of the DEG analysis (left panels) demonstrate changes in gene expression between old and young PAs. Select DEGs were highlighted for each resident cell type. GO term enrichment analysis (right panels) of the top DEGs showed enrichment in age‐related biological processes that provide cellular–molecular insights into age‐related changes of the ECM in proximal PAs. (B) SenMayo scores for each cell, grouped by cell type and split by age group. SenMayo scores averaged per sample. (C) Heatmap showing SenMayo genes that are increased in aged resident pulmonary artery cell types. The top 5 SenMayo genes are plotted for each cell type.

### 2.5 Aging of the Cardiopulmonary System Associates With Senescence of Perivascular MΦs, FBs, and SMCs That Reside in the Walls of the Proximal PA

Based on observed alterations in cellular proliferation, metabolism, and cytokines, we hypothesized that senescence plays an important role in age‐related changes. To further explore the role of senescence in aging of the proximal PA, we used the SenMayo senescence signature (Saul et al. 2022). We calculated a senescence score for all cells in the dataset and designated cells with a score exceeding 0.25 indicating senescence. 

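SenMayo scores were computed per cell as the study describes, from the mean of the listed genes minus the mean of 50 control genes of like expression per listed gene. The list of 118 mouse genes was written from general knowledge of the signature, since the paper's text does not print it, and 114 of them had counts to score. Of 7602 ECs, SMCs, FBs, MΦs and myeloid cells, 55 had a score above 0.25. They were 38 FBs, 15 perivascular MΦs and 2 ECs. Per library, the share above 0.25 was 1.66% ± 2.35 (SD, n = 2) in young and 2.10% ± 2.64 (SD, n = 4) in old mice (exact permutation test, two-sided, p = 0.933). The young female had 0 such cells of 16. The 2 deepest libraries had the lowest shares among old mice, 0.154% and 0.371%, and the male of 24 months the highest, 5.86%. Without the latter, old libraries were lower by -0.808 points, and without the young female by -1.22 points. Within the 3 libraries that share barcodes, the male of 24 months was 4.20 points above the young mean. The list moved the number most: with the 18 genes that the text names, 1645 cells exceeded 0.25.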

We identified 352 cells expressing this signature throughout our population of resident cells (Figure S3). Additionally, a higher proportion of cells from old mice expressed canonical senescence markers such as CDKN1A (p21) (26.3% vs. 21.7%) and CDKN2A (0.8% vs. 0.4%). To confirm this increase in senescence signature, we performed immunohistochemistry staining for p21 in young and aged mouse hearts and lungs. 

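Over all kept cells, the share with a Cdkn1a UMI was 18.4% ± 1.04 (SD, n = 2) in young and 37.2% ± 16.8 (SD, n = 4) in old libraries, above both young values in 4 of 4 (exact permutation test, two-sided, p = 0.133). Young libraries had fewer UMIs per cell. After every cell was thinned to 1000 UMIs, which removed no kept cell, the shares were 11.9% ± 4.04 (SD, n = 2) and 17.3% ± 11.5 (SD, n = 4; exact permutation p = 0.933), and only the library labelled male, 20 months, lay above both young ones. Without it, the unthinned difference fell from 18.8 to 12.6 percentage points. The unthinned difference was 2.89 points within the 3 libraries that share barcodes. Counted over cells rather than libraries, 238 of 1266 young cells (18.8%) and 3354 of 9163 old cells (36.6%) had a Cdkn1a UMI, and 13.3% and 13.6% after thinning. Among ECs, SMCs, FBs, MΦs and myeloid cells alone, 93 of 227 young (41.0%) and 2902 of 7375 old cells (39.3%) had one, and 34.8% and 14.1% after thinning. These pooled shares depend on the mix of types, since 128 of the 227 young cells were perivascular MΦs. In FBs the share was 7.14% of 28 young and 34.2% of 1454 old cells, and 7.14% and 14.2% after thinning. In ECs it was 23.1% of 13 young and 42.2% of 1605 old cells, and 23.1% and 24.5% after thinning, with 95% binomial intervals for the young shares from 0.877% to 23.5% in FBs and from 5.04% to 53.8% in ECs, which cover counting error only. In B-like cells, taken as the comparison for free RNA, the share was 4.91% of 326 young cells (median 1275 UMIs) and 8.61% of 476 old cells (median 3858.5 UMIs), below the shares over all cells. Thinned perivascular MΦs had a Cdkn1a UMI in 48.4% of 128 young and 14.2% of 895 old cells, and 127 of those young cells came from 1 library. Cdkn2a UMIs were found in 0.995% ± 0.0903 (SD, n = 2) of young and 1.04% ± 0.426 (SD, n = 4) of old cells (exact permutation p = 0.8). This difference of 0.0396 points became -0.166 without the female of 28 months and -0.0242 without the young female. It was also negative after thinning, at -0.358 points, and within the 3 libraries that share barcodes, at -0.322 points. Over ECs, SMCs, FBs, MΦs and myeloid cells, 7 of 227 young (3.08%) and 57 of 7375 old cells (0.773%) had a Cdkn2a UMI. In perivascular MΦs these were 7 of 128 and 39 of 895, in FBs 0 of 28 and 8 of 1454, and in ECs 0 of 13 and 4 of 1605. The pooled Cdkn2a shares thus also depend on the mix of types. Airway epithelial-like cells had a Cdkn2a UMI in 0 of 387 young and 0 of 468 old cells, which allows shares of up to 0.775% and 0.641%. In old B-like cells 37 of 476 had one (7.77%) and in young ones 1 of 326 (0.307%), so B-like cells did not serve as a background for this gene. Thinned to 1000 UMIs, 5 of 476 and 0 of 326 had one. The old count rests mostly on 1 library. Under the wider filter it was found in 35 of 263 B-like cells of the female of 28 months. The libraries of 20, 24 and 27 months had 0 of 10, 2 of 837 and 0 of 32.

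**Figure D3:**
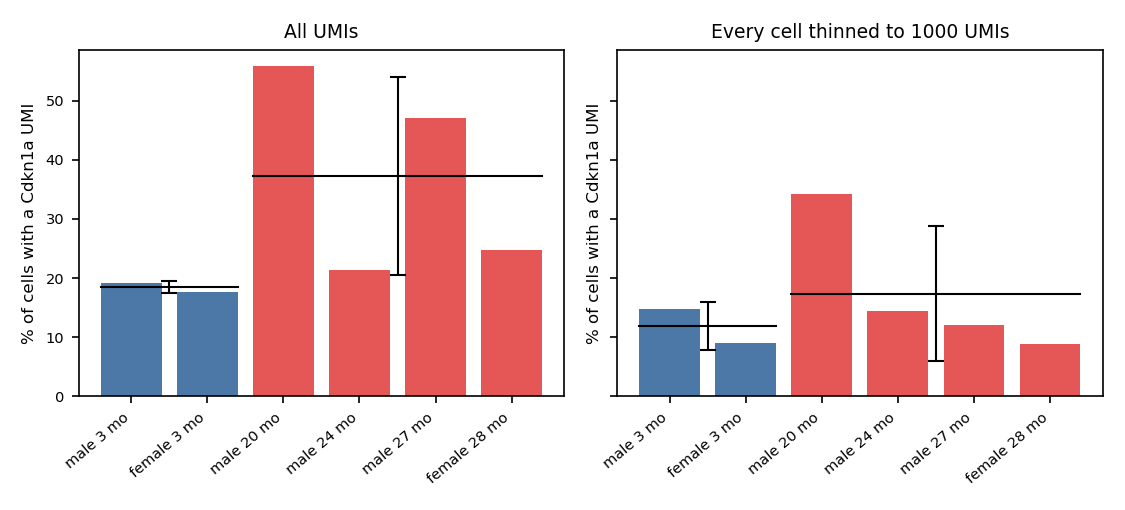
Share of cells with a Cdkn1a UMI (%) in each of the 6 libraries, with all UMIs on the left and after every cell was thinned to 1000 UMIs on the right. Young libraries are blue and old ones red; lines mark group means and error bars 1 SD. After thinning, the library labelled male, 20 months, stands at 34.2% and the other 5 between 8.77% and 14.7%.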

The proportion of cells that were positive for p21 was significantly higher in the hearts (*p* = 0.008), proximal pulmonary arteries (*p* < 0.001), and lungs (*p* = 0.046) from old compared to young mice (Figure S3).

Given the senescent signature in the overall cell population, we analyzed that for resident ECs, SMCs, and FBs within the wall of the proximal PA, and subdivided the myeloid cell population into three separate phenotypes of MΦs: we reserved “myeloid” for recruited cells such as circulating monocytes (characterized by genes *Ccr2, Cd24a*, Figure S3), MΦs associated with lung parenchyma (MacLung, *Chil3, Fabp5*), and resident perivascular MΦs (MacPeriVasc, *C1qa, Pf4* comparable to *FOLR2+* MΦs in humans). 

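Expression of senescence-associated genes was compared between cell types within libraries, as mean CPM over libraries, each library weighted equally. Serpine2 was highest in SMCs, at 613 ± 126 CPM (SD, n = 5 libraries). Timp2 was highest in FBs, at 2593 ± 473 (SD, n = 6), and higher there than in the other 4 fitted types in 6 of 6 libraries. Of the 6 IGF binding protein genes with counts, Igfbp3, Igfbp4, Igfbp5 and Igfbp6 were highest in FBs and Igfbp2 and Igfbp7 in SMCs. Igfbp5 reached 7449 ± 1551 CPM (SD, n = 6) in FBs and Igfbp7 reached 2676 ± 742 (SD, n = 5) in SMCs. Among the receptor genes Axl and Egfr were highest in FBs, Cd9 in SMCs, and Fas and Il6st in ECs.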

FBs and mesenchymal cells were characterized by high expression of senescence‐associated protease inhibitors (*Serpine1*, *Serpine2*, *Timp2*, IGF binding proteins) and transmembrane signal receptors (*Axl, Cd9, Egfr, Fas, Il6st*). In comparison, chemokines and cytokines were expressed at higher levels in perivascular macrophages and myeloid cells (Figure S3). 

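Of the 28 chemokine and cytokine genes in the SenMayo list, 23 had at least 10 counts in the 5 fitted types. Perivascular MΦs had the highest mean level for 14 of them and myeloid cells for 3, so 17 of 23 were highest in 1 of these 2 types. FBs were highest for 4 (Csf1, Cxcl1, Cxcl12 and Il6) and ECs for 2 (Il15 and Il7). The largest count was that of Ccl8, with 30139 UMIs in all.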

Resident cells of the proximal PA of old mice had significantly higher senescence scores than younger mice (adventitial FBs 0.248 vs. 0.104, *p* < 0.05; perivascular MΦs 0.163 vs. 0.093, *p* < 0.05, Figure 4B). 

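Averaged per library, the SenMayo score of FBs was 0.128 ± 0.0200 (SD, n = 2) in young and 0.138 ± 0.0190 (SD, n = 4) in old mice, with 2 of 4 old libraries above both young ones (exact permutation test, two-sided, p = 0.533). The difference of 0.00936 is smaller than the SD of either group. It became -0.00476 without the young female, and -0.00352 when every cell was thinned to 500 UMIs. It was 0.0295 within the 3 libraries that share barcodes. The list of 18 genes that the text names moved it most, to 0.146 (exact permutation p = 0.267). Many of these genes are named by the paper for an increase with age. A higher old score with this list is therefore not independent evidence. In perivascular MΦs the score was 0.0944 ± 0.0229 (SD, n = 2) in young and 0.0762 ± 0.0440 (SD, n = 4) in old mice (exact permutation p = 0.8), a difference of -0.0181. The female of 28 months had the lowest value, 0.0221, and without it the difference was -7.84e-05. It was -0.0114 within the 3 libraries. With the 18 genes, with at most 10% mitochondrial UMIs, or with each library clustered alone, it turned positive, at 0.0925, 0.00258 and 0.00186. The value with the 18 genes has the limit given for FBs. SMCs (difference -0.000750, 2 young and 3 old libraries), myeloid cells (-0.0237) and ECs (0.00325) did not differ by more than their spread either, with exact permutation p-values of 1, 0.8 and 1. For myeloid cells and ECs the differences within the 3 libraries were 0.00794 and -0.00616, and the male of 24 months had too few SMCs for a value. The study compared cells by a Wilcoxon test, whereas here each library gives 1 value. Averaged over cells instead, both scores were lower in old mice. For FBs the mean was 0.136 over 121 young and 0.129 over 1676 old cells. For perivascular MΦs it was 0.109 over 222 young and 0.0497 over 939 old cells. The paper reports higher scores in old FBs and perivascular MΦs, and increased senescence of perivascular MΦs, FBs and SMCs in old proximal PAs.

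**Figure D4:**
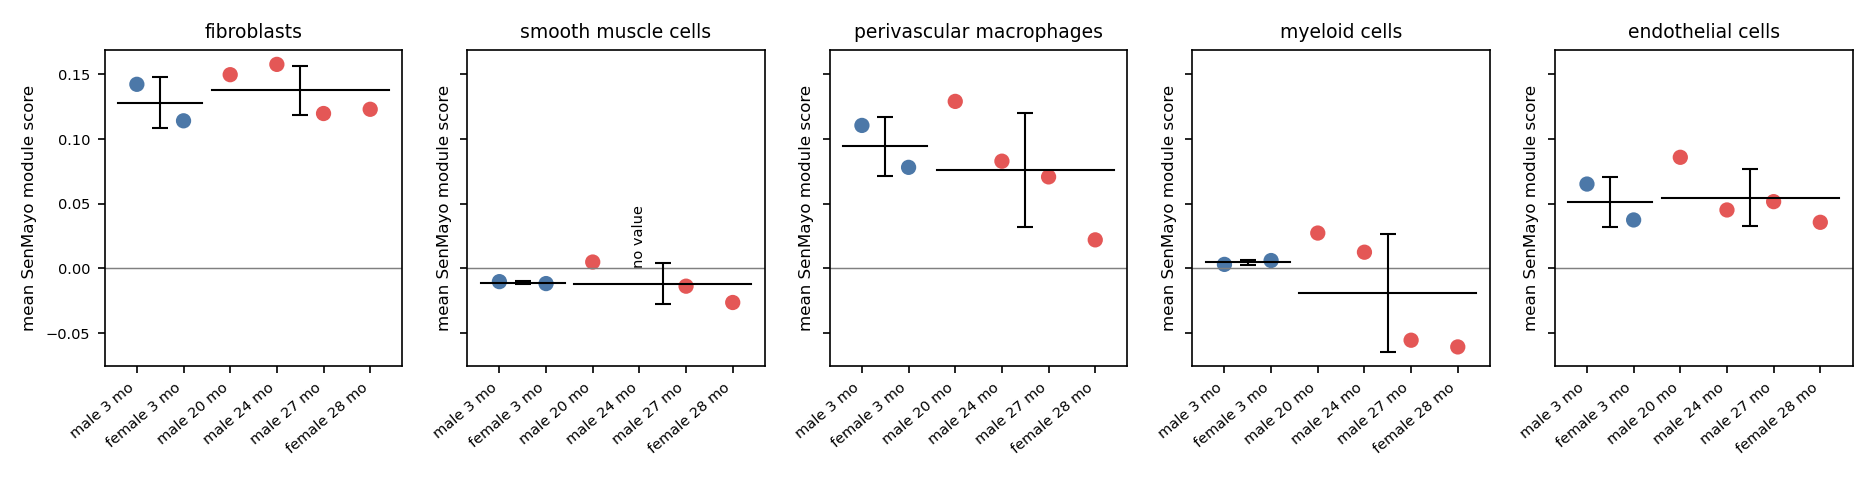
Mean SenMayo score per library in 5 cell types, young in blue and old in red. Lines mark group means and error bars 1 SD; FB scores lie between 0.114 and 0.158, and the male of 24 months has no SMC value.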

To determine which genes were driving the differences in senescence score, we examined differential expression of SenMayo genes for each cell type. 

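Ccl8, Il15, Il6st and Rps6ka5 were examined in each of the 3 cell types. In perivascular MΦs, Ccl8 was higher in every old library than in both young ones, at 3501 ± 3886 (SD, n = 4) against 249 ± 59.6 CPM (SD, n = 2). Its log2 fold change was 3.76 (standard error 1.07, unadjusted p = 0.00289, adjusted p = 0.415 from edgeR's quasi-likelihood test). With sex as a covariate the adjusted p was 0.0157, with the library of 20 months entered as male, a label in doubt. Without the male of 24 months it was 0.0117. With the 3 libraries that share barcodes as a covariate the log2 fold change was 3.54 (edgeR adjusted p = 0.312). Most of the 29126 old counts came from the female of 28 months, with 27783, and without it the log2 fold change was 2.66. Ccl8 had too few counts to be tested in FBs and in myeloid cells. The log2 fold change of Il15 was 1.66 in perivascular MΦs (edgeR adjusted p = 0.691), and -0.52 with the covariate. In myeloid cells Il15 had 3 young counts, for a ratio of old to young of 1.12 with a 95% counting interval from 0.385 to 5.45. Its library means there ran the other way, at 21.7 ± 27.8 (SD, n = 4) in old and 43.6 ± 39.7 CPM (SD, n = 2) in young. Il15 was not tested in FBs. Il6st was higher by a log2 fold change of 1.23 in FBs, 1.03 in perivascular MΦs and 0.79 in myeloid cells, with edgeR adjusted p-values of 0.746, 0.878 and 0.999. For Rps6ka5 the log2 fold change in perivascular MΦs was 0.78, and in myeloid cells 2 young counts gave a ratio of 4.50 with an interval from 1.25 to 37.2. Library means of Rps6ka5 in myeloid cells were closer, at 58.1 ± 43.3 (SD, n = 4) in old and 39.7 ± 45.2 CPM (SD, n = 2) in young, and the libraries overlapped. Across the SenMayo list, 51 genes were tested in FBs, 56 in perivascular MΦs and 41 in myeloid cells, of which 30, 38 and 18 were higher in old. Of the 20 genes tested in all 3 types none passed the study's threshold as higher in each. Over all listed genes tested in any of the 3 types, 8 passed it as higher in at least 1. After adjustment 1 gene passed in FBs and none in the other types, both over all genes tested and adjusted over the list alone.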

Amongst FBs, perivascular MΦs, and myeloid cells, only 4 of the 125 SenMayo genes were consistently increased across cell types (*Ccl8*, *Il15*, *Il6st*, *Rps6ka5*; Figure 4). 

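Egfr, Cxcl12, Csf1, Vegfc and Mmp3 were compared between old and young FBs and in the other cell types. Cxcl12 in FBs was at 294 ± 116 (SD, n = 4) in old and 108 ± 32.4 CPM (SD, n = 2) in young libraries, a log2 fold change of 1.37 (standard error 0.59, adjusted p = 0.727 from edgeR's test). Csf1 was higher in 4 of 4 old libraries, by a log2 fold change of 0.95 (edgeR adjusted p = 0.782). The log2 fold change of Egfr in FBs was 0.21 (standard error 0.59, edgeR adjusted p = 0.991) and became -0.058 without the female of 28 months. Vegfc had 2 young FB counts, for a ratio of old to young of 2.87 with a 95% counting interval from 0.796 to 23.7. Some of these genes were also higher outside FBs. In perivascular MΦs, Egfr and Cxcl12 had 2 young counts each, with ratios of 7.40 (interval 2.05 to 61.1) and 5.01 (interval 1.39 to 41.4), and every old library lay above both young ones. In SMCs, Mmp3 had 0 young and 3012 old counts and was at least 2.47-fold higher in old, and Egfr had 1 young count and a ratio of 4.21 (interval 0.756 to 166). In ECs, Cxcl12 had 1 young count and a ratio of 10.9 (interval 1.95 to 430.0), and Vegfc had 0 young and 602 old counts and was at least 3.92-fold higher in old. For these SMC and EC genes too, every old library lay above both young ones. These comparisons outside FBs were named after their values were seen, and none reached an adjusted p under 0.05. Mean levels of Egfr, Cxcl12 and Mmp3 there were below those of old FBs. Vegfc went the other way, at 117 ± 51.4 CPM (SD, n = 4) in old ECs and 57.1 ± 35.0 (SD, n = 4) in old FBs. Free RNA from FBs was not tested as their source.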

SenMayo genes that were increased exclusively in FBs included *Egfr*, *Cxcl12*, *Csf1*, *Vegfc*, and *Mmp3*. In contrast, SenMayo genes that increased in MΦs and myeloid cells included proinflammatory molecules such as *Tnfrsf1a*, *C3*, and *Ctsb*. 

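In perivascular MΦs, Tnfrsf1a was at 166 ± 39.1 (SD, n = 4) in old and 53.8 ± 76.1 CPM (SD, n = 2) in young libraries, a log2 fold change of 1.04 (standard error 0.74, adjusted p = 0.864 from edgeR's test). Every old library lay above both young ones. C3 was lower in old perivascular MΦs, by a log2 fold change of -1.62 (standard error 1.69, edgeR adjusted p = 0.947). For Ctsb the log2 fold change was 0.18 (standard error 0.69, edgeR adjusted p = 1.00), and -0.35 with the 3 libraries that share barcodes as a covariate. Myeloid cells showed changes of -0.023 for Tnfrsf1a, 0.36 for C3 and 0.40 for Ctsb on the log2 scale, with standard errors of 0.73, 1.40 and 0.77. None of these genes had an adjusted p under 0.05, and for Tnfrsf1a and C3 the sign in myeloid cells changed under some alternatives.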

Additional cell‐specific genes and pathways associated with senescence in young and old proximal PAs are shown in Figure S3.

### 2.6 Older Proximal PAs Exhibit Altered Intercellular Communication Patterns Associated With ECM Remodeling and Inflammation

Based on changes in gene expression associated with signal transduction, we hypothesized that altered intercellular interactions may regulate FB activity and play a key role in promoting adventitial homeostasis. Therefore, to investigate the cellular‐molecular nature of adventitial remodeling that contributes to age‐related stiffening of the proximal PA, we investigated possible intercellular communications of recruited myeloid and resident cells. We found the strongest intercellular communication among resident perivascular MΦs, adventitial FBs, and SMCs (Figure 5A and 5B), cell types associated with increased senescent signature in tissue from older mice. We identified gene signaling pairs, elaborated below, that were significantly increased between the different types of MΦs and FBs in the older pulmonary arteries compared to younger arteries. Notably, there was considerable overlap in the cell signaling changes from perivascular MΦs to FBs and SMCs (122 signaling mechanisms out of 270). Mechanisms that increased with aging included TGFβ and cytokine signaling mechanisms (*Tgfb1‐Itgb8* (Figure 5C and 5D), *Tgfb1‐Itgb6, Tgfb1‐Tgfbr1, Tgfa‐Eng, Tgfb1‐Acvrl1, Bmp2‐Acvr2b, Bmp2‐Bmpr1a, Bmp2‐Acvr2a, Bmp2‐Bmpr2, Il18‐Il1rl2, Ccl2‐Ackr2, Cxcl12‐Itgb1*), PI3k‐Akt and growth factor pathways (*Igf1‐Insr, Nrg2‐Erbb2, Pdgfc‐Pdfrb, Igf1‐Igf1r, Fgf9‐Fgfr1, Egf‐Egfr*), ECM organization (*Mmp9‐Ephb2, Adam9‐Itgb5, Adam9‐Itgb1, Adam9‐Itgav, Ecm1‐Cachd1*), and response to hypoxia (*Vegfb‐Nrp1*). 

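For each named pair, the mean ligand expression over sender cells was multiplied by the mean receptor expression over receiver cells within each library. The study used NICHES on values imputed with ALRA, steps that were not repeated here. From perivascular MΦs to FBs, 23 of the 24 products were higher in old libraries on average, and from perivascular MΦs to SMCs 24 of 24. No product passed a test: the smallest exact permutation p is 0.133 with 2 young and 4 old libraries and 0.2 with 2 and 3, and the smallest adjusted p over all 53 products was 0.331. For Tgfb1-Itgb8 to FBs the product was 0 in both young libraries and 0.0766 ± 0.0711 (SD, n = 4) in old ones. To SMCs it was 0 in both young libraries and 0.175 ± 0.110 (SD, n = 3) in old ones. Egf-Egfr to FBs was the exception, at 0.0121 in young and 0.0105 in old libraries. Products rose for most genes. Among random pairs of genes of like expression, 91.5% were higher in old from perivascular MΦs to FBs and 92.5% to SMCs. When every cell was thinned to 500 UMIs, 21 and 22 of the 24 named products were still higher, and 63.7% and 69.7% of the random pairs. Within the 3 libraries that share barcodes, 13 of the 24 products to FBs were higher in the male of 24 months than the young mean, 9 were lower and 2 were 0 in every library. SMCs of that male were too few for a value, so in products to SMCs this set and age cannot be told apart.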

Similar increases in cytokine signaling and growth factor pathways were observed in outgoing myeloid cell signaling to FBs and SMCs (complete table in Table S5). Intercellular outgoing signaling from the endothelium to the myeloid cells was also characterized (Figure 5E and 5F). 

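From ECs to SMCs, the products of Col4a1-Itgb8, Col4a1-Itgav, Fgf9-Fgfr1, Lama3-Sdc2 and Lama4-Itgav were examined in 2 young and 3 old libraries. All 5 were higher in old libraries on average. Lama4-Itgav rose from 0.0777 to 0.264, with 3 of 3 old libraries above both young ones (exact permutation p = 0.2, the smallest possible here), and Col4a1-Itgav from 0.117 to 0.391, with 2 of 3 above (exact permutation p = 0.4). Random pairs of genes of like expression were higher in old for 96.1%. After thinning to 500 UMIs per cell, 3 of the 5 named products and 57.1% of the random pairs were higher. The male of 24 months had too few SMCs, so both young libraries belong to the 3 that share barcodes and no old one does. Batch and age cannot be told apart in these products.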

Analysis of signaling from ECs to SMCs revealed an age‐associated increase in signaling mechanisms related to ECM–receptor interactions and focal adhesion (*Col4a1‐Itgb8, Col4a1‐Itgav, Fgf9‐Fgfr1, Lama3‐Sdc2, Lama4‐Itgav*). Additional intercellular signaling genes are listed in Table S5.

**FIGURE 5:**
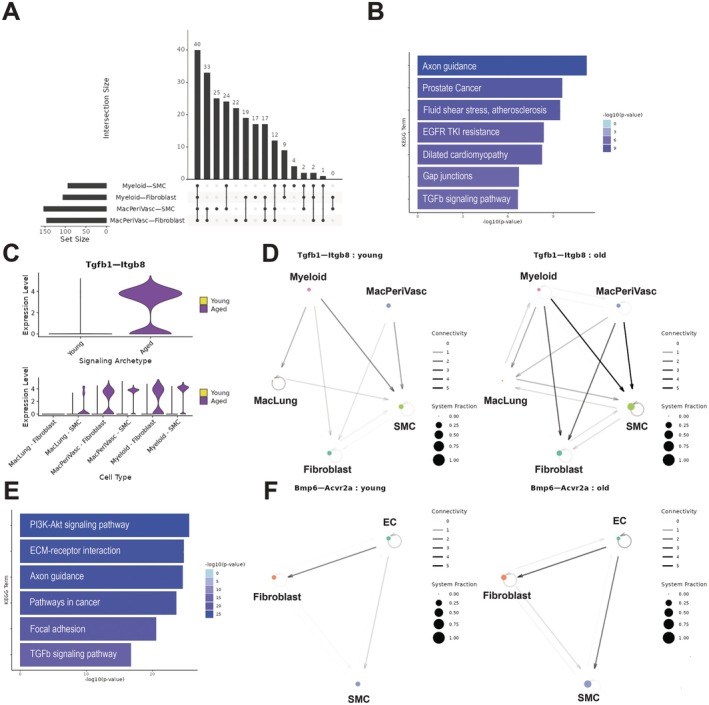
NICHES reveals age‐related changes in myeloid‐to‐mesenchymal cell signaling. (A) Upset plot showing overlap between cell signaling mechanisms that are differentially expressed in aging. (B) KEGG enrichment terms and associated *p* values for signaling mechanisms that are increased with age for MacPeriVasc to FB and SMC signaling. (C) Expression level of Tgfb1‐Itgb8 in old versus young samples. (D) Circuit plot showing Tgfb1‐Itgb8 signaling in young and aged cell types. Node size is proportional to cellular fraction and edge width is proportional to connectivity. (E) KEGG enrichment terms and associated *p* values for signaling mechanisms that are increased with age for Endothelial to SMC signaling. (F) Circuit plot showing Bmp6‐Acvr2a signaling in young and aged cell types.

### 2.7 Proximal PAs of Progeroid Mice Are Significantly Stiffer, Less Distensible, and Exhibit Greater Pulse Wave Velocity

To investigate additional factors of aging and their relationship with proximal PA remodeling, we used genetically modified mice to quantify mechanical changes for two forms of accelerated aging: impaired elastogenesis to model loss of elastin in large arteries commonly associated with aging (*Fbln5* ^*−/−*^) and nuclear stress associated with accelerated aging as a result of Hutchinson Guilford Progeria Syndrome (HGPS; *Lmna* ^*G609G/G609G*^). Age‐related changes in elastic fibers are observed naturally over decades in humans but not in WT mice due to their relatively short lifespans compared with the half‐life of vascular elastin (~50 years). Consistent with natural aging, biomechanical testing of the proximal PA from these accelerated aging models also revealed leftward shifts in the circumferential stress–stretch behaviors (Figure 6A and 6B). Comparisons at in vivo relevant pressures (15 mmHg for young and 25 mmHg for aged groups) revealed a significant reduction in elastic stored energy in the progeria mice (*p* = 0.0038, Figure 6C) though proximal PA of 3 month old mice with impaired elastogenesis remained similar to young C57BL/6J mice (*p* = 0.999). In particular, the ability of the pulmonary arteries to store elastic energy ordered, across all groups, as 3 month C57BL/6J ≅ 3 month *Fbln5* ^*−/−*^ > 24 month C57BL/6J > 6 month HPGS. Similar to the 24‐month group, distensibility was reduced significantly in HGPS and *Fbln5* ^*−/−*^ PAs (*p* < 0.001, Figure 6D) with increases in pulse wave velocity (*p* < 0.05, Figure 6E).

**FIGURE 6:**
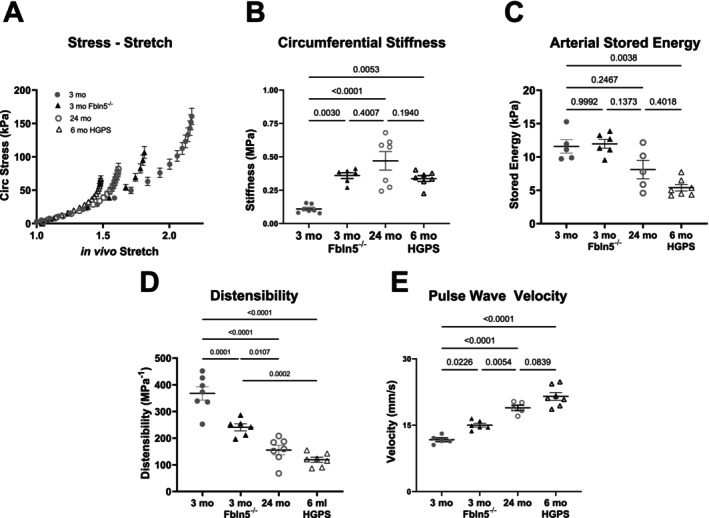
Proximal PAs of progeroid mice (3 month *Fbln5* ^*−/−*^, 6 month HPGS) resemble proximal PAs from old C57BL6 mice and are significantly stiffer, less distensible and greater PWV than young C57BL6 mice. (A) Stress in the walls of old and progeroid proximal PAs increases at a greater rate than young proximal PAs. Circumferential material stiffness of the arterial walls of old, 3 month *Fbln5* ^*−/−*^and progeroid proximal PAs is significantly increased compared with young proximal PAs. Similarly, distensibility significantly decreases in old, 3 month *Fbln5* ^*−/−*^ and progeroid PAs and PWV significantly increases.

## 3 Discussion

Based on clinical observations that the cardiopulmonary system declines with aging, we hypothesized that aging alters the underlying mechanical properties. To test this hypothesis, we compared cardiopulmonary mechanics in the RV, proximal PA, and lungs of young and old mice. We found that the proximal PA plays an important role in age‐related changes—it stiffens with increasing age, which associates with decreased mobility, diminished RV contractility, and diminished lung function. Therefore, stiffening of the proximal PA may be a biomarker of aging of the cardiopulmonary system in mice. We also found that such aging is associated with senescence of perivascular MΦs, adventitial FBs, and medial SMCs within the proximal PAs. Older pulmonary arteries increase expression of genes associated with ECM turnover (including genes in the TGFβ pathway, proteases such as *Adamts12*, and *Col8a1*) and increased intercellular signaling amongst perivascular MΦs, FBs, and SMCs.

### 3.1 The Proximal PA Plays an Important Role in the Aging Cardiopulmonary System

There is a paucity of literature on the mechanisms of aging that account for the concomitant declines in function of both the right heart and lung, a gap in knowledge that we believe this study helps fill. We previously related increased structural stiffness of the proximal PA in humans with reduced RV and lung function. We also hypothesized that material stiffness of the proximal PA increases with age (Manning et al. 2024). This study on mice corroborates age‐related increases in proximal PA material stiffness associated with reduced RV and lung function, similar to phenomena in the systemic circulation (Chirinos et al. 2019; Humphrey et al. 2016; Boutouyrie et al. 1999). We previously showed that maladaptations of the proximal PA also associate with reduced RV and lung function in the mouse either exposed to chronic hypoxia or experiencing loss of elastin via proteolysis (Ramachandra et al. 2022, 2024a; Manning et al. 2021). Our current findings similarly suggest that proximal PA stiffening may contribute to age‐related functional decline of the RV and lungs (Lam et al. 2009; Park et al. 1986; Fragoso et al. 2012; Vaz Fragoso and Gill 2012; Davidson and Fee 1990; Gardin et al. 1987; Emirgil et al. 1967).

Decreased distensibility of the proximal PA increases PWV, which is known to negatively affect arterioles and capillaries in end‐organs due to increased pulsatile pressure variations (Safar et al. 2012). Repeated injury of the microcirculation can lead to end‐organ dysfunction (Asmar et al. 2001; Blacher et al. 1999; Meaume et al. 2001; Safar et al. 2012). In the pulmonary circulation, this negatively affects ECs lining capillaries that surround lung alveoli, thus impairing the fundamental units of gas exchange in the body. Reflected waves due to increased arterial wall stiffening also negatively impact ventricular function (Townsend et al. 2016; Chirinos et al. 2019; Grandin et al. 2017). Although decreased distensibility of the proximal PA has been associated with decreased exercise ability in individuals with pulmonary hypertension (Lau et al. 2016; Malhotra et al. 2016), we believe that this is the first study to find a similar relationship in aging. Furthermore, a recent study associated decreasing axial (or longitudinal) strain with increasing severity of pulmonary hypertension in humans (Zhong et al. 2023). Our study extends this finding to aging and provides mechanistic insights to the phenomenon.

Age‐related changes leading to aortic stiffening and associated changes (thickening of the wall, decreased in vivo axial stretch, and loss of arterial elastic stored energy) are well described in humans and mice (Ferruzzi et al. 2018; Chirinos et al. 2019; Chirinos and American College of Cardiology Foundation Washington DC. p. 72–75 2020). We found similar age‐related remodeling in the proximal PA. Whereas age‐related mechanical changes of the aorta associate with increases in collagen content and fiber thickness, we found that collagen degradation and re‐deposition in a direction oriented more toward the circumferential direction in the proximal PA drive the observed age‐related mechanical changes. The resulting increases in pulse pressure, ventricular hypertrophy, and diastolic dysfunction appear to be similar in both the pulmonary and systemic circulation. The lack of age‐related changes in elastin, likely due to the short lifespan of mice compared to humans, suggests that other mechanisms of aging are at play.

We also previously found that induced elevation of pulmonary arterial pressure (by chronic hypoxia) has profound effects on arterial wall remodeling, resulting in similar degrees of stiffening, reductions in stored energy, and re‐orientations of collagen fibers after 5 weeks of hypoxia as we observe in 2 years of aging. Adverse tissue‐level remodeling of the proximal PAs has been prevented when nifedipine preserved blood pressure during hypoxic exposure (Liu 1996), suggesting that the vascular remodeling was in response to the pressure rise. However, several reports suggest that hypoxia stimulates early monocyte/macrophage activity (Eltzschig and Carmeliet 2011) thus driving pulmonary vascular remodeling and the development of pulmonary hypertension (Vergadi et al. 2011; Pugliese et al. 2015; Liu et al. 2023). We found that perivascular MΦs are important to age‐related remodeling of the proximal PA, potentially identifying this cell type as a therapeutic target for age‐related changes in the cardiopulmonary system.

Stiffer proximal PAs and associated decreases in stored energy were also evident in multiple accelerated aging models in mice, including HGPS and compromised elastogenesis. Mutagenically induced cell stress in HGPS mice mimics advanced aging of the proximal PA. Our group has previously demonstrated that mice with HGPS have accelerated aortic stiffening with left heart dysfunction (Murtada et al. 2020). To the authors' knowledge, the present study is the first report of accelerated stiffening of the pulmonary vasculature in Hutchinson–Gilford progeria syndrome.

Stiffer large arteries have an impaired ability to store elastic energy during systolic distension, which compromises the ability of the artery to augment flow during diastole that, in turn, is expected to associate with impaired lung perfusion, decreased lung and RV function, and overall poorer cardiopulmonary performance, all of which we observed in this study. Noninvasive measures of the proximal PAs are possible through cardiac MRI and echocardiography and therefore may be a noninvasive biomarker for biological aging of the cardiopulmonary system. Parameters such as stiffness, stored energy, and PWV could serve as reliable biomarkers and could provide useful prognostic information. Furthermore, material stiffening of the proximal PA may also be a potential therapeutic target to delay aging, prolong healthspan, and prevent age‐associated chronic diseases of the cardiopulmonary system (*Clinical Pharmacology and Therapeutics* 2001; Bikdeli et al. 2017). Whereas direct measurements of this metric are difficult to obtain, noninvasive measures of proximal PA distensibility and RV dysfunction are clinically accessible using echocardiography (Pasierski et al. 1993; Aloia et al. 2016; Bok et al. 2023; Kazimierczyk et al. 2021) and cardiac magnetic resonance imaging (Kang et al. 2011; Paz et al. 1993; Jardim et al. 2007). Longitudinal studies in patients will be needed, however, to confirm the clinical utility of these noninvasive biomarkers with respect to healthy aging prior to implementation.

### 3.2 Aging of Proximal PAs in Mice Associates With ECM Turnover, Cellular Senescence in the Arterial Wall, and Altered Intercellular Signaling

Senescence plays a critical role in age‐related changes in the physiology of the lungs (Vaz Fragoso and Gill 2012; Fragoso 2012; Vaz Fragoso and Lee 2012). Yet, there is significant variance between senescence of various tissues and organs (Tuttle et al. 2020). We used a generalized, transcriptomic signature of senescence to identify potential biological roles of senescent cells in age‐related changes of the proximal PA (Hernandez‐Segura et al. 2017; Chen et al. 2007), which to the best of our knowledge has not been done before. Our findings are nevertheless consistent with previous studies of the whole human lung (not including the proximal PAs) that found increased prevalence of senescence in immune cells, specifically in monocytes and alveolar MΦs (Jia et al. 2023). We also found increased senescence of perivascular MΦs as well as FBs and SMCs that reside within the wall of extralobar arteries. Senescence and age‐related transcriptomic changes of these cells are associated with ECM remodeling (degradation by proteases and collagen deposition in orientations more toward the circumferential direction), a novel, mechanistic result.

In our prior studies of aging of the human lung, including the distal pulmonary arteries, we found that genes associated with senescence expressed by FBs included the senescent gene *IGF1* as well as many genes for collagens and matrix metalloproteinases, suggesting an association between senescence of lung FBs and dysregulation of ECM associated with aging of the lung (De Man et al. 2024, 2023; Ngassie et al. 2023). There may be similar associations between senescence of SMCs and FBs of the proximal and distal pulmonary arteries involving IGF signaling and adventitial ECM remodeling. We found increased senescence of ECs in the proximal PAs of older mice similar to findings of increased senescence of ECs in distal pulmonary arteries of the aged human lung (De Man et al. 2024, 2023) that others have associated with age‐related lung diseases such as COPD (Tsuji et al. 2006). We conclude that senescence plays an important role in age‐related remodeling of both the proximal and distal pulmonary arteries of the lung, and perivascular MΦs play important roles in regulating age‐related remodeling of the proximal vessels in mice. The latter corroborates our findings that perivascular MΦs play a critical role in regulating proximal PA remodeling in mice exposed to chronic hypoxia (Ramachandra et al. 2025).

Age‐related proximal PA stiffening shares similarities with stiffening due to hypoxic exposure though at a much lower rate and by different cellular and molecular mechanisms. We found that increased material stiffness of the wall due to aging or chronic hypoxia is associated with re‐orientation of the adventitial collagen fibers toward the circumferential direction (Ramachandra et al. 2025; Manning et al. 2021). We also found that these changes result from altered intercellular signaling amongst SMCs, FBs, and MΦs (Manning et al. 2021; Ramachandra et al. 2024). A major difference between age‐related stiffening of the proximal PA compared to chronic hypoxia is the preserved contractility of SMCs in older mice despite reduced cell numbers. In hypoxic environments, SMCs undergo a metabolic shift from aerobic respiration to glycolysis, which significantly alters intercellular communications amongst SMCs, FBs, and MΦs (Ramachandra et al. 2025). mTOR inhibition with rapamycin showed limited success in preserving SMC contractility and preventing proximal PA stiffening in hypoxia (Ramachandra et al. 2025), but mTOR inhibition may prove more beneficial in delaying age‐related stiffening. It remains unclear if all SMCs in the media change phenotypes or only certain proportions. Our transcriptomic data revealed intra‐ and intercellular signaling changes that suggest that perivascular MΦs play an important role in regulating remodeling of the ECM by adventitial FBs and medial SMCs, similar to results that we observed in response to chronic hypoxia (Ramachandra et al. 2025; Manning et al. 2021). These findings mirror studies of the aging lung (not including the proximal PA) that reported age‐associated changes in expression of ECM components including collagens and laminins (Angelidis et al. 2019; Liu et al. 2024). In this study we found that transcriptional changes that associate with ECM remodeling of the proximal PA also associate with an increased senescence signature in perivascular MΦs and FB populations and increased signaling amongst other resident cell types in the arterial wall.

### 3.3 Hallmarks of Cardiopulmonary Aging Include Altered Biomechanical Properties

We identified key hallmarks of aging (López‐Otín et al. 2013) in the cardiopulmonary system of mice, compromised proteostasis of collagen, increased senescence of MΦs and FBs, genomic instability, and alterations in intercellular communication amongst cells that reside in the walls of the proximal pulmonary artery. These age‐related changes provide mechanistic insights into stiffening of the proximal pulmonary artery and reduced function of the RV and lungs. This supports a recently proposed addition of altered mechanical properties as a hallmark of aging (Schmauck‐Medina et al. 2022). The mechanisms underlying age‐related changes in mechanics of the murine pulmonary artery appear to be independent of both elastic fiber damage and fibrosis—the excessive deposition of collagen that one expects in the adventitia of older, stiffer aortas (Ferruzzi et al. 2018; Mammoto et al. 2022). Rather, the remodeling of collagen within the adventitia resulted mainly from changes in microstructure rather than changes in quantity.

The loss of proteostasis of adventitial collagen suggests that cellular and molecular mechanisms are key to understanding age‐related pulmonary artery remodeling. Therefore, we focused on FBs and their regulation by MΦs, which are mostly found in the adventitia. There were no significant changes in the proportions of these cell types when comparing resident cell populations from old and young pulmonary arteries, but there were signs of altered gene expression and altered intercellular communications that associate with remodeling of the ECM (TGFβ mediated) and inflammatory processes associated with aging (IL‐6). We also found both higher proportions of cells expressing key senescence genes CDKN1A and CDKN2A and increased senescence transcriptional signatures in the cells that resided in the walls of proximal pulmonary artery (MΦs, ECs, SMCs, and FBs). Three major myeloid phenotypes reside in the walls of proximal pulmonary arteries, and there is increased intercellular signaling between perivascular MΦs and stromal cells (FBs, SMCs). Upregulation of TGFβ and cytokine signaling in old PAs suggests dysregulation of cytokine and growth factor signaling contributes to age‐related structural changes in the proximal PA, as described regarding senescence and other pathologies such as cancer (Childs et al. 2015; Prieto Luis and Baker 2019). These findings highlight the importance of intercellular communications in adventitial collagen remodeling beyond mere transcriptional changes.

## 4 Limitations

Our study is limited by several factors. First, we compared cells and tissues from young (~3 months) and older (~24 months) mice. While this proved to be sufficient to identify age‐related changes in the cardiopulmonary system, it is insufficient to investigate mechanisms of the progressive process of aging. Future studies should sample ages well distributed between the two ages we considered. Furthermore, the variation in the populations of cell types dissociated from the proximal PAs appears to be larger than the effect size that we can measure. The tortuosity of the *Fbln5* ^*−/−*^ mouse aorta and fragility and small size of HGPS mice posed challenges to in vivo pressure measurements. Many mechanical measurements are pressure‐specific, and the lack of in vivo measurements is a drawback of the study. This was ameliorated by using representative in vivo pressure based on literature data. Age‐related changes in the aorta appear to be more pronounced than induced hypertension and independent of sex as a biological variable (Spronck et al. 2020), however, we found some post hoc differences in proximal PA mechanics that may be sex dependent, such as elastic stored energy of the arterial wall. This study is insufficiently powered to determine this difference using sex as a biological variable.

We quantitatively explored the expression of senescence gene signatures in resident cells by designating each cell a senescence score based on the SenMayo gene list. SenMayo includes many senescence‐associated secretory phenotype (SASP) genes and has been validated experimentally in human and mouse models in a variety of cell and tissue types, though not specifically for the proximal PA. While overall senescence was noted in MΦs and FBs, distinct SenMayo genes increased in each cell type, suggesting heterogeneity in senescence transcriptional programs (Cohn et al. 2023). Our results suggest that MΦs and myeloid cells exhibited greater expression of proinflammatory SASP genes in aging, whereas FBs had greater expression of genes in developmental pathways. The heterogeneity of senescence programs in different cell types within this tissue is an area that warrants further study.

## 5 Conclusions

This study presents two major findings that warrant further investigation. First, it is critical to determine if the hallmarks of aging identified in the proximal PAs of mice are valid in humans. In line with the geroscience hypothesis, our mechanistic insights, if present in humans, may provide therapeutic targets to delay age‐related declines in RV and lung functions and mitigate age‐related disability and cardiopulmonary diseases (Gill 2019). Second, it would be beneficial to evaluate whether mechanical metrics such as distensibility, stored energy, and PWV can serve as reliable biomarkers of aging of the cardiopulmonary system in humans. Success in these areas may reduce frailty and prolong healthspan of older individuals.

## 6 Methods

### 6.1 Mice

The study was approved by the Yale University Institutional Animal Care and Use Committee. Young (~3–5 months; labeled as 3mo in figures) and old (24 months), female and male C57BL/6J WT mice (young and old mice from Jackson Laboratory, Bar Harbor, ME and old mice from the NIA aging mice colony) were housed in an antigen‐free and virus‐free animal care facility under a 12‐h light and dark cycle. Mice of similar strains from different environments may differ in phenotype (Beckers et al. 2009; Wahlsten et al. 2003). To minimize environmental differences, mice from Jackson Laboratory were inbred locally and some were allowed to age locally. Mice from the NIA Aging Colony were obtained at 20 months of age and aged further locally. Mice were fed a standard rodent chow and had free access to water. For ex vivo testing and transcriptomic analyses, animals were euthanized either with an overdose of urethane or Beuthanasia‐D by intraperitoneal injection followed by exsanguination and harvest of the hearts, lungs, and pulmonary arteries. To explore mechanisms further, we used two genetically modified mice (all male) that display accelerated vascular aging: fibulin 5 null (*Fbln5* ^*−/−*^), which are deficient in the elastin‐associated glycoprotein fibulin 5 (Yanagisawa et al. 2002; Nakamura et al. 2002), and *Lmna* ^*G609G/G609G*^, which harbor a mutated form of the nuclear envelop scaffolding protein lamin‐A that results in the Hutchinson–Gilford Progeria syndrome (Murtada et al. 2020; Ferruzzi et al. 2015).

Young (3 months) and old (~22–28 months) mice were used for histological analysis. These mice were housed and maintained under the same conditions as described above. Lungs, hearts, and pulmonary arteries were extracted and placed in cryovials. Cryovials were subsequently filled with optimal cutting temperature (OCT) compound and rapidly frozen on dry ice.

### 6.2 Voluntary Exercise

We measured the daily running distance of mice using in‐cage running wheels (Actimetrics Wireless Low‐profile Running Wheel Model ACE‐557‐WLP) with ClockLab Data Collection Software from Lafayette Instrument. These devices are designed to not interfere with normal housing conditions. We allowed the mice 2 days to acclimate to their cage with the running wheel and measured the distance run in meters over 24 h on the third day. All mice participated.

### 6.3 Biomechanical Measurement and Analysis

Specimens were excised from the main pulmonary artery to the first branch of the right (RPA) and left (LPA) pulmonary artery and prepared as described previously (Ramachandra and Humphrey 2019). After flushing blood with a Hanks buffered saline solution (Hanks and Wallace 1949), perivascular tissue and fat were gently removed, and the LPA, ligamentum arteriosum, and small branch vessels were ligated with suture. The RPA was cannulated on custom glass micropipettes and secured with ligatures beyond the main pulmonary artery bifurcation and the first branch of the pulmonary at the other end. The specimen was submerged in Hanks buffered saline solution at room temperature to eliminate smooth muscle contractility and biaxially tested using a custom computer‐controlled testing device (Gleason and Humphrey 2004). To promote reproducibility and rigor, we used the same seven passive testing protocols as described previously (Ferruzzi et al. 2013), namely, pressure–distension tests at three fixed axial lengths (1.05, 1.00, and 0.95 times the in vivo length) and axial force–extension tests at four fixed constant pressures (5, 15, 25, and 40 mmHg). Diameter was measured using a videoscope, length was imposed with a microstepper motor, and pressure and force were measured with standard transducers. We used a 2‐D formulation to model the passive mechanical behavior; the residual stresses tend to homogenize the stress field, thereby rendering mean values as good estimates of overall wall stress (Humphrey 2013). We modeled the wall using a hyperelastic constitutive formulation consisting of a neo‐Hookean term to capture elastin‐dominated contributions and four‐fiber families with Fung‐like exponential behaviors to capture collagen and smooth muscle contributions. Importantly, from this relation we can derive clinically and mechanobiologically relevant quantities such as biaxial wall stress and stiffness at different loads or deformations of interest. Details of the parameter estimation of these passive constitutive functions can be found elsewhere (Ramachandra and Humphrey 2019; Ferruzzi et al. 2013). Methods for measuring contractility in a biaxial setup can be found in our previous work (Manning et al. 2021; Ramachandra and Humphrey 2019). Here we report contractility at a constant distending pressure of 15 mmHg and subject‐specific in vivo stretch given vasoactive stimulation with 100 mM potassium chloride (KCl) and 100 mM phenylephrine (PE) within an oxygenated Krebs physiological solution maintained at 37°C and 7.4 pH.

PWV is an integrated measure of the structural stiffness of an artery; it depends on both the geometry and material properties and can be well‐approximated based on vessel distensibility *D*, namely

$$\mathrm{PWV}=\sqrt{\frac{1}{\rho \cdot D}}\;\left(\text{Bramwell}-\text{Hill equation}\right),$$

where *ρ* is the mass density of the contained fluid (~1050 kg·m^−3^) and D (in Pa^−1^ or kg^−1^m·s^2^) is defined by the normalized change in arterial inner diameter from end‐systole to end‐diastole divided by the change in end‐systolic and end‐diastolic pressures (Bramwell and Hill 1922). PWV in the pulmonary artery and its effects on RV hemodynamics can be measured noninvasively using the aforementioned variables (Sanz et al. 2008; Gupta et al. 2018; Peng et al. 2006).

### 6.4 Lung Mechanics Measurement and Analysis

Mice were anesthetized using urethane (1 g/kg administered in 10% solution with sterile water) and tracheostomized, then connected to the Flexivent system (FlexiVent, SCIREQ, Montreal, QC, Canada). Succinylcholine (1 mg/kg) was administered via intraperitoneal injection to eliminate spontaneous breathing. FlexiVent perturbations and oscillations were performed and analyzed using the FlexiWare Version 7.6 software, Service Pack 6 to obtain lung pressure–volume loops, static compliance (Cst), and inspiratory capacity (IC). Maneuvers and perturbations continued until acquiring three suitable measurements. A coefficient of determination of 0.95 was the lower limit for suitable measurements. An average of three measurements for each metric was calculated per mouse.

### 6.5 Ultrasonography

Noninvasive investigation of cardiac function was performed in additional mice using transthoracic echocardiograms under light anesthesia (1.5% isoflurane) while maintaining physiological temperature (Lindsey et al. 2018). Standardized cardiac views were obtained with a high‐resolution ultrasound system (Vevo 2100; VisualSonics, Toronto, ON, Canada) equipped with an ultrahigh frequency (40 MHz) linear array transducer. B‐mode two‐dimensional (2D) images of the RV and right atrium (RA) were obtained from an apical four‐chamber view, and the pulmonary artery was obtained from a parasternal short‐axis view at the level of the aortic valve. In addition, M‐mode and tissue Doppler imaging (TDI) of the lateral tricuspid annulus were obtained from the apical four‐chamber view. The pulmonic valve was imaged at the level of the leaflet tips with pulsed wave Doppler. RV outflow tract (RVOT) diameter, tricuspid annular plane systolic excursion (TAPSE), RV systolic myocardial velocity (s'), pulmonary artery acceleration time (PAT), pulmonary ejection time (PET), two‐dimensional end systolic (ES) and diastolic (ED) right ventricle area, and RA area were measured offline using Vevo Lab software (version 3.2.6, VisualSonics) by an experienced sonographer. Fractional area change of the right ventricle was computed as (ED‐ES)/ED × 100 (Kohut et al. 2016).

### 6.6 Multiphoton Imaging and Collagen Fiber Orientation Analysis

A titanium–sapphire laser (Chameleon Vision II, Coherent) was used to image representative regions of pulmonary arteries at in vivo relevant loading conditions (in vivo stretches and pressures identical to those used during passive mechanical testing, described below). A LaVision Biotec TriMScope microscope was tuned at 820 nm and equipped with a water immersion 20× objective lens (NA 0.95). The backward scattering second harmonic generation signal from fibrillar collagens was detected within the wavelength range 390–425 nm; the auto‐fluorescent signal arising from elastin was detected at 500–550 nm, and the fluorescent signal of cell nuclei labeled with Syto red stain was detected above 550 nm. An in‐plane field of view (axial‐circumferential plane) of 500 μm × 500 μm and a volume of about 0.05 mm^3^ were used; this provides a much greater volume of tissue for imaging than via standard histology and hence averaging over greater numbers of cells and ECM. The in‐plane resolution was 0.48 μm/pixel and the out‐of‐plane (radial direction) step size was 1 μm/pixel. 3D images acquired concurrently for the three signals (collagen, elastin, and cell nuclei) were post‐processed using MATLAB R2019b and ImageJ 1.53a. The first processing step relied on the near cylindrical shape of the samples to fit a circle to the two‐dimensional mid‐thickness profile of the arterial wall and transform each circumferential‐radial slice of the 3D images from polar coordinates (angle and radius) to Cartesian. This allowed a layer‐specific microstructural analysis to focus on collagen fiber alignment and cell volume density analyses, as described previously (Cavinato et al. 2021, 2020).

### 6.7 Lung and Cardiac Measurement Methods

The heart and lungs were perfused with PBS to remove blood from the circulation. The samples were fixed in 10% neutral‐buffered formalin for 24 h then stored in 70% ethanol at 4 degrees C. Lungs were inflated to a pressure of 20 cm H_2_O and maintained at that pressure during fixation. Yale histology core facility embedded the samples in paraffin blocks then prepared slides that were stained with Movat Pentachrome. After staining with Movat Pentachrome, elastin appears black, collagen as gray‐yellow, glycosaminoglycans as blue, cytoplasm as pink, and, if present, fibrin as dark red. Digital images were generated using a Leica Aperio AT2 scanner. The images were analyzed using custom MATLAB scripts, as previously described (Manning et al. 2021; Ramachandra and Humphrey 2019; Schwarz et al. 2025; Bersi et al. 2017). Briefly, area fractions for elastin, collagen, glycosaminoglycans, cytoplasm, and fibrin were computed as the ratio of pixels corresponding to a stain divided by the total number of pixels in the image. Five regions were analyzed per sample, and the average of these values was used to compare young and old measurements.

The chord length ImageJ plug‐in was used to quantify the average diameter of alveoli (Crowley et al. 2019). At least five samples of 40× magnification images of lung parenchyma were analyzed per slide while avoiding larger airways or vessels. Distal pulmonary arteries within the lung were analyzed by identifying pulmonary arteries that were not next to bronchioles, surrounded by parenchyma, and had an external diameter less than 100 μm. Since the arteries were in an unloaded state, we attempted to optimize comparisons between young and old samples by excluding noncircular arteries (defined as the ratio of maximum external diameter to minimum external diameter greater than 2 or with more than 25% of the arterial wall collapsed). We measured the diameter of the arteries using methods effective in identifying adverse distal pulmonary artery remodeling in unloaded conditions (Ridderbos et al. 2015). Briefly, the outer vessel area is defined as the area within outer elastic lamina. From this the outer diameter (OD) is calculated. The luminal area is defined as the area within luminal border, from which the inner diameter is calculated. The inner vessel area is the area within internal elastic lamina, from which the inner vessel diameter is calculated. We calculated the media cross‐sectional area:

$$\;\pi \left({\left(\frac{\mathrm{OD}}{2}\right)}^{2}-{\left(\frac{\mathrm{ID}}{2}\right)}^{2}\right)$$

After fixation, hearts were bisected in a manner to approximate the parasternal short axis orientation used in echocardiography, yielding two cross‐sectional views per sample. Measurements from both were averaged to yield a single value for each sample. Five measurements of wall thickness were taken along the free wall of the right ventricle using ImageJ. The area of the RV cavity was also measured using ImageJ.

### 6.8 Single Cell RNA Sequencing (scRNA‐Seq) and Analyses

We analyzed viable cells from the main pulmonary arteries of young and old mice. Following euthanasia, the heart, lungs, and pulmonary arteries were excised with surrounding tissue. The arteries were mechanically chopped and placed in 1 mg/mL collagenase (Roche) and 3 U/mL elastase (Worthington). Following cellular dissociation, we barcoded unique mRNA molecules of each cell using our 10× Genomics Chromium platform (3′ v3.1 kit) and a droplet‐based microfluidic system as previously described (Adams et al. 2020), then performed reverse transcription, cDNA amplification, fragmentation, adaptor ligation, and sample index PCR according to the manufacturer's protocol. High sensitivity DNA bioanalyzer traces of cDNA after barcoding and of the final cDNA library were evaluated for quality control. The final cDNA libraries were sequenced on a HiSeq 4000 Illumina platform in our core facility aiming for 150 million reads per library. Raw sequencing reads were demultiplexed based on sample index adaptors, which were added during the last step of cDNA library preparation. Possible adaptor and/or primer contamination were removed using *Cutadapt*. We processed the trimmed reads using the scRNA‐seq implementation of STAR (STARsolo), where reads were mapped to the murine reference genome GRCm38 release M22 (GRCm38.p6), collapsed and counted, and summarized to a gene expression matrix. Data were analyzed and visualized using the Seurat R package (Stuart et al. 2019). Specifically, we clustered the cellular transcriptomes and visualized them in a uniform manifold approximation and projection (UMAP) space to delineate cell types (Figure S3).

Differentially expressed genes (DEGs) between old and young mice were identified using a generalized linear mixed effects (GLME) model assuming that the read counts follow a negative binomial distribution. Only genes expressed in > 5% of cells in at least three samples were included for the DEG analysis. Genes that did not achieve model convergence were filtered out. Eventually, we selected genes with a nominal *p* value < 0.05 and fold‐change > 2 as significant DEGs. To understand the biological function of the significant DEGs, we conducted pathway enrichment analysis using Enrichr (Chen et al. 2013; Kuleshov et al. 2016; Xie et al. 2021) for four cell types (endothelial cells (ECs), SMCs, fibroblasts (FBs), myeloid). A senescence score was calculated for each cell in the dataset using the extensively validated SenMayo gene list and the AddModuleScore function in the Seurat R package (Saul et al. 2022). Our implementation compared the average expression of each SenMayo gene to the expression of a set of 50 random control genes. SenMayo scores were compared using a Wilcoxon rank sum test. To identify cells exhibiting a senescence‐like phenotype, we set a SenMayo threshold above which cells were designated “high SenMayo” cells.

To analyze the intercellular communications amongst SMCs, FBs, and macrophages (MΦs), connectomic analysis in single‐cell RNAseq data was performed using the NICHES R package, which computes cell–cell interactions by multiplying expression of ligand (in sender cell) with expression of receptor (in receiving cell) (Raredon et al. 2023). Single‐cell RNAseq data was imputed with the ALRA algorithm using genes that were expressed in at least 50 cells. Ligand–receptor lists from FANTOM5 were used to filter for biologically relevant signaling mechanisms. Cell‐to‐cell signaling was calculated using NICHES for each sample individually and later merged across samples. The resulting dataset was filtered to include only cell pairs with non‐zero connectivity for at least 100 mechanisms. Cell signaling data was scaled and followed by PCA and UMAP calculation. Differential connectivity analysis was performed using a Wilcoxon Rank Sum test. Ligand–receptor pairs were analyzed for gene enrichment using the gProfiler R package.

### 6.9 Immunohistochemistry

Immunohistochemistry staining for p21 (Bioss Cat# BS‐10129R) was performed using standard protocols by Yale histology core facility. To quantify staining, digital images of slides (40× magnification) were obtained using a Leica Aperio AT2 scanner. P21 staining was quantified using cell detection in quPath (Bankhead et al. 2017). Three fields per lung and cardiac sample (2000 pixel by 2000 pixels) were obtained and cells were counted with a minimum optical density (OD) threshold of 0.15 (measured as the average DAB OD for the entire cell). Proximal PA samples were sampled over an entire cross section.

### 6.10 Statistics

For binary variables with only two categories, such as young or old, significance of differences between the two categories in morphological, mechanical, functional, and microstructural properties was assessed by a two‐tailed unpaired Two‐Sample Welch's *t*‐test. For categorical variables with more than two categories (e.g., levels of stretch or pressure), significance of across‐categories differences in outcomes was assessed using a two‐factor analysis of variance (ANOVA) test. A global test across all levels was performed and then pair‐wise comparisons were conducted with post hoc tests using Bonferroni correction. A *p <* 0.05 level of significance was used, with data reported as mean ± standard error from the mean (SEM). All statistical tests were performed using GraphPad Prism version 7.01 for Windows, GraphPad Software, La Jolla California USA, www.graphpad.com. Statistical genetic analyses (outlined above) were performed in R.

## Author Contributions

R.D.M., Z.C.: single cell RNA sequencing analyses and prepared figures and manuscripts. P.D.: 2‐photon imaging analyses. N.G.: echocardiography and analyses. A.R.: histological analyses. L.L.: pulmonary function tests and analyses. E.S.: histological analyses. A.J.: single cell RNA sequencing. N.S.A.H.: single cell RNA sequencing. J.D.P: prepared and fixed tissue for analyses. L.L.: prepared and fixed tissue for analyses. C.C.: 2‐photon imaging and supervised 2‐photon imaging analyses. M.S.B.R.: designed and supervised NICHES intercellular communication analyses. P.M.H.: analyzed RV pressure tracings. I.S.: edited manuscript. X.Y.: supervised single cell RNA sequencing analyses. M.J.K.: edited manuscript, emphasis PFT aging. D.R.B.: edited manuscript, emphasis RV aging. P.J.L.: edited manuscript, emphasis senescence. G.T.: supervised experiments, edited manuscript, large vessel aging and immunobiology. J.D.H.: supervised experiments, edited manuscript, biomechanics, and mechanobiology. N.K.: supervised experiments, edited manuscript, transcriptomics and aging. A.B.R.: biomechanical experiments, prepared figures, edited manuscript. E.P.M.: participated in and supervised all experiments, prepared and edited figures, and edited manuscript.

## Funding

This work was supported by the the VA VISN1 Fred Wright CDA1, National Institute on Aging R03AG074063, and EPM is a Pepper Scholar of the Yale Claude D. Pepper Older Americans Independent Center supported by NIA P30AG021342. This work was also supported by the National Heart, Lung, and Blood Institute R01HL127349, R01HL141852, U01HL145567, R21HL161723, National Center for Advancing Translational Sciences UH3 TR002445, US National Library of Medicine R01LM014087, Division of Mathematical Sciences, 2436623, Schweizerischer Nationalfonds zur Förderung der Wissenschaftlichen Forschung PM_210847, and the French National Research Agency ANR‐22‐CPJ1‐0090‐01.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** acel70383‐sup‐0001‐supinfo.docx.

## Data Availability

The data that support the findings of this study are openly available in GEO at https://www.ncbi.xyz/geo/query/acc.cgi?acc=GSE299310, reference number GSE299310.

# Supplementary material for: Proximal Pulmonary Artery Stiffening as a Biomarker of Cardiopulmonary Aging
**Source:** Aging Cell. 2026 Jan 27;25(2):e70383. doi: 10.1111/acel.70383
**Supplement:** Supplementary file 1 — Data S1: acel70383‐sup‐0001‐supinfo.docx.

**Supplemental Information**

**Proximal Pulmonary Artery Stiffening as a Biomarker of Cardiopulmonary Aging**

Ruben De Man^1,*^, Zhongyu Cai ^1,2,*^ , Pramath Doddaballapur^3^ , Nicole Guerrera^4^ , Alexandria Regan^1^ , Liqin Lin^1,5^ , Erica Schwarz^6^ , Aurelien Justet^1,7^ , Nebal S. Abu Hussein^1^ , Jack Di Palo^1^ , Cristina Cavinato^8^ , Micha Sam B. Raredon^9,10^ , Paul M. Heerdt^9^ , Inderjit Singh^1^ ,

Xiting Yan^1,2^ , Min-Jong Kang^1^ , Danielle R. Bruns^11^ , Patty J. Lee^12^ , George Tellides^10,13,14^ , Jay D. Humphrey^5,10^ , Naftali Kaminski^1^ , Abhay B. Ramachandra^15,+^,Edward P. Manning^1,14,+^

*,+ authors contributed equally

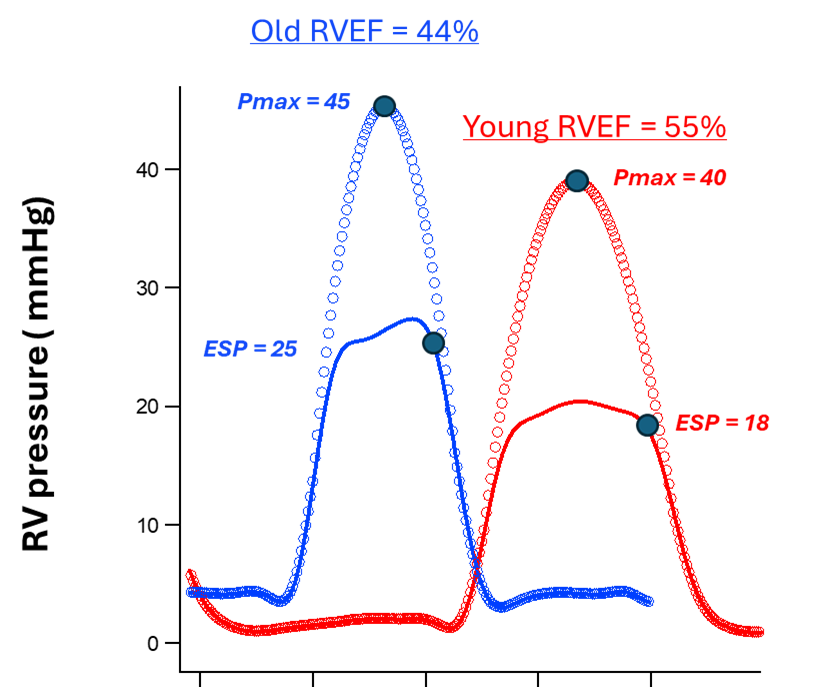

**Supplemental Figure S1:** Right ventricle (RV) mechanical characteristics. Standardized sampling and filters to create an example comparison of young (n=3) and old (n=3) RV pressure waveforms from which ejection fraction was calculated using our pressure-based method^1^, where EF is calculated as (Pmax-ESP)/Pmax, or 1-(ESP/Pmax). Peak and end-systolic pressures are elevated in older mice. Pmax = maximum pressure; ESP = end-systolic pressure.

**Remark 1**: Histological measurements of RV free wall thickness revealed significant increase in older hearts (young = 543.7 +/- 30.65 um versus old = 646.2 +/- 27.15 um, p = 0.022), similar to the trend of increased RV free wall thickness from echocardiographic measurements in Supplemental Table S1 (young = 0.31 +/- 0.03 mm versus old = 0.38 +/- 0.03, p 0.15; note that measurements from young male mice were not obtained due to poor visualization). Histological RV measurements of RV area found a significant increase in the cross-sectional area of the RV of old mice (young = 3.52 +/- 0.15 mm^2^ versus old = 7.11 +/- 0.84, p < 0.001) similar to significance enlargement of the RV area in systole (p = 0.0003) and diastole (p = 0.0007) from echocardiographic measurements in Supplemental Table S1.

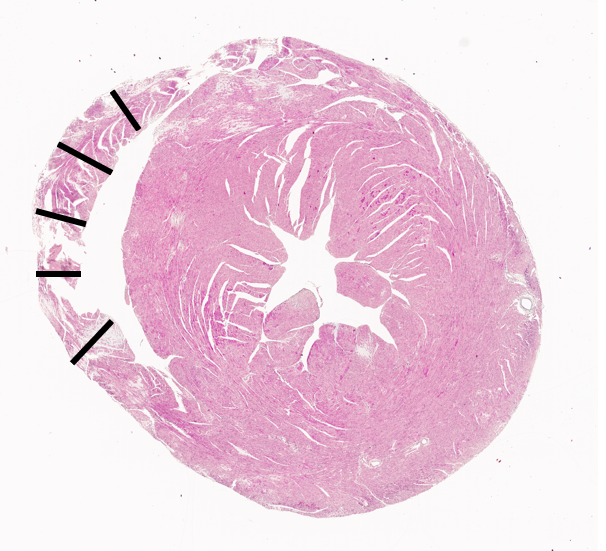

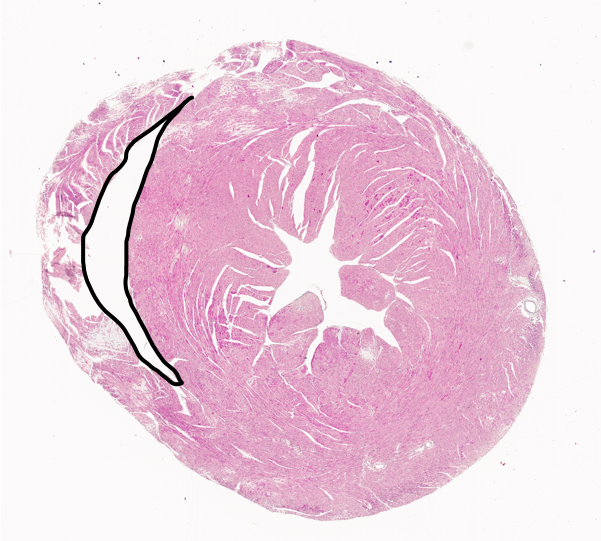

RV Free Wall Thickness RV Area

**Remark 2**: We found that this increase in RV thickness of hearts from old mice associates with a significant increase in the proportion of collagen (young = 9.58 +/- 0.3% versus old = 10.28 +/- 0.3%, p = 0.04) and a trend toward increased cytoplasm (young = 81.25 +/- 1.3% versus old = 83.12 +/- 1.2%). These values reflect an abundance of cellular cytoplasm of cardiomyocytes with a relatively small amount of collagen and trace amounts of elastin, which agrees with the range of data in the literature^2-5^. Collagen and elastin make up a small percentage of the heart by mass, and our data is comparable to data in the literature^3, 5^**.**

**Supplemental Figure S2:** Additional associations of changes in right ventricular and lung mechanics and changes in circumferential stiffness of the proximal pulmonary artery.

**Remark 3**: We fixed lungs from ten young mice (five 3-month-old males and five 3-month-old females) and ten old mice (three 24-month-old males, two 28-month-old males, four 22-month-old females, and one 28-month-old female) at 20 cmH2O airway pressure and analyzed the characteristics of the lung parenchyma and distal vasculature. Although the blood vessels were unloaded, comparative measurements under similar conditions have proven beneficial in models of lung disease^6^. We found increased alveolar size in lungs of old mice, demonstrating a trend toward age-related rarefaction, similar to age-related changes described by others^7^:

Solid = female, Hollow = male, Gold = young, Purple = old

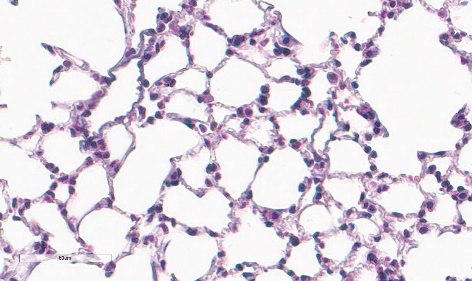

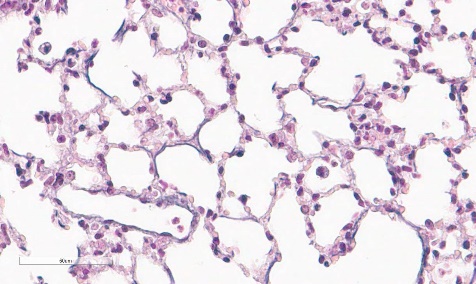

( 60um) 3 month Male (40x Movat) 24 month Male

**Remark 4**: We hypothesize that similar phenomenon may be occurring in the smooth muscle cells of distal pulmonary arteries as what we observe in the proximal pulmonary arteries. Recall Figure 2, Figure 3, and Supplemental Figure S5 that there is a trend toward fewer number of cells in the media of older proximal pulmonary arteries despite an increase in medial thickening and similar ability to contract. This suggests that there may be age-related changes in the phenotype of smooth muscles cells to maintain contractility in response to age-related changes in arterial wall mechanics. Our single cell RNA sequencing results support the concept of age-related changes of phenotype of SMC’s. We suspect that a similar age-related phenomenon may be occurring in SMC’s of the distal pulmonary arteries, however, we have not tested this hypothesis yet, as these are outside the scope of the current study.

We performed compositional analysis of lung parenchymal and found that lung parenchyma from older mice had significantly more fibrosis (proportion of collagen in young lungs = 38.1 +/- 1.0 % versus old lungs = 48.2 +/- 0.7 %, p = 0.0015). There is a significant decrease in the proportion of elastin in old compared to young lungs (young = 10.9 +/- 0.5% versus 4.2 +/- 0.3 %, p < 0.0001). The proportions of collagen and elastin are comparable to values reported in the literature for both animal models and humans^8-14^. However, we emphasize the age-related changes associated with the mechanical and hemodynamic changes observed in the pulmonary circulation.

**Remark 5**: Distal pulmonary arteries in lungs of old mice significantly increase in diameter:

Solid = female, Hollow = male, Gold = young, Purple = old

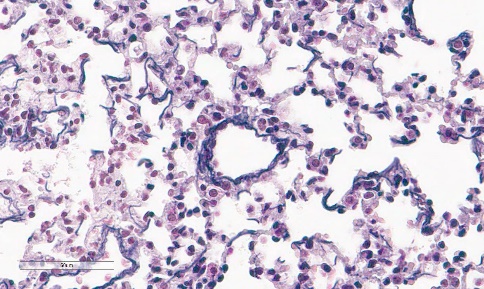

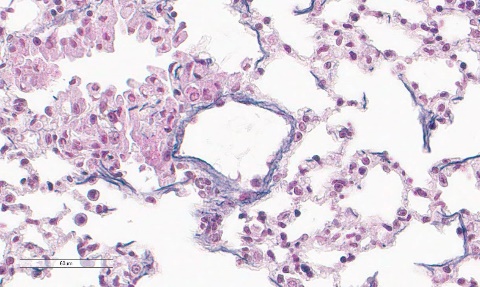

( 60um) 3 month Male (40x Movat) 24 month Male

**Remark 6**: We believe this is due to the damaging effects on endothelial cells in capillaries resulting from increased PWV. Consequently, there is alveolar epithelial damage and rarefaction of alveoli. This functionally results in impaired diffusion capacity, as shown in Supplemental Figure S2. We also believe that increased PWV affects endothelial cells in the distal circulation, which may explain the significant increase in intimal thickening observed in distal pulmonary arteries in older mice, as shown below.

Solid = female, Hollow = male, Gold = young, Purple = old

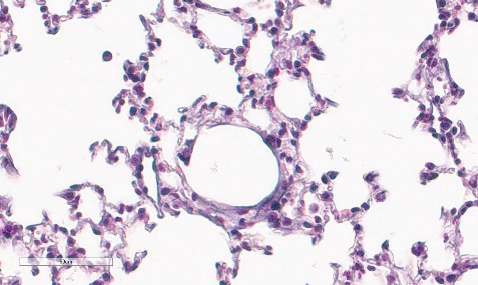

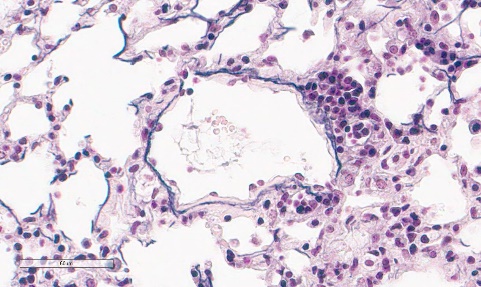

( 60um) 3 month Male (40x Movat) 24 month Male

Additional examples of intimal thickening:

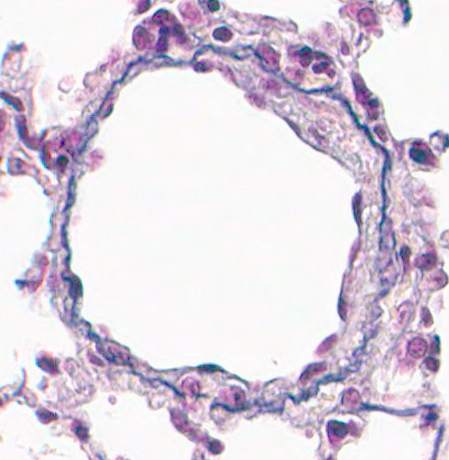

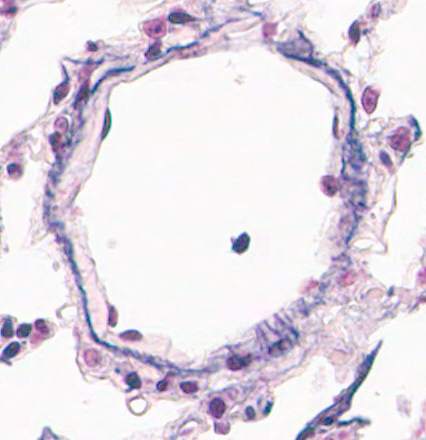

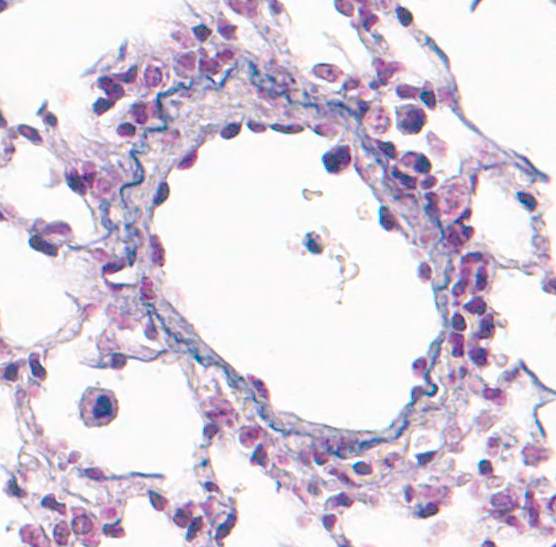

28-month Female 24-month Male 24-month Male

**Remark 7**: There are signs of increased muscularization of the distal pulmonary arteries:

Solid = female, Hollow = male, Gold = young, Purple = old

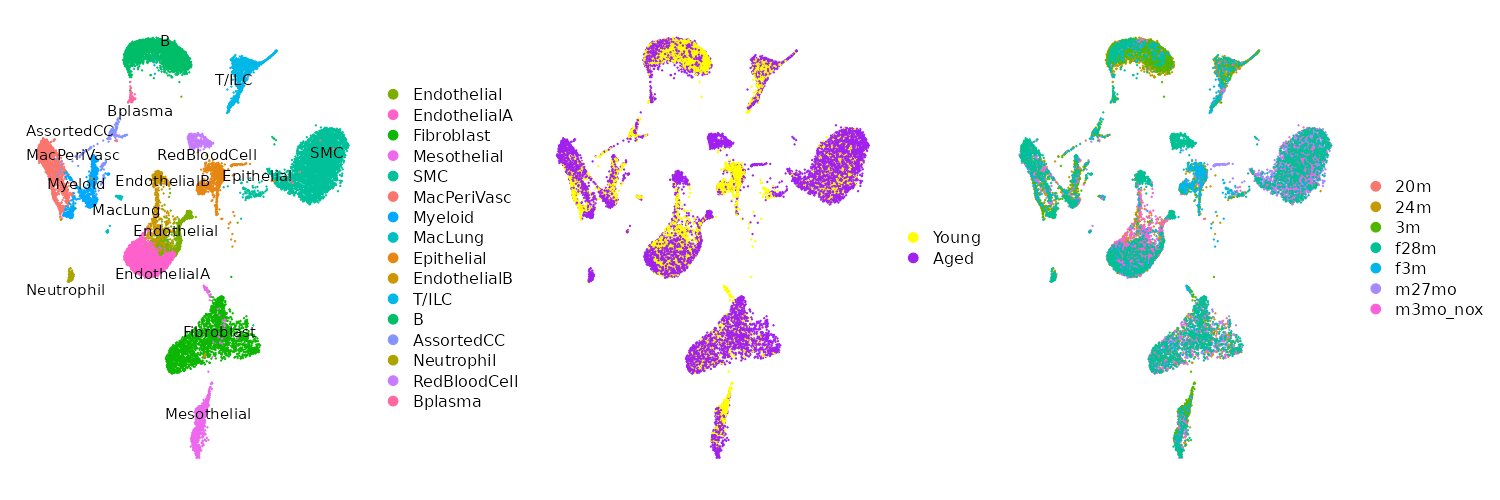

**Supplemental Figure S3:** Uniform manifold approximation and projection (UMAP) embedded as cell type, age grouping, and individual samples.

**Remark 8**: A heatmap demonstrates gene markers used to define cell types.

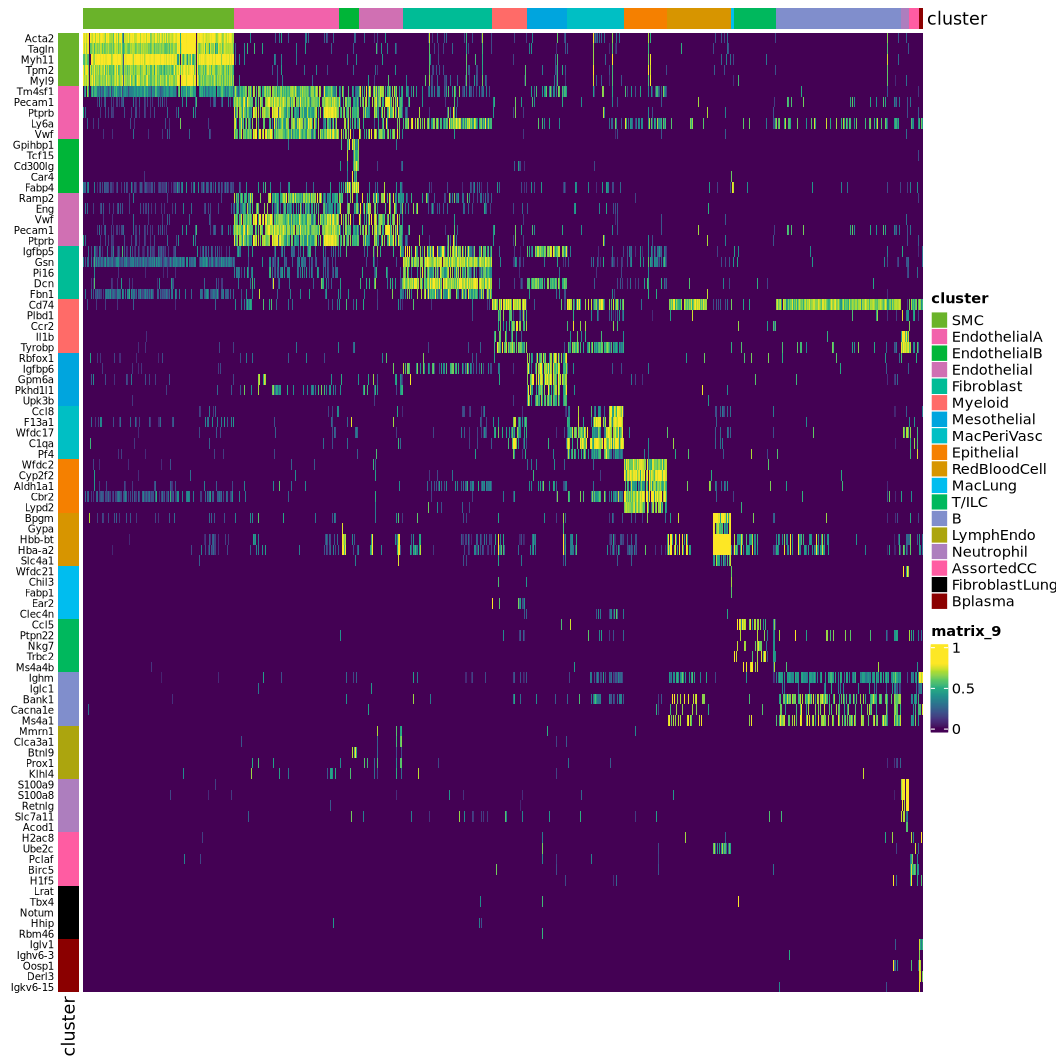

Left: Expression of differentiation markers in cell types. Right: Cell proportions are similar between young and old age groups.

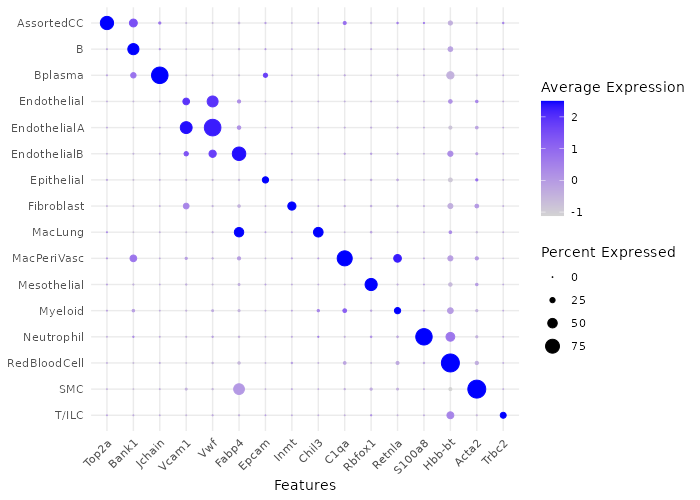

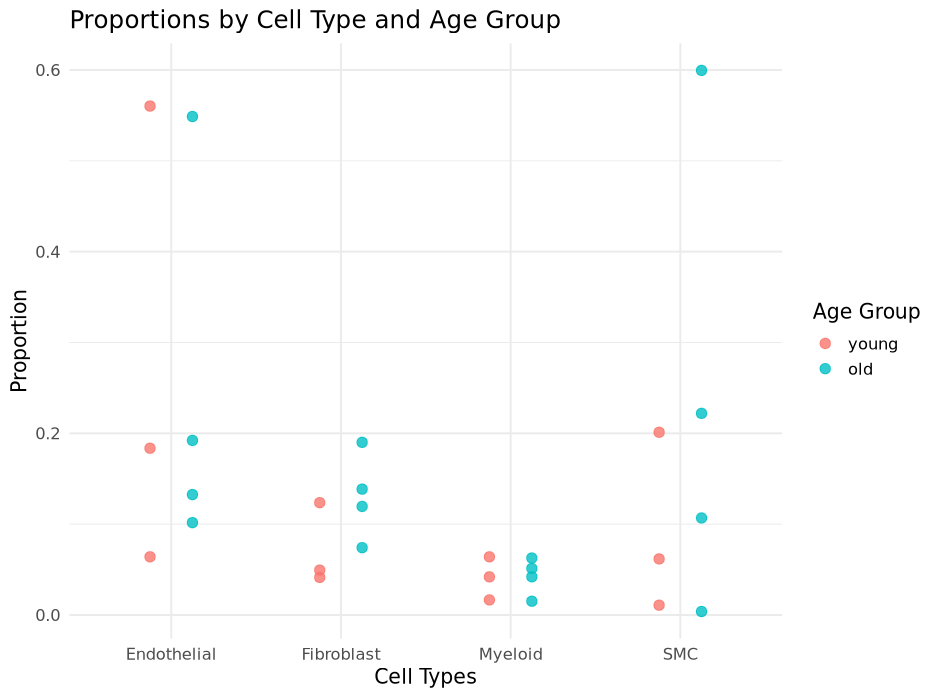

Differentiating general monocytic cells (Myeloid), macrophages that reside in vascular wall (MacPeriVasc), and macrophages that tend to reside in alveoli (MacLung).

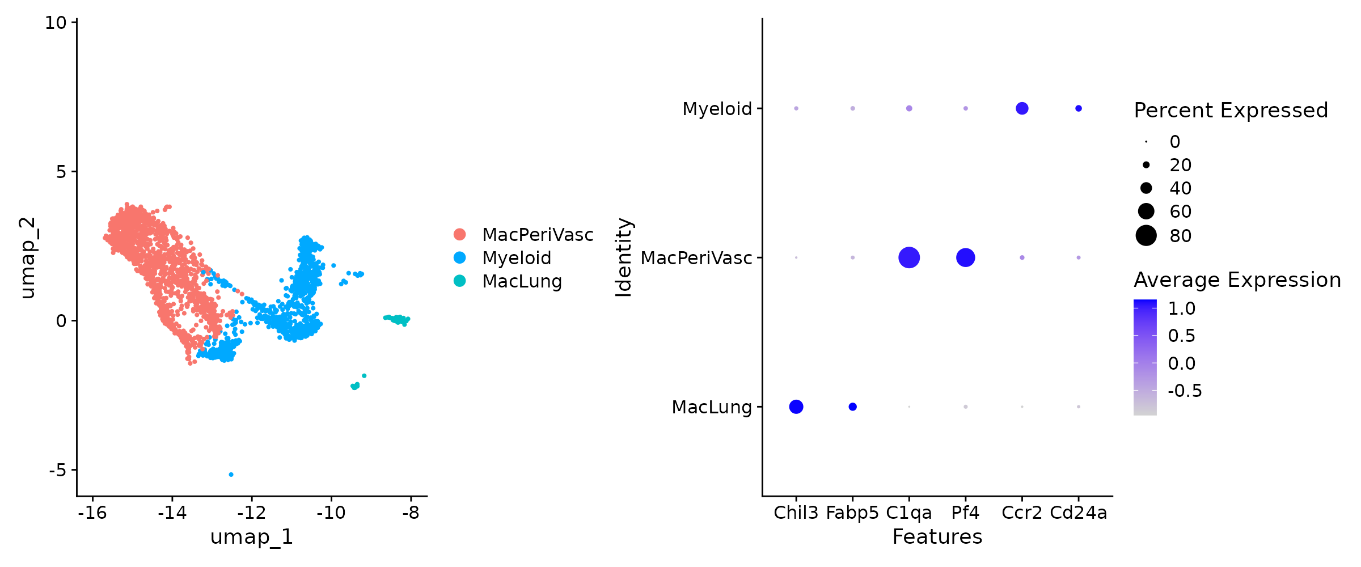

SenMayo senescence score distribution and thresholding.

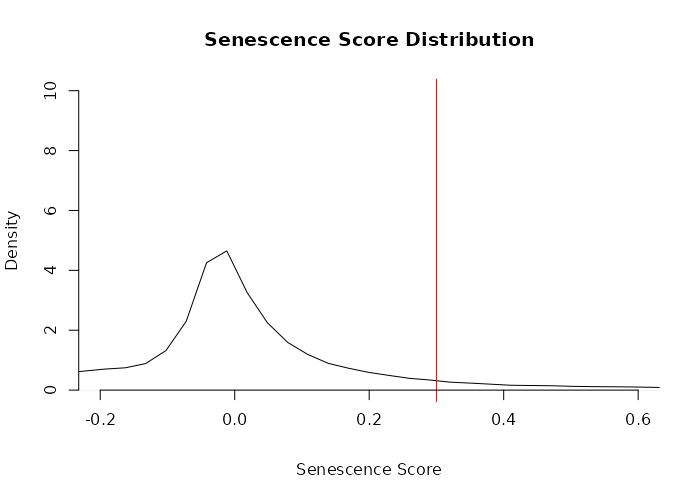

Left: Plotting of High SenMayo expressing cells on UMAP. Right: UMAP plot of NICHES cell signaling data.

**
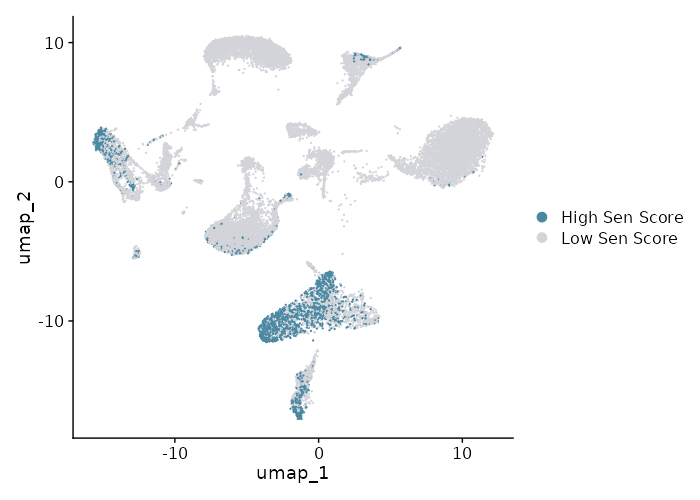

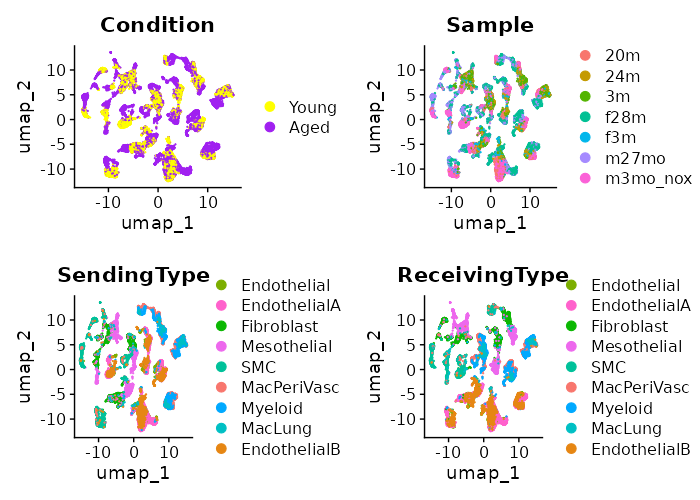
**

**Remark 9**: The gene expression profile of SenMayo markers are grouped into functional categories and signaling pathways. Cell-specific categories that differed between young and old mice include:

- Perivascular macrophages: Intercellular signaling, growth factors, and matrix metalloproteases
- Fibroblasts: Cytokines/chemokines, protein modifying enzymes, growth factors and intercellular signaling
- Smooth Muscle Cells: matrix metalloproteases and transmembrane signaling receptors

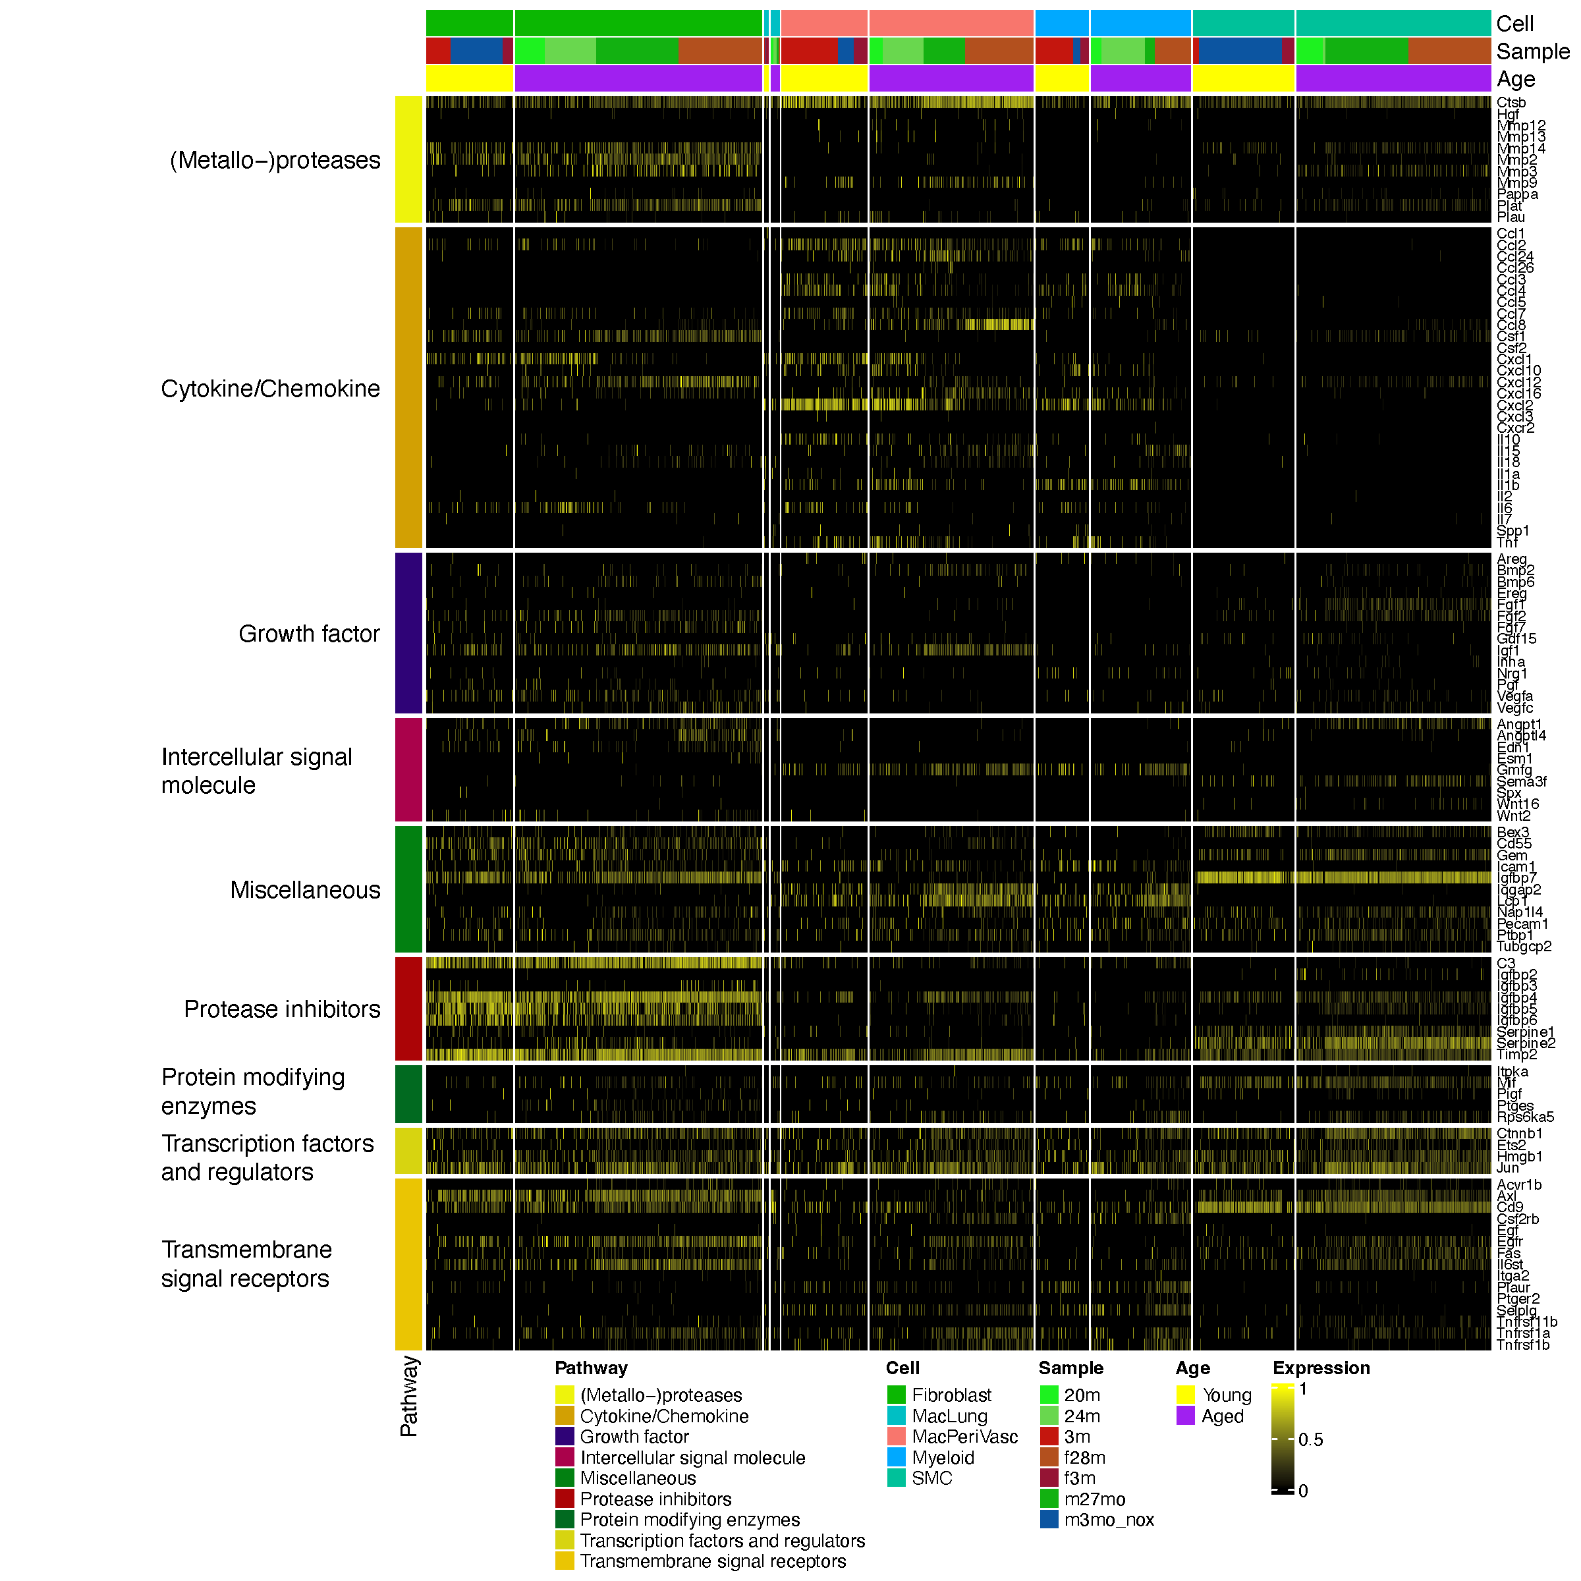

We found a significant increase in the proportion of p21+ cells in hearts (p = 0.008), proximal pulmonary arteries (p < 0.001), and lungs (p = 0.046) from old mice compared to young. We found similar increases in markers of senescence reported in cardiac aging^15, 16^ as well as lung aging and injury^17-19^. However, we are not aware of previously reported reports of senescence of the proximal pulmonary artery in mice or humans. The percentage of p21+ cells in young and old proximal pulmonary arteries of mice appears greater than the heart and lung tissues.

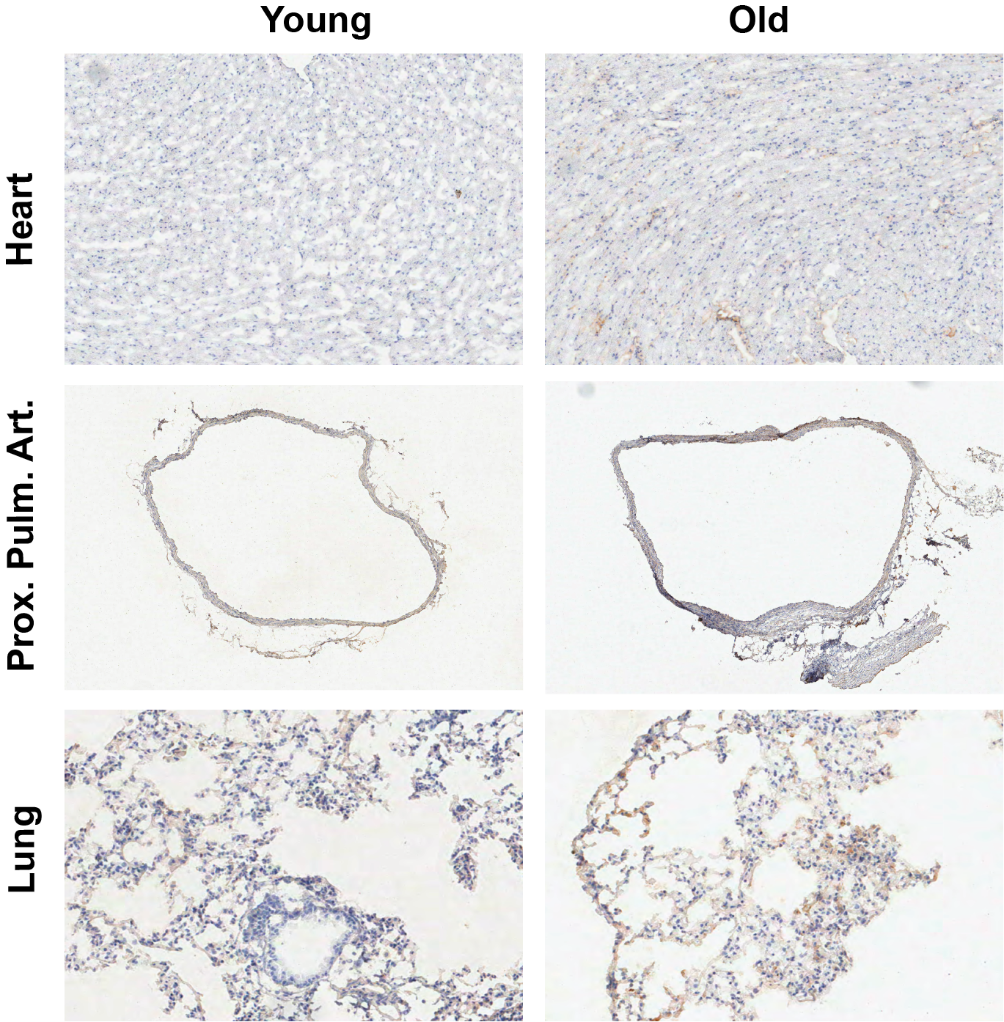

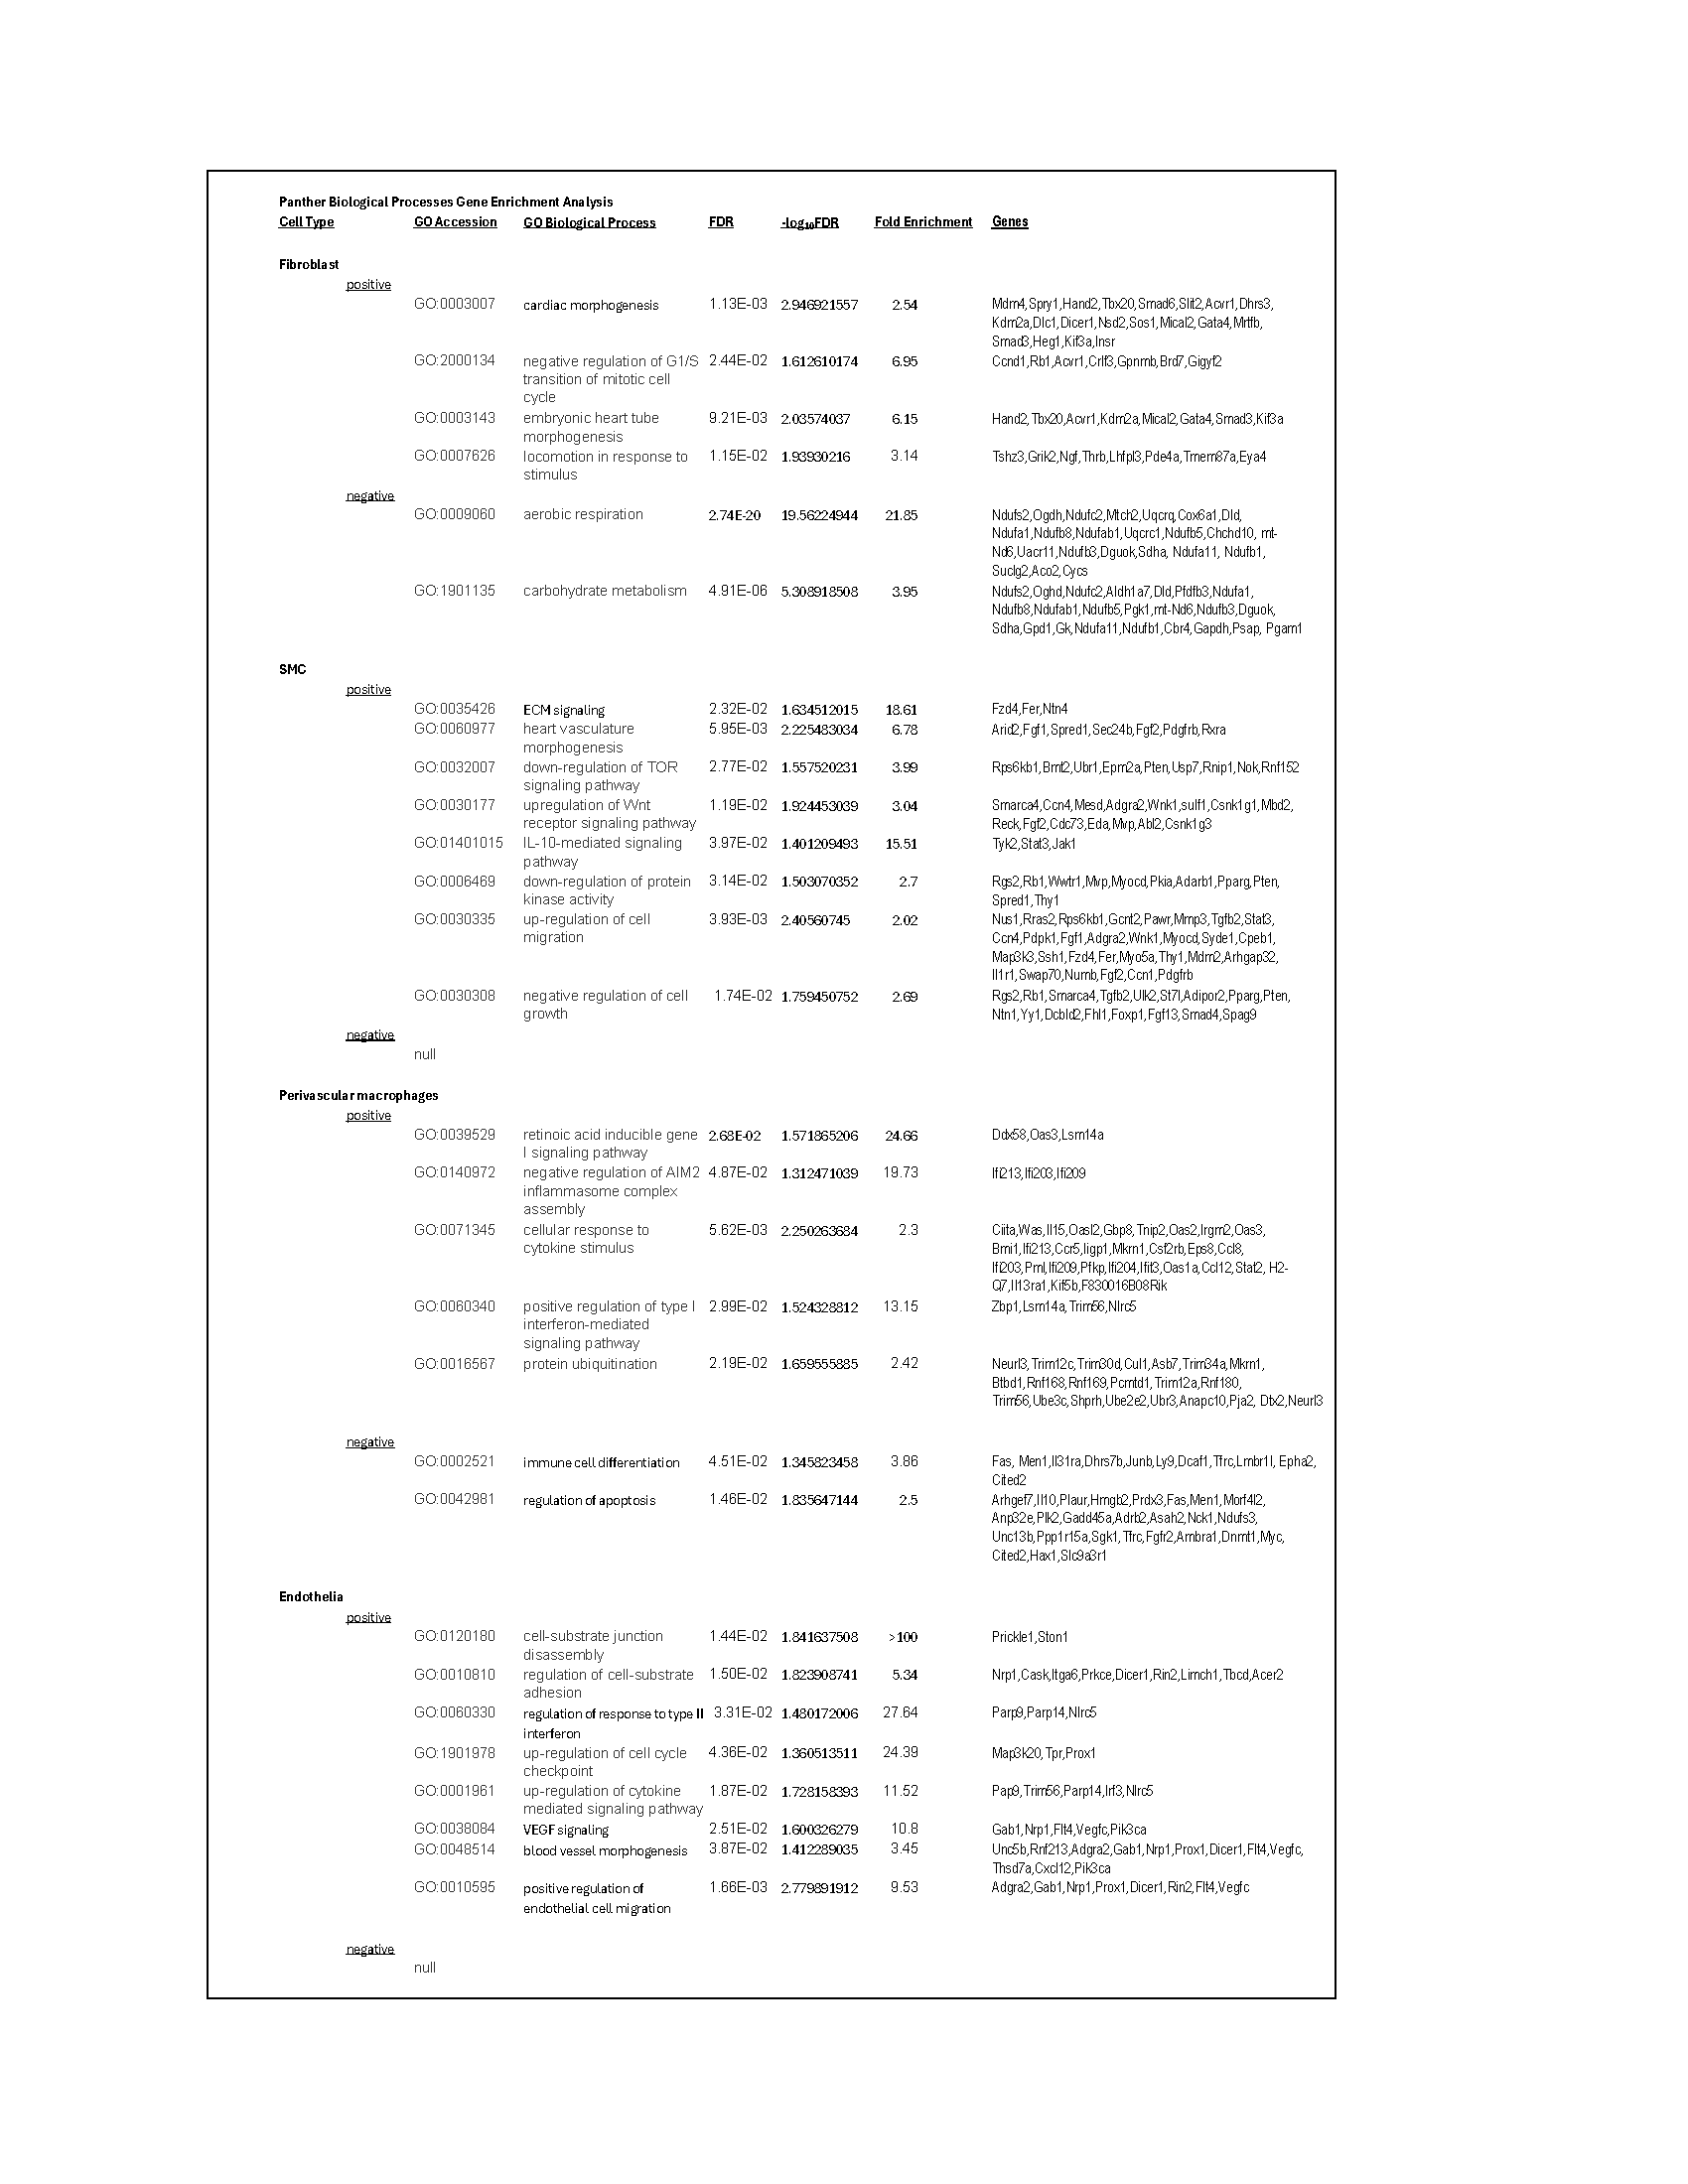

**Supplemental Figure S4.** Gene Enrichment Analysis – Biological Processes (Panther)

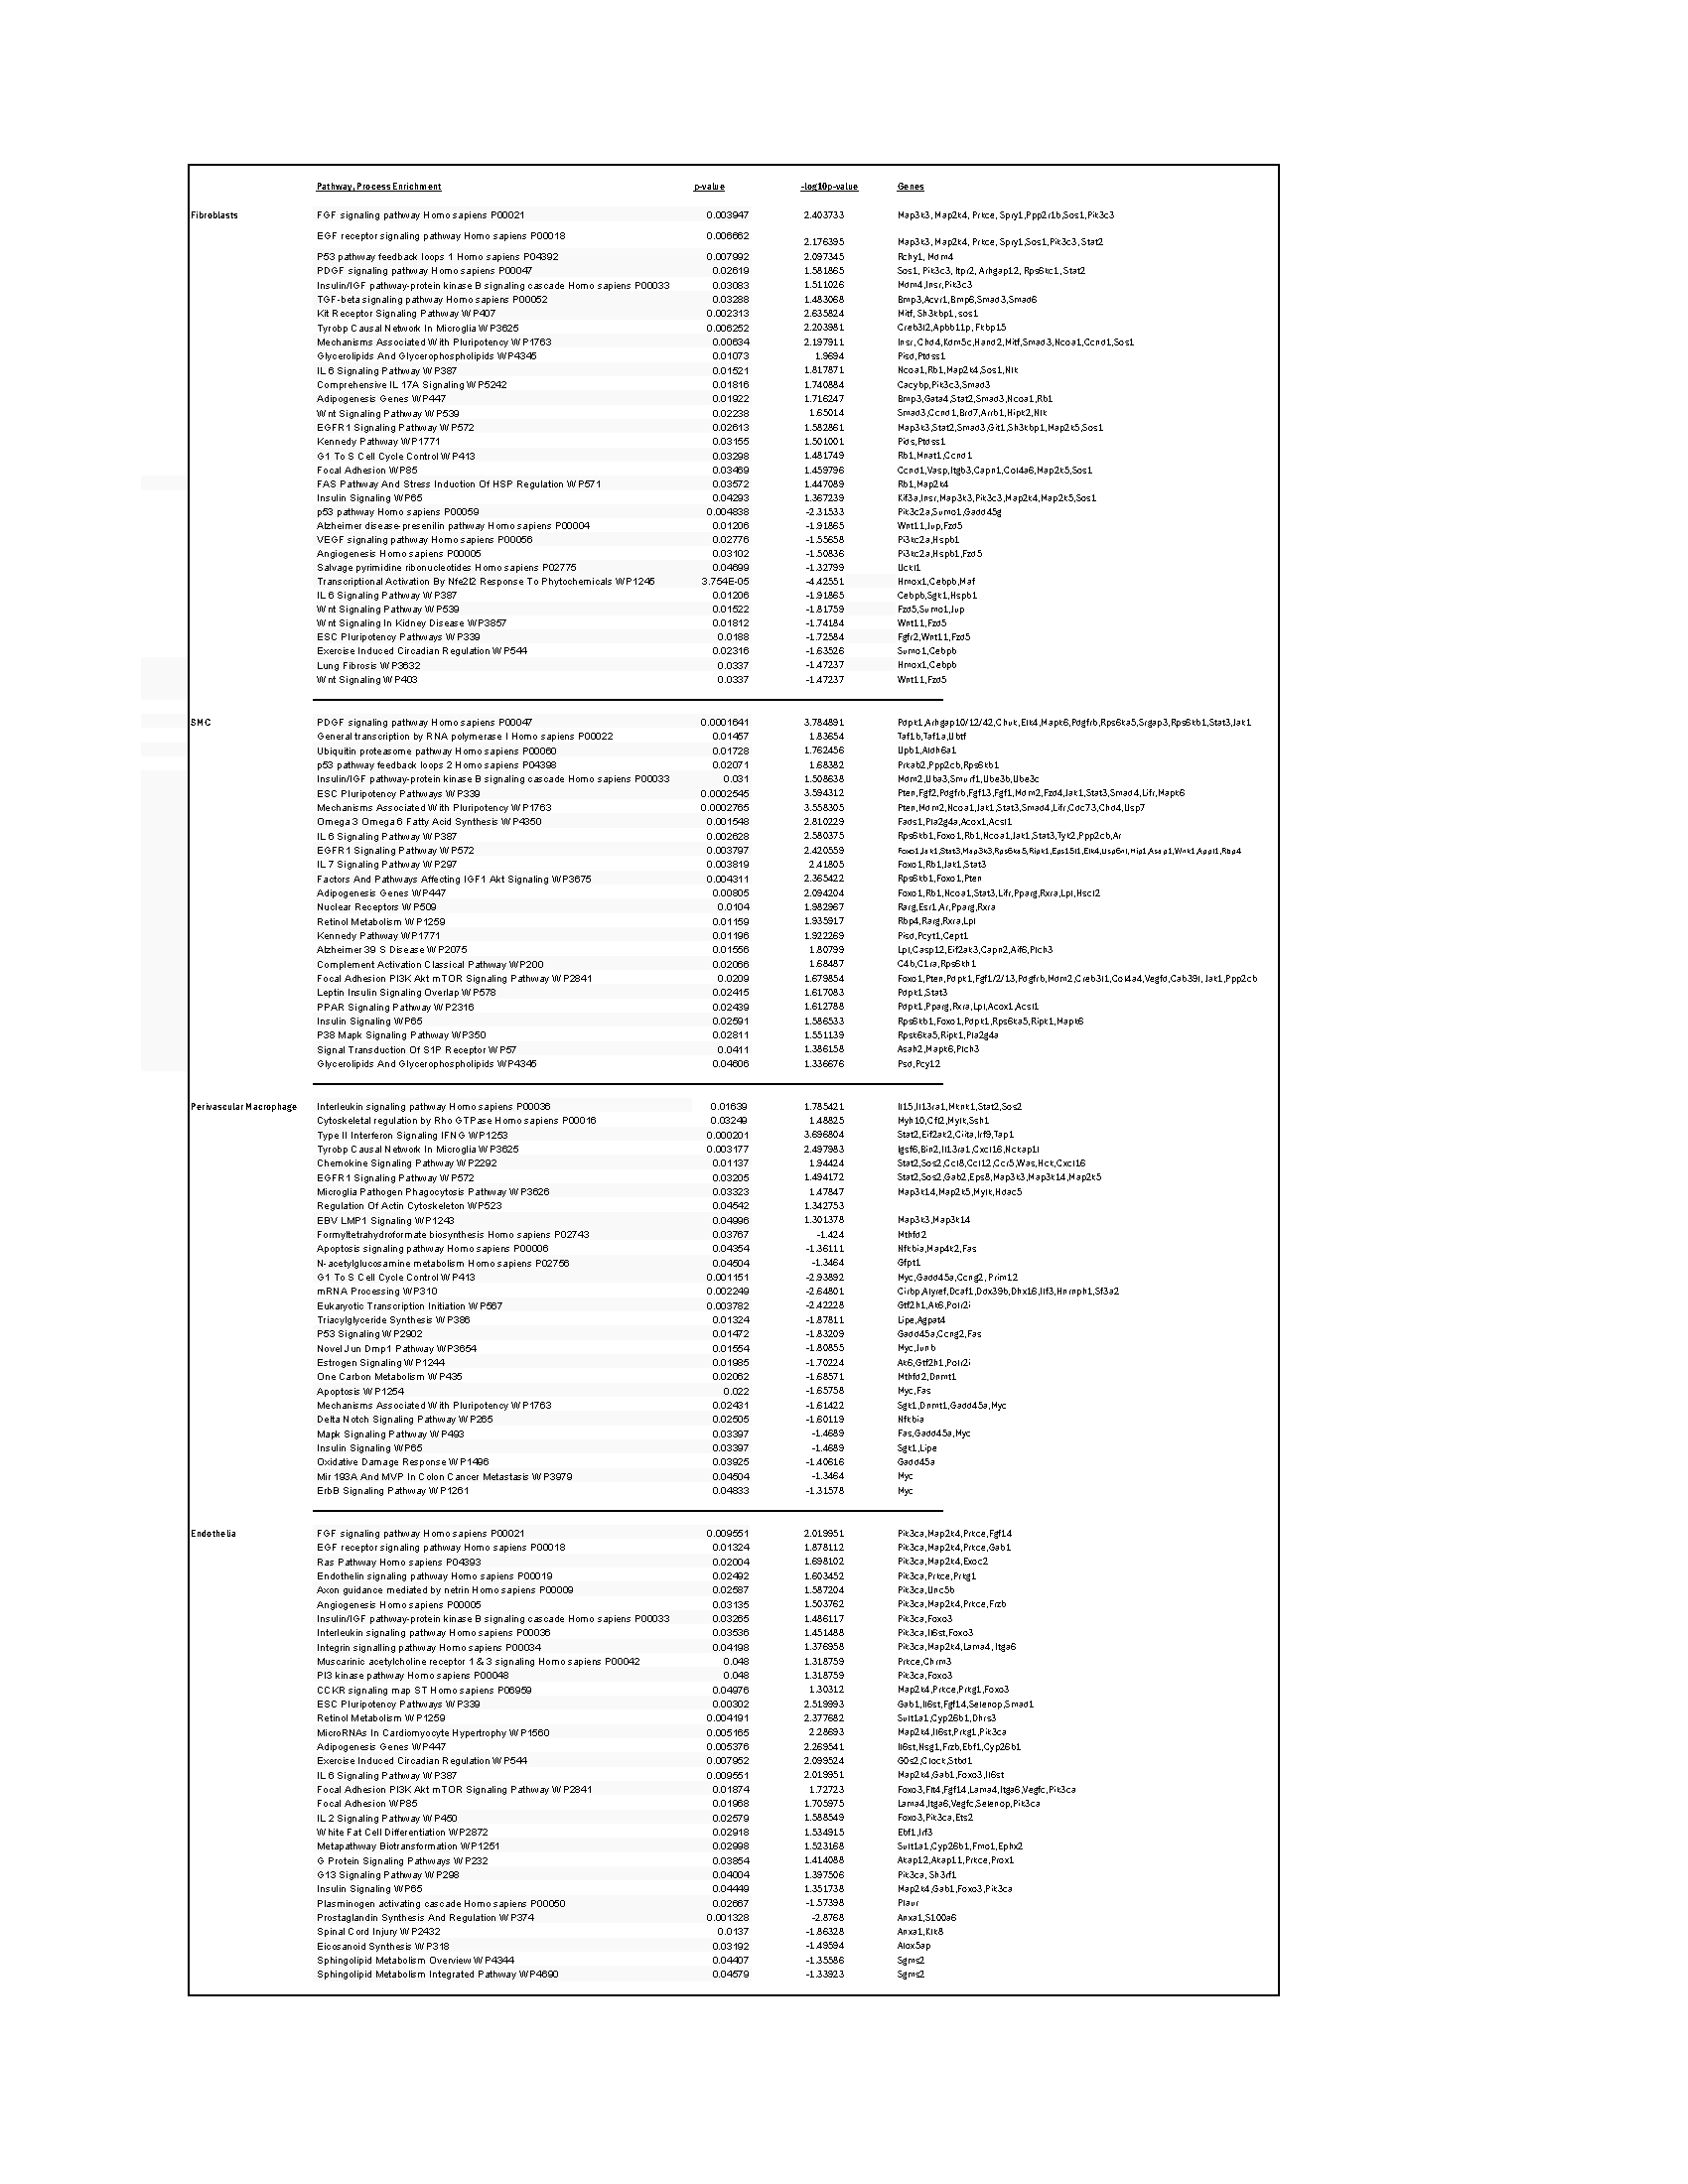

**Supplemental Figure S4-2: Gene Enrichment Analysis** – Pathways (Panther & WikiPathways Mouse)

Panther 2016:

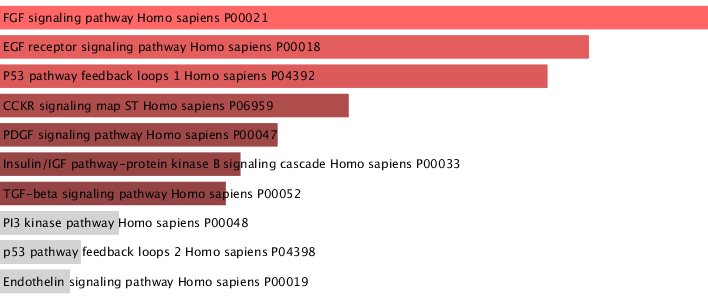

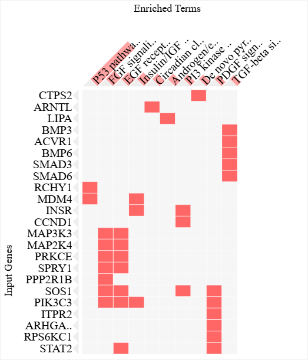

WikiPathways 2024 Mouse:

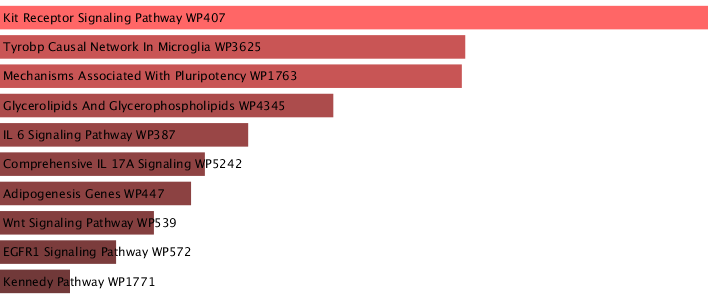

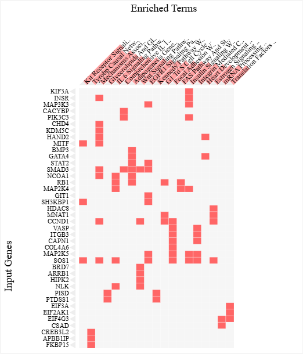

**Supplemental Figure S4-3:** Fibroblast positive gene enrichment analysis using Enrichr

Panther 2016:

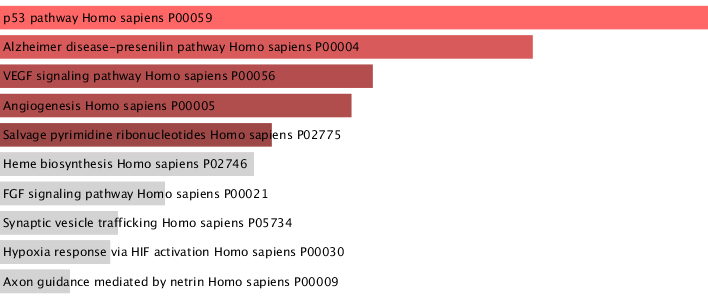

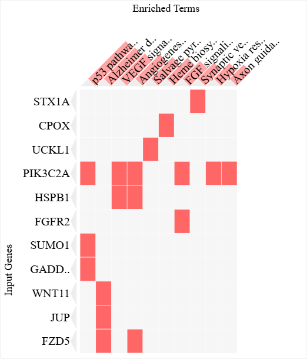

WikiPathways 2024 Mouse

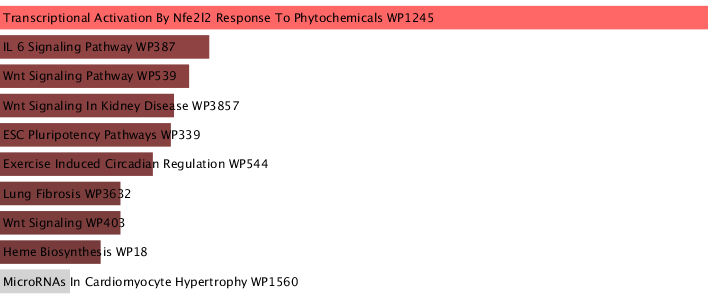

**Supplemental Figure S4-4:** Fibroblast negative gene enrichment analysis using Enrichr

Panther 2016:

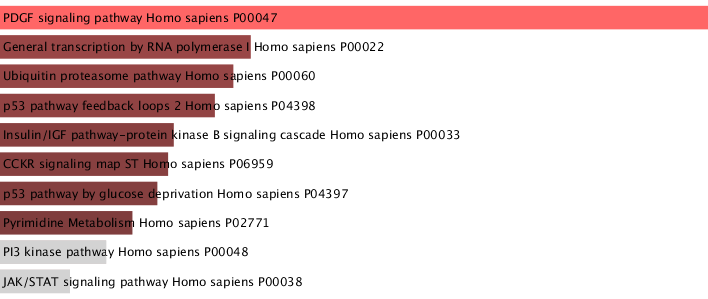

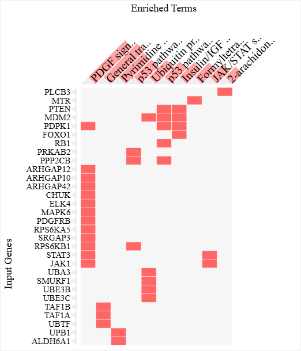

WikiPathways Mouse 2024

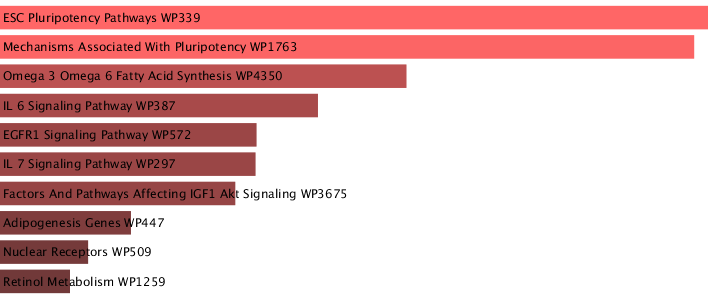

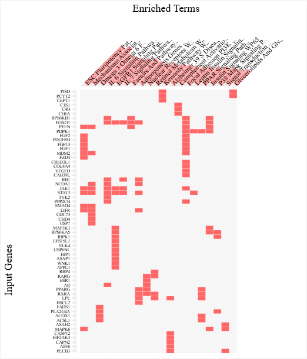

**Supplemental Figure S4-5:** SMC positive gene enrichment analysis using Enrichr

Panther 2016:

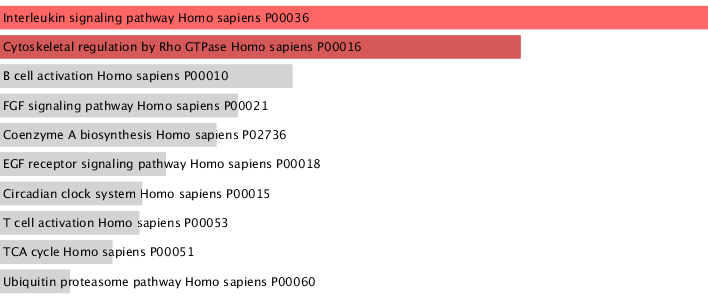

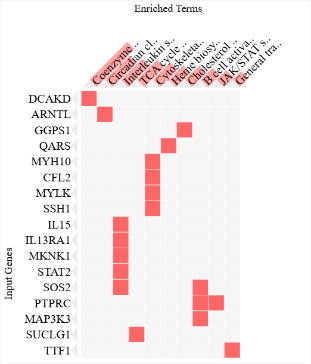

Mouse WikiPathway 2024:

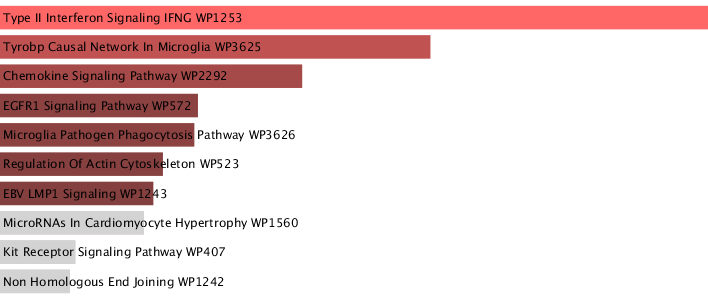

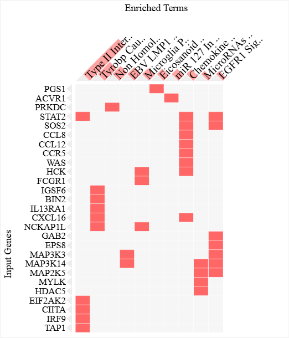

**Supplemental Figure S4-6:** Perivascular Macrophage positive gene enrichment analysis using Enrichr

Panther 2016:

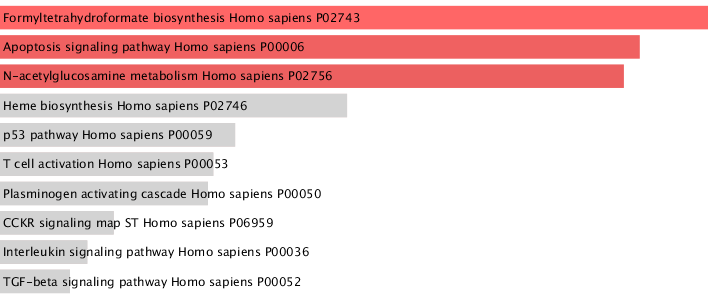

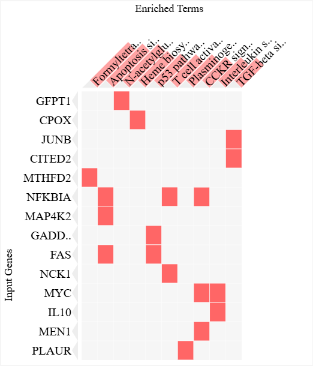

WikiPathways Mouse 2024:

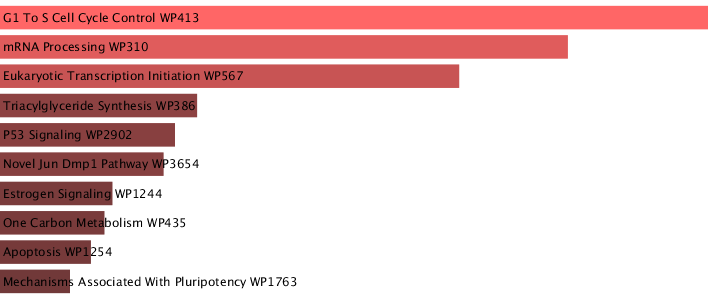

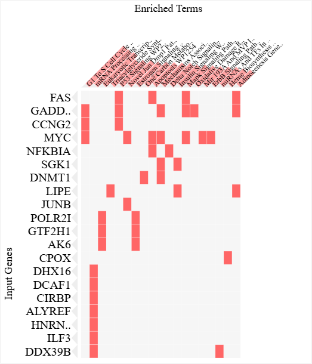

**Supplemental Figure S4-7:** Perivascular Macrophage negative gene enrichment analysis using Enrichr

Panther 2016:

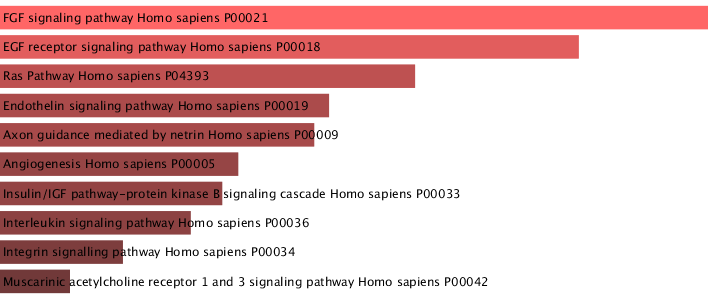

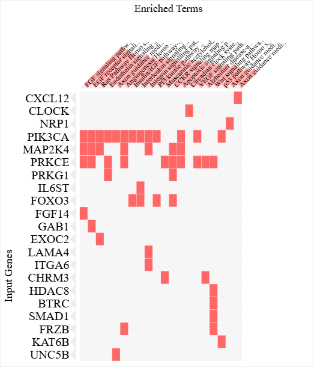

WikiPathways 2024 Mouse:

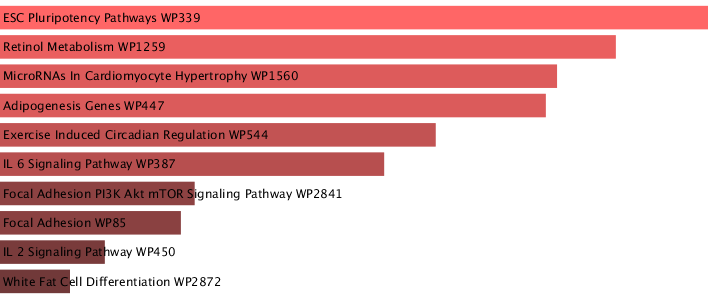

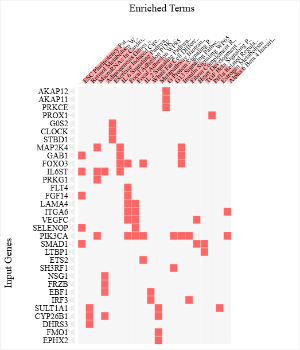

**Supplemental Figure S4-8:** EC positive gene enrichment analysis using Enrichr

Panther 2016:

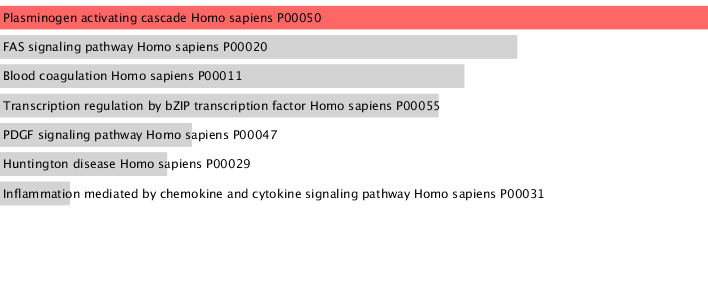

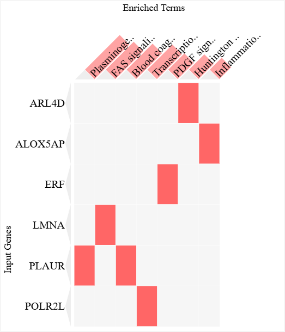

WikiPathways 2024 Mouse:

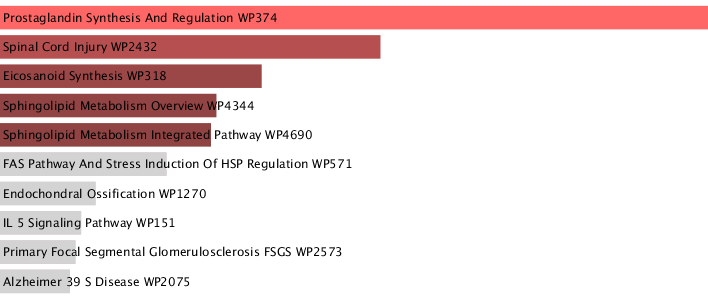

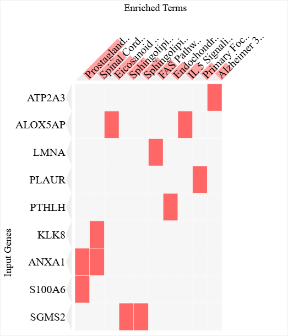

**Supplemental Figure S4-9:** EC negative gene enrichment analysis using Enrichr

**
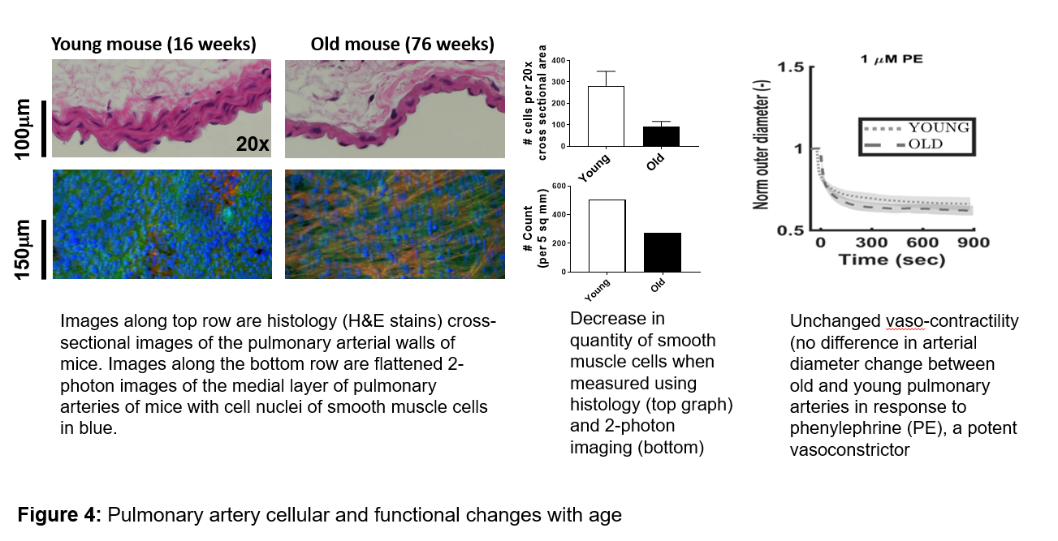
**

**Supplemental Figure S5.** Left: H&E stains of proximal pulmonary arteries from mice. Images on the bottom row are representative z-slices of the medial layer of flattened 2-photon images of proximal pulmonary arteries from mice in which the cell nucleir of SMC’s are stained with syto 17. Right: There is no significant decrease in the density of smooth muscle cells of proximal PA’s from young and old mice when quantified by histology (H&E). This is consistent with our findings from 2-photon imaging (cf. Figure 2D).

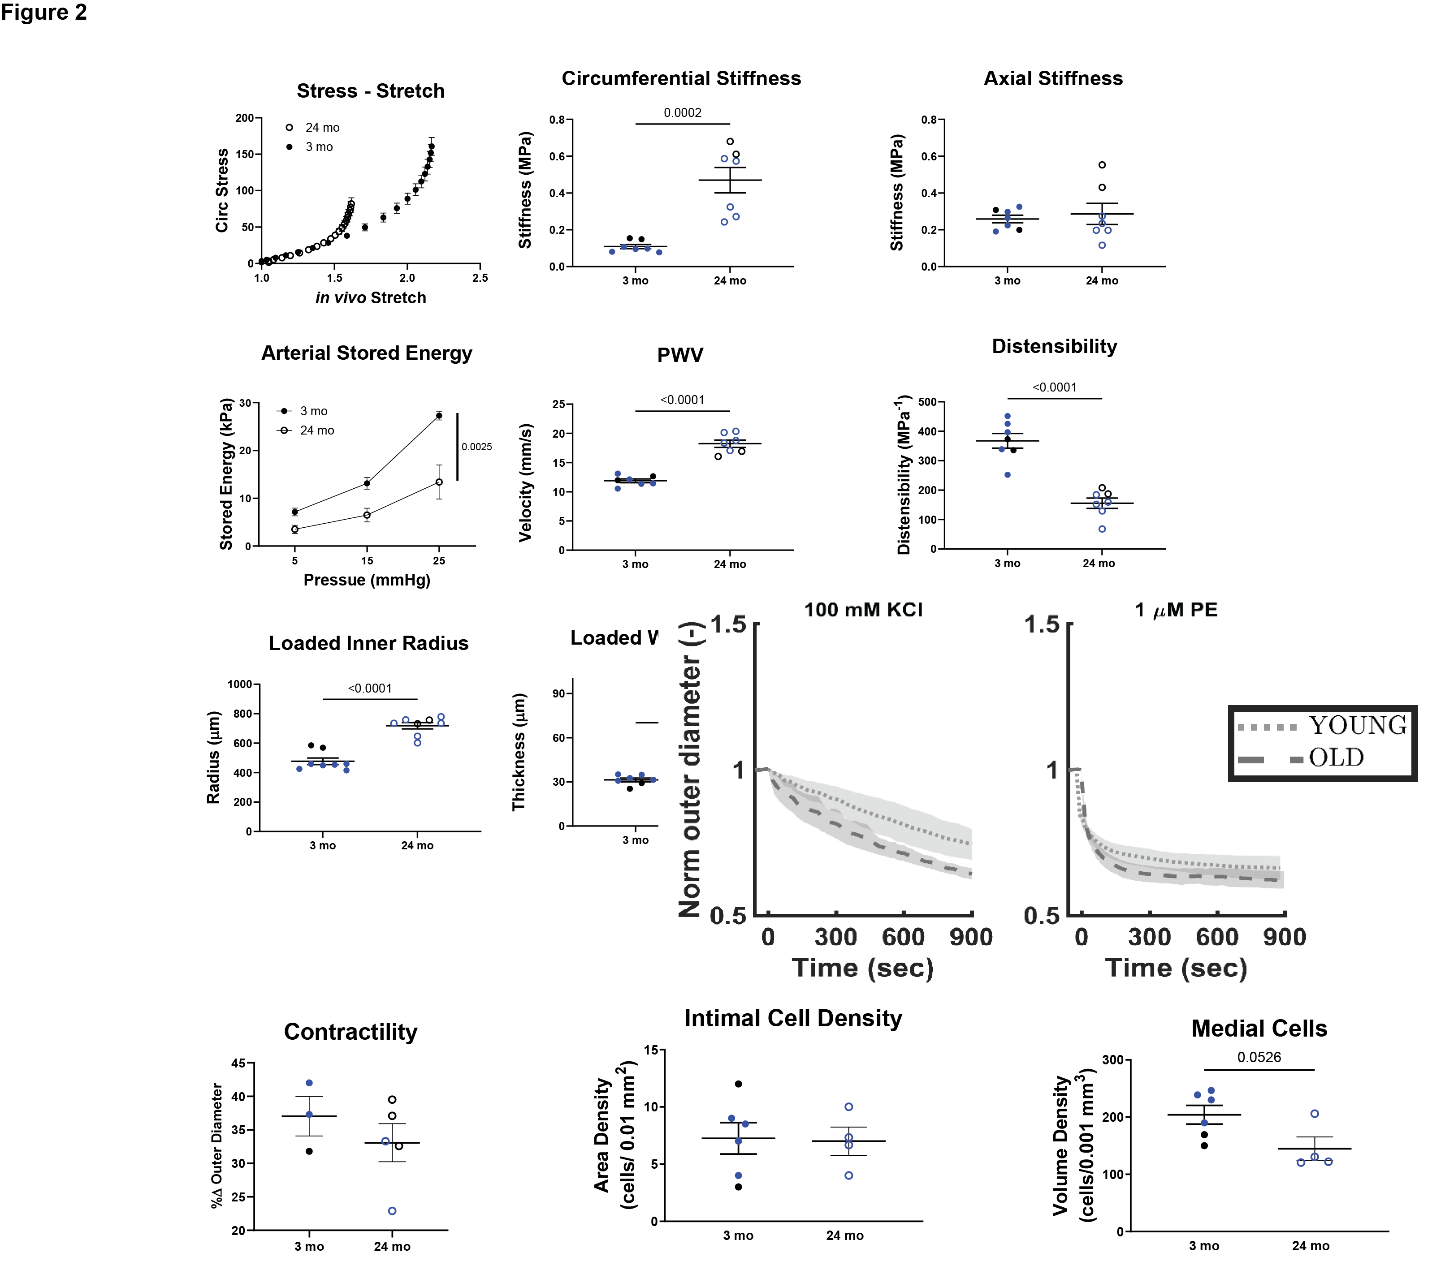

**Remark**: We found no significant difference in the vaso-contractility (based on change in of arterial diameter from baseline) in response to potassium chloride (KCl) or phenylephrine (PE).

**Supplemental Table S1:** Additional cardiac RV data from ultrasound measurements. RV-right ventricle, RA- right atrium, PAT – pulmonary acceleration time, PET- pulmonary ejection time, FAC – fractional area change, CO- cardiac output, SV- stroke volume, TAPSE - Tricuspid Annular Plane Systolic Excursion

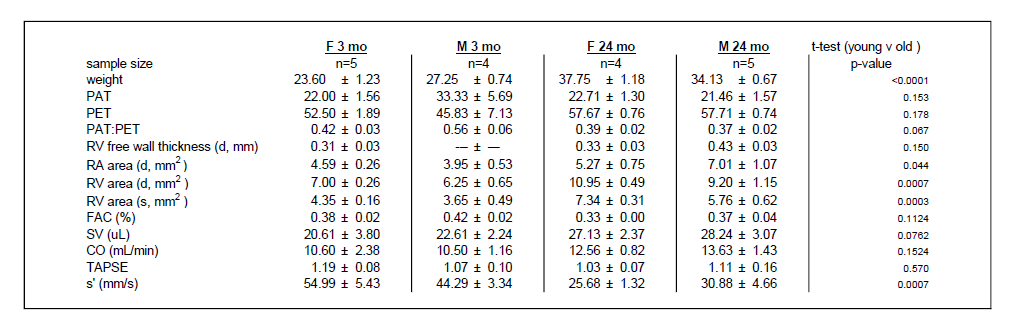

**Supplemental Table S2:** Additional lung mechanics.

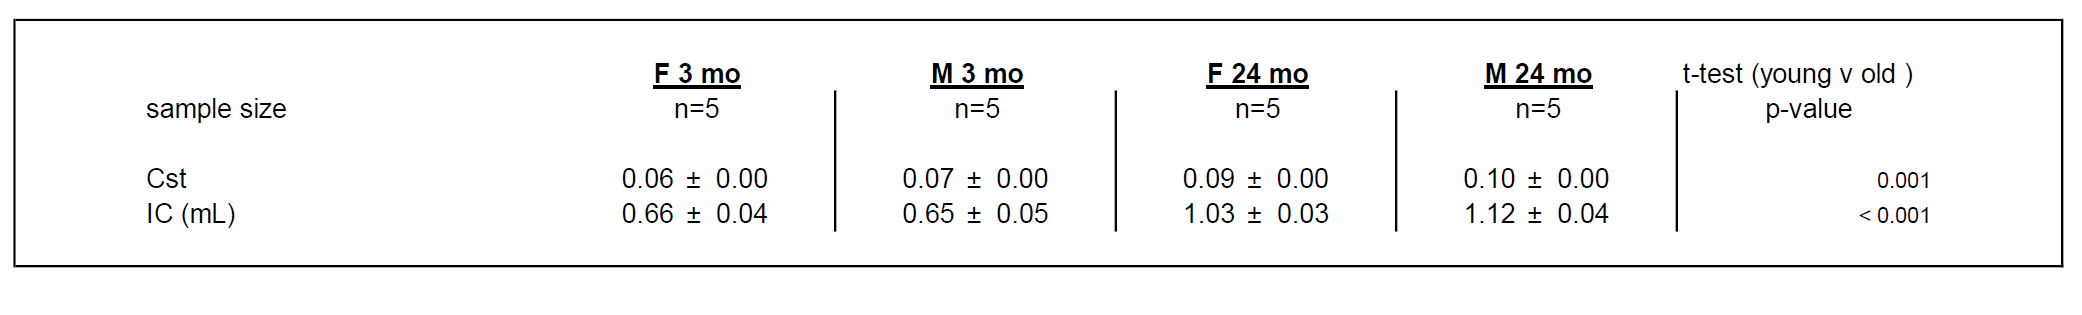

**Supplemental Table S3:** Biomechanical table and material properties.
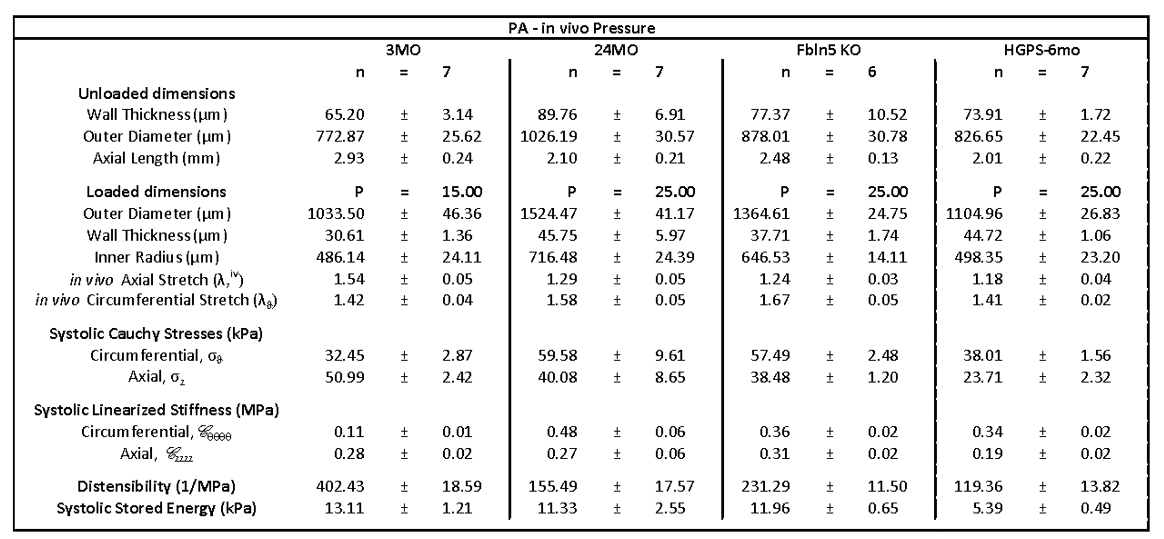

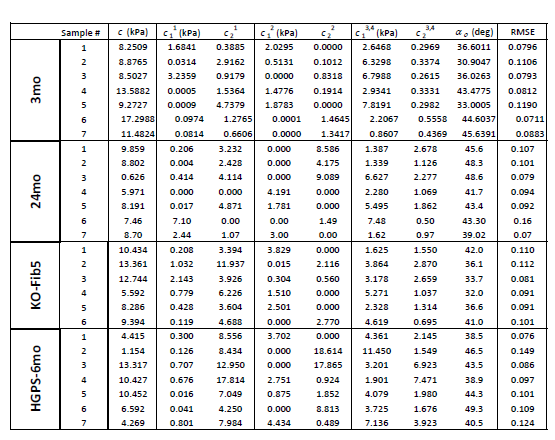

**Supplemental Table S4:** Top 50 genes differentially expressed genes from GLME model by cell type. Gene name is the first column. Β_0_ = intercept coefficient. Β_1_ = slope coefficient. Disp = dispersion parameter, Sigma = standard deviation, P.Beta = p-value, AIC = Akaike information criterion, fdrP = FDR-corrected p-value.

**Fibroblast: gene expression, positive correlation (β_1_) with age**

**Fibroblast: gene expression, negative correlation (β_1_) with age**

**Smooth Muscle Cell: gene expression, positive correlation (β_1_) with age**

**Smooth Muscle Cell: gene expression, negative correlation (β_1_) with age**

**Myeloid: gene expression, positive correlation (β_1_) with age**

**Myeloid: gene expression, negative correlation (β_1_) with age**

**Perivascular Macrophage: gene expression, positive correlation (β_1_) with age**

**Perivascular Macrophage: gene expression, negative correlation (β_1_) with age**

**Endothelial Cell: gene expression, positive correlation (β_1_) with age**

**Endothelial Cell: gene expression, negative correlation (β_1_) with age**

**Supplemental Table S5:** NICHES table. Common gene signaling pairs followed by significant gene pairs associated with age-related adventitial remodeling in specific cell-type sender-receiving analyses.

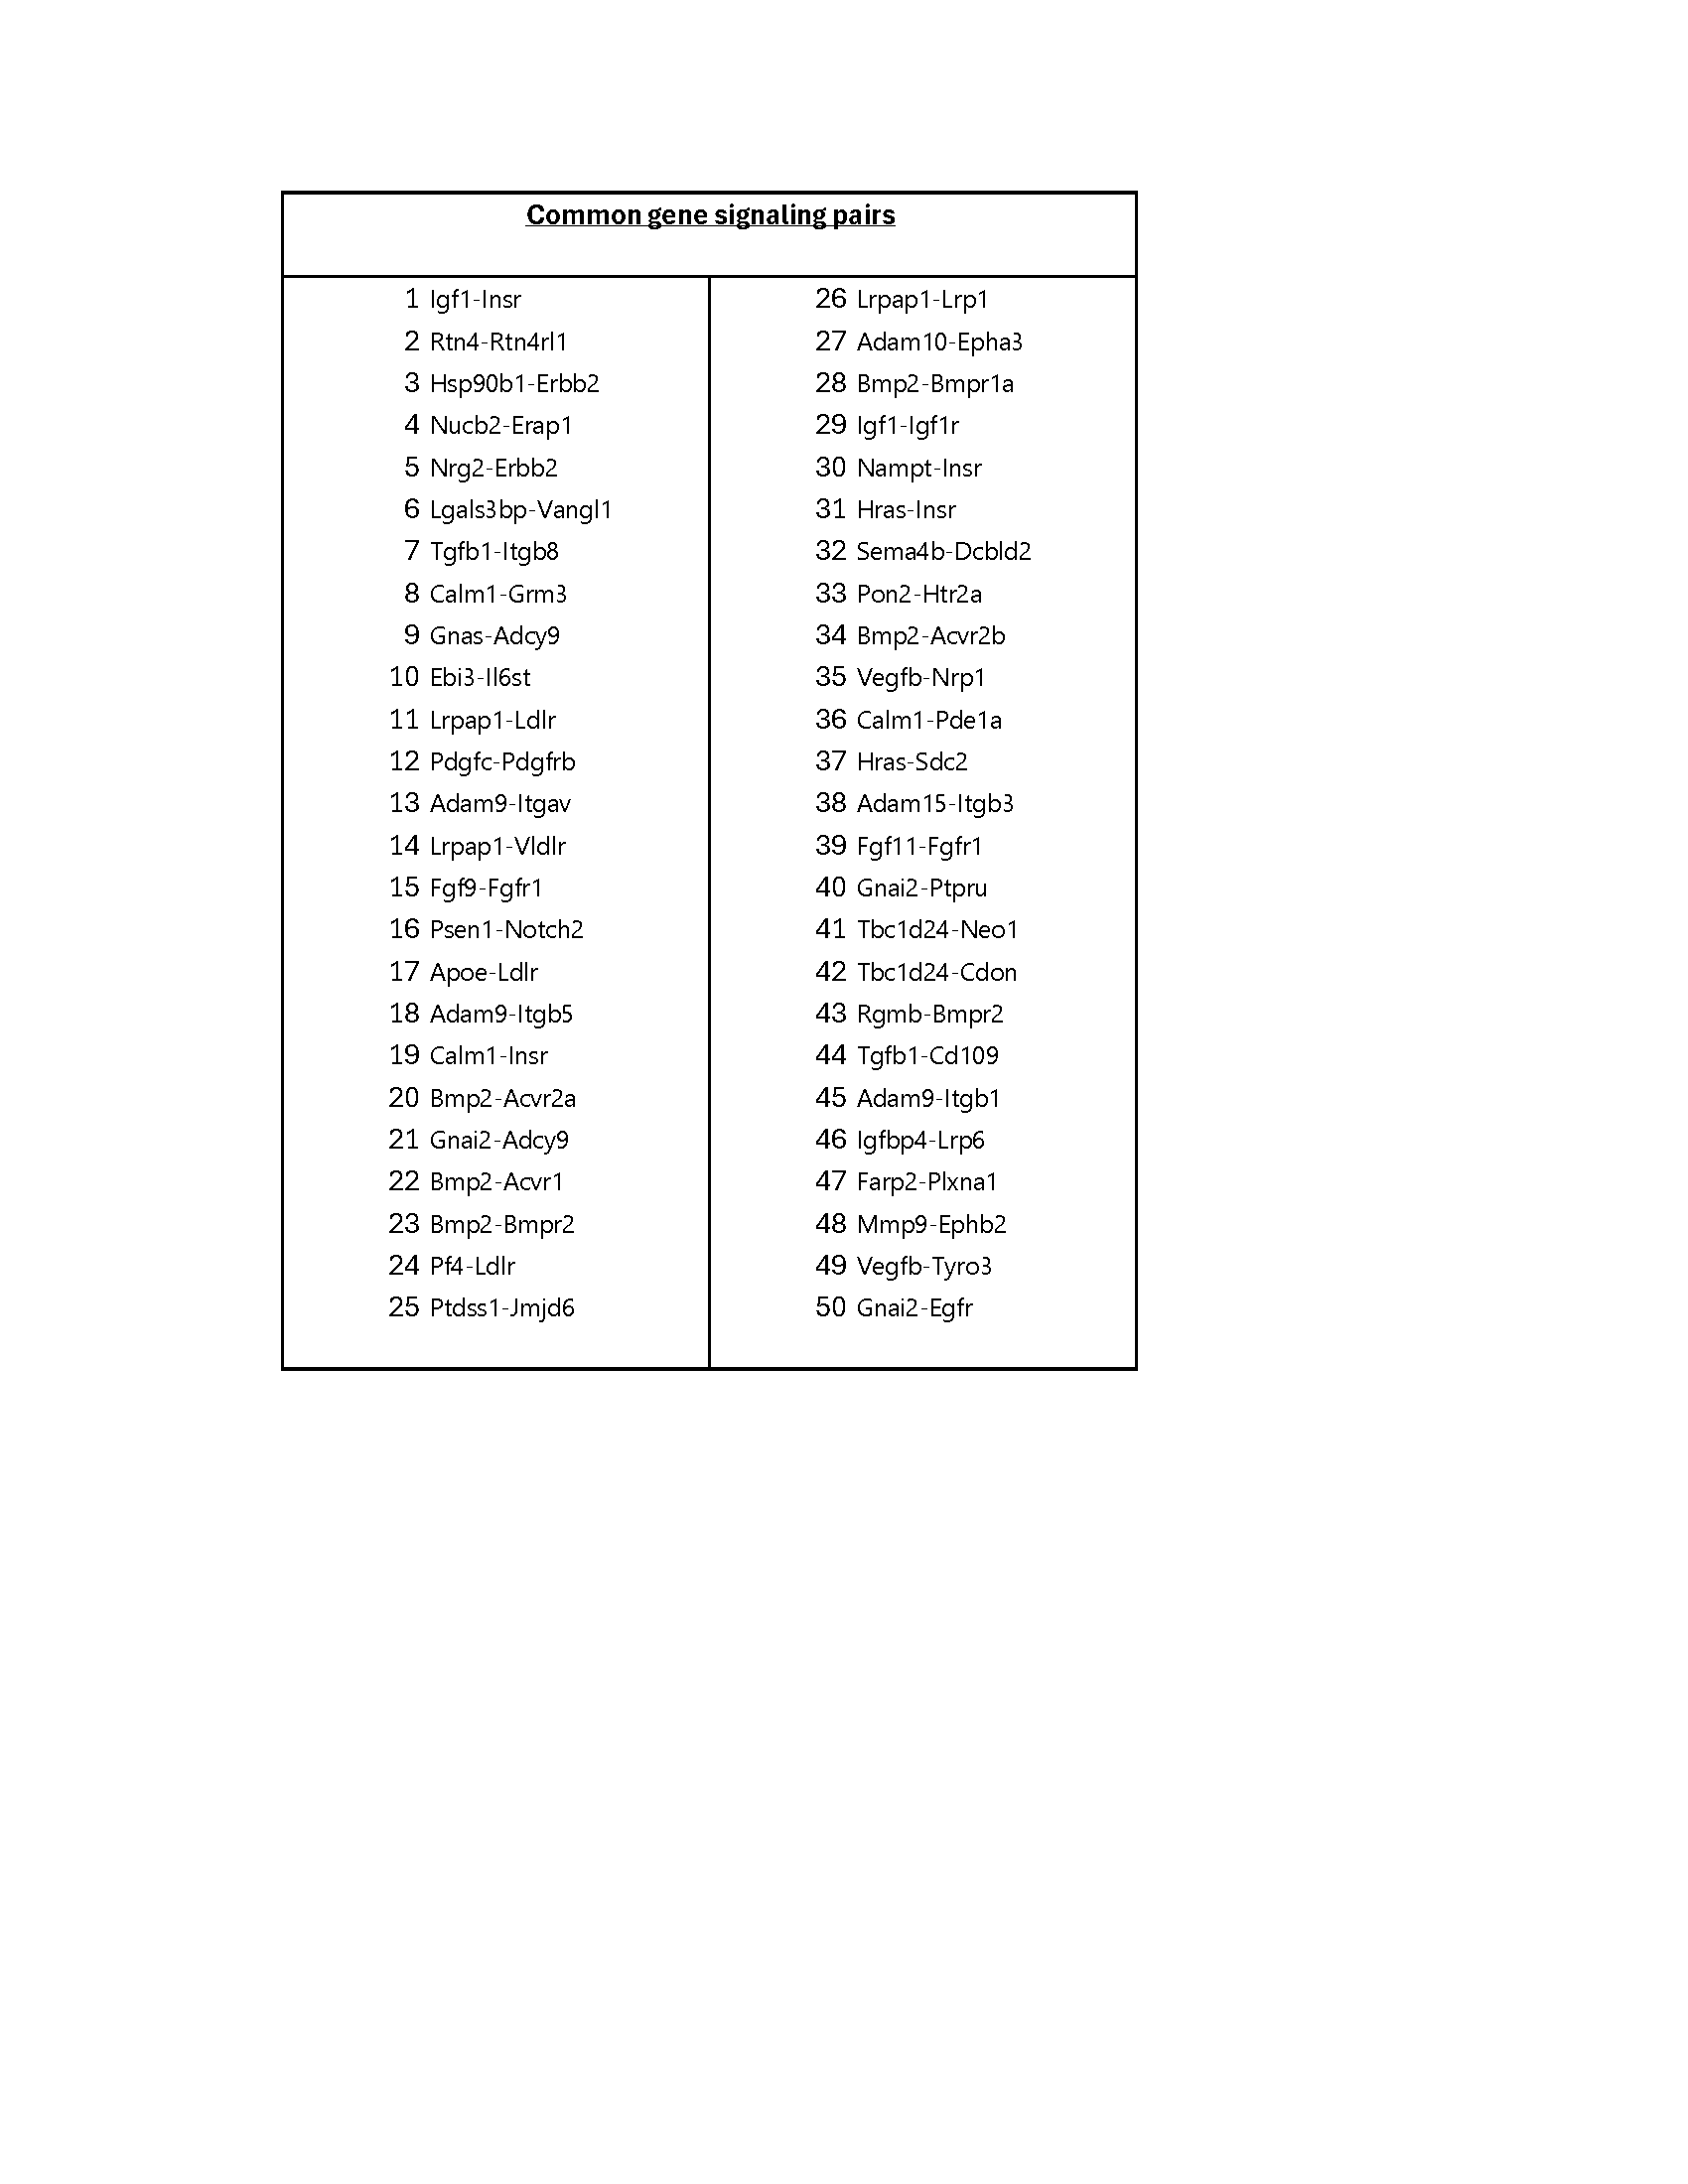

**References**

1. Elassal A, Steppan J, Charania S, Santhanam L, Singh I, Heerdt PM. Pressure-based estimation of right ventricular ejection fraction: Validation as a clinically relevant target for drug development in a rodent model of pulmonary hypertension. Journal of Pharmacological and Toxicological Methods. 2021;112:107102.

2. Gardi C, Martorana P, Calzoni P, Cavarra E, Marcolongo P, de Santi M, van Even P, Lungarella G. Cardiac collagen changes during the development of right ventricular hypertrophy in tight-skin mice with emphysema. Experimental and molecular pathology. 1994;60(2):100-7.

3. Miles C, Westaby J, Ster IC, Asimaki A, Boardman P, Joshi A, Papadakis M, Sharma S, Behr ER, Sheppard MN. Morphometric characterization of collagen and fat in normal ventricular myocardium. Cardiovascular Pathology. 2020;48:107224.

4. Zhou P, Pu WT. Recounting Cardiac Cellular Composition. Circ Res. 2016;118(3):368-70.

5. EGHBALI M, EGHBALI M, ROBINSON TF, SEIFTER S, BLUMENFELD OO. Collagen accumulation in heart ventricles as a function of growth and aging. Cardiovascular research. 1989;23(8):723-9.

6. Ridderbos F-JS, Wolff D, Timmer A, van Melle JP, Ebels T, Dickinson MG, Timens W, Berger RM. Adverse pulmonary vascular remodeling in the Fontan circulation. The Journal of Heart and Lung Transplantation. 2015;34(3):404-13.

7. Schulte H, Mühlfeld C, Brandenberger C. Age-Related Structural and Functional Changes in the Mouse Lung. Frontiers in Physiology. 2019;10.

8. Dagnachew YM, Lim HY, Wupeng L, Lim SY, Lim SJN, Thiam CH, Tan SW, Eng JLJ, Mei D, Hazwany Mohammad Azhar S. Collagen deposition in lung parenchyma driven by depletion of interstitial Lyve-1+ macrophages prevents cigarette smoke-induced emphysema and loss of airway function. Frontiers in Immunology. 2025;15:1493395.

9. Andrikakou P, Vickraman K, Arora H. On the behaviour of lung tissue under tension and compression. Sci Rep 6: 36642. 2016.

10. Mercer RR, Crapo JD. Spatial distribution of collagen and elastin fibers in the lungs. Journal of Applied Physiology. 1990;69(2):756-65.

11. Chrzanowski P, Keller S, Cerreta J, Mandl I, Turino G. Elastin content of normal and emphysematous lung parenchyma. The American journal of medicine. 1980;69(3):351-9.

12. Pierce JA, Ebert RV. Fibrous network of the lung and its change with age. Thorax. 1965;20(5):469.

13. Vindin HJ, Oliver BG, Weiss AS. Elastin in healthy and diseased lung. Current opinion in biotechnology. 2022;74:15-20.

14. Huang K, Rabold R, Schofield B, Mitzner W, Tankersley CG. Age-dependent changes of airway and lung parenchyma in C57BL/6J mice. Journal of Applied Physiology. 2007;102(1):200-6.

15. Wang B, Wang L, Gasek NS, Zhou Y, Kim T, Guo C, Jellison ER, Haynes L, Yadav S, Tchkonia T, Kuchel GA, Kirkland JL, Xu M. An inducible p21-Cre mouse model to monitor and manipulate p21-highly-expressing senescent cells in vivo. Nat Aging. 2021;1(10):962-73. Epub 20211007.

16. Wang Z, Rong X, Luo B, Qin S, Lu L, Zhang X, Sun Y, Hu Q, Zhang C. A Natural Model of Mouse Cardiac Myocyte Senescence. J Cardiovasc Transl Res. 2016;9(5-6):456-8. Epub 20160915.

17. Yao H, Wallace J, Peterson AL, Scaffa A, Rizal S, Hegarty K, Maeda H, Chang JL, Oulhen N, Kreiling JA, Huntington KE, De Paepe ME, Barbosa G, Dennery PA. Timing and cell specificity of senescence drives postnatal lung development and injury. Nat Commun. 2023;14(1):273. Epub 20230117.

18. Meca-Laguna G, Qiu M, Hou Y, Barkovskaya A, Shankar A, Dixit B, Rae MJ, Boominathan A, Sharma A. Cell-Surface LAMP1 is a Senescence Marker in Aging and Idiopathic Pulmonary Fibrosis. Aging Cell. 2025;24(9):e70141. Epub 20250622. doi: 10.1111/acel.70141. PubMed PMID: 40545776; PMCID: PMC12419843.

19. Rashid K, Sundar IK, Gerloff J, Li D, Rahman I. Lung cellular senescence is independent of aging in a mouse model of COPD/emphysema. Scientific Reports. 2018;8(1):9023.

11. Eghbali M, Eghbali M, Robinson TF, Seifter S, Blumenfeld OO. Collagen accumulation in heart ventricles as a function of growth and aging. Cardiovascular research. 1989;23(8):723-9.

How the deposited data were processed for this re-analysis (not part of the article)

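Single cell RNA sequencing data of proximal PAs from 6 mice were used, 2 young (a male and a female of 3 months) and 4 old (males of 20, 24 and 27 months and a female of 28 months). The remaining young library of the study was not analysed here. The authors digested the main pulmonary arteries with collagenase and elastase, trimmed the reads with Cutadapt and aligned and counted them with STARsolo. The values the authors deposited are raw counts of UMIs per gene and barcode, with every possible barcode listed and no normalization. Total UMIs per library ran from 6355125 to 50436562. The versioned gene identifiers of the files did not match the annotation at hand for most genes, so genes are named by the symbols of the files and no coordinates are given.

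Cells were barcodes with at least 1000 UMIs, at least 500 genes and at most 20% of UMIs on mitochondrial genes. Doublets were marked per library with scrublet at its automatic threshold, or, where this marked under 0.5% of a library, as the top share expected at 0.8% per 1000 barcodes. All libraries were clustered together in scanpy 1.11.5 on 2000 variable genes, 40 principal components and 15 neighbours, with Leiden clustering (leidenalg 0.10.2) at a resolution of 1.0 and no batch correction. Myeloid cells were clustered again on their own. A cluster took the name of a cell type where more than 40% of its markers were raised, a limit set after the clusters were seen. The marker lists, gene lists, tests and most alternatives were fixed before the data were examined.

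Summing counts per library and type under this filter left fewer than 10 cells of most types in a young library. Differential expression, SenMayo scores per type, gene sets and ligand-receptor products therefore used the filter set as an alternative, at least 500 UMIs and 300 genes. This change was made after the data were examined. Shares of cells kept the first filter. A library with fewer than 10 cells of a type was left out of that type, which removed the male of 24 months from SMCs.

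Counts were summed per library and cell type and compared with edgeR 4.0.16 (TMM normalization, robust quasi-likelihood F test, Benjamini-Hochberg adjustment, adjusted p under 0.05) in R 4.3.3. Genes with a count in more than 5% of cells in at least 3 libraries were tested. With 2 young libraries, this leaves out genes that reach it in young libraries alone. The study's own threshold, an unadjusted p under 0.05 with a fold change over 2, was counted beside it, without its mixed model over cells. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with fry and with an estimated correlation beside it. Single values per library were compared with the two-sided exact permutation test of scipy 1.17.1, whose smallest p is 0.133 for 2 against 4 libraries and 0.2 for 2 against 3. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9.

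SenMayo scores were the mean of 114 scored genes minus the mean of 50 control genes per listed gene, drawn with a fixed seed from 24 bins of mean expression. The list of 118 genes was written from general knowledge of the signature. Ligand-receptor products were means of log counts per 10000, ligand in senders times receptor in receivers, without imputation. Random pairs, 200 per named pair, were drawn from genes of like expression. Where a group had 1 to 3 counts of a gene, the ratio of CPM (counts scaled to library size) is given with its 95% counting interval. Where it had 0, a lower bound against 3 counts is given. These cover counting error only. Genes named are those the study's text names for this experiment, and for each fitted type the 3 largest rises and falls among genes with an adjusted p under 0.05 whose old and young libraries do not overlap, apart from those said to be named later and 1 gene that is not reported here.

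The model was tested on simulated data of the same depth and spread, with 200 genes changed. These were drawn from genes above the median level, so recovery of genes with lower counts was not tested. At a 4-fold change it recovered 11.0% of them in FBs, 7.5% in SMCs, 4.0% in perivascular MΦs, 3.0% in myeloid cells and 6.0% in ECs. At a 16-fold change it recovered from 92.5% to 96.5%. Genes left unchanged were called as well. At a 4-fold change these false calls numbered 2 in FBs, 4 in SMCs, 7 in perivascular MΦs, 5 in myeloid cells and 0 in ECs, beside 22, 15, 8, 6 and 12 true ones. At a 16-fold change they numbered 19, 12, 18, 19 and 7 in the same order, beside 193, 189, 189, 185 and 192 true ones. In every type but ECs this is a larger share than an adjusted p under 0.05 should allow, in 1 simulated data set per type and change.

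Alternatives were the wider filter and one of at least 2000 UMIs and 1000 genes, at most 10% mitochondrial UMIs, doublets kept, each library clustered alone, thinning to 1000 UMIs, edgeR's filterByExpr or no gene filter, DESeq2 1.42.0, no TMM normalization, sex as a covariate, 100 control genes, a threshold of 0.3, the 18 genes named in the text, shares among 4 classes, and leaving out each library (for tests summed per cell type old libraries only). Added later were thinning to 500 UMIs, the 4 shallow libraries alone, leaving out barcodes found in more than 1 library, the 3 libraries that share barcodes as a covariate, and these 3 alone. NICHES, ALRA and the study's gene ontology enrichment were not repeated.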

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

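The tests of barcodes in cells with Xist, of a mixture of animals, of male RNA behind Ddx3y and of a batch behind Gm10800 and Gm10801 were chosen after the result was seen, and the test of a mislabelled library before.

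The library labelled male, 20 months, held 2432 Xist counts, a gene of female cells that the paper does not report on. Its male sex was taken from the paper's text, since its title gives none. Xist was found in 868 of its 1221 cells (71.1%). Of the Y-linked genes, Eif2s3y, Kdm5d and Uty together had 23 counts there, whereas the young male, a library of like depth, had 143, 72 and 363 of them. Ddx3y had 227 counts in the library of 20 months. Cells of a male and of a female animal in the same library would keep Xist and Ddx3y in separate cells, but 76.1% of its cells with Ddx3y also had Xist, against 70.2% of those without. Male RNA from outside would bring Eif2s3y along with Ddx3y. At the lowest ratio of these genes in the other libraries labelled male, 71.7 Eif2s3y counts would come with the 227 of Ddx3y, and the library held 2, which argues against male RNA as the source of Ddx3y. A wrong sex given to this library may explain the Xist counts and the low count of 23, but not Ddx3y, whose source stays open. Whether age or tissue of that library are as labelled was not tested either.

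The young female and the male of 24 months had 212 barcodes of kept cells in common, where chance gives 0.382. The young male shared 155 with the young female and 130 with the male of 24 months. Most of these cells were airway epithelial-like. Epithelial-like cells with an Xist count in the 2 libraries labelled male numbered 164, and the barcode of 161 of them was also kept in the young female, against 0.0223 by chance. Reads carried between these libraries under the same barcodes are a candidate explanation, and how this came about was not tested. No biological explanation was tested.

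Gm10801 reached 7867 CPM (counts scaled to library size) in FBs of the young male, 2198 in the young female and 2707 in the male of 24 months, against at most 82.2 in FBs of the other libraries. Gm10800 showed the same split, with 1837, 430.0 and 683 against at most 7.26. The libraries with high values are those that share barcodes, at least 130 in each pair. A batch shared by these 3 libraries may thus explain both genes. Since both young libraries are in this set with only 1 old library, batch and age are partly confounded in comparisons of all 6 libraries. In SMCs, where the male of 24 months had too few cells, they are fully confounded and cannot be told apart. Age alone would not put the male of 24 months with the young ones.

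In FBs, Smad6 was at 111 CPM in the male of 27 months and between 42.4 and 53.3 in the other old libraries. Smad4 was at 71.1 in the library labelled male, 20 months, and between 127 and 136 in the other old ones. Each of these libraries lay far from the rest of its group. In all 48 groups of values were examined in this way, 2 had such a library, and chance gives 2.4. No technical or biological explanation was tested for these 2 genes.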

How the results depend on the processing

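The alternatives of thinning to 500 UMIs, the 4 shallow libraries alone, leaving out barcodes found in more than 1 library, the 3 libraries that share barcodes as a covariate, and these 3 alone were chosen after the result was seen, as was the use of the wider filter (500 UMIs, 300 genes) for all tests summed per cell type. Unless stated otherwise, the cause of a change was not tested.

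The direction of the Cdkn1a share held under all 13 alternatives. For the 4 cell type shares, 51 of 56 cases stayed the same, 1 moved without a change of direction and 4 were reversed. The number of genes with an adjusted p under 0.05 stayed within 1.5 times in 27 of 76 cases. SenMayo scores held their direction or spread in 51 of 67 cases. For the 40 named genes with alternatives, 418 of 472 values kept direction and call, 22 were weaker, 2 were stronger and 30 were reversed.

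At the study's threshold 460 genes passed in FBs, 507 in SMCs, 482 in perivascular MΦs, 251 in myeloid cells and 328 in ECs. All other numbers of genes passing here are at an adjusted p under 0.05. With the main settings these were 2 in FBs, 0 in SMCs, 1 in perivascular MΦs, 1 in myeloid cells and 0 in ECs. With filterByExpr, which tests fewer genes in FBs, 0 passed in FBs, perivascular MΦs and myeloid cells and 2 in SMCs, and the log2 fold change of Smad4 in FBs was 0.038. With no gene filter 7 passed in SMCs, 19 in perivascular MΦs and 15 in myeloid cells, with Smad4 at 0.28 in FBs and Tnfrsf1a at 0.048 in myeloid cells. Of these passing genes 7, 18 and 15 were lower in old, and 1, in perivascular MΦs, was higher. With DESeq2 2 passed in FBs, both lower in old, so Mmp3 did not. It gave 3 genes in SMCs, 0 in perivascular MΦs and myeloid cells and 1 in ECs, and in myeloid cells Il15 was at -0.067, Tnfrsf1a at 0.12 and C3 at -0.10. Without TMM 1 passed in SMCs and 0 in perivascular MΦs and myeloid cells, with Ntn4 at -0.019 in FBs and -0.035 in SMCs and Tnfrsf1a at 0.039 in myeloid cells. With sex as a covariate 16 passed in FBs, 8 in SMCs, 4 in perivascular MΦs and 2 in myeloid cells, with Il15 at -0.24 in myeloid cells.

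With at most 10% mitochondrial UMIs 0 passed in perivascular MΦs, Smad4 was at 0.010 in FBs, Tnfrsf1a at 0.25 in myeloid cells, and the score difference of perivascular MΦs was 0.00258. With doublets kept 0 passed in perivascular MΦs and 4 in myeloid cells, with Smad4 at 0.0044 in FBs and Tnfrsf1a at 0.21 in myeloid cells. With each library clustered alone 0 passed in FBs and perivascular MΦs, Smad4 was at 0.17 in FBs, Ctsb at -0.044 in perivascular MΦs, and the score difference of perivascular MΦs was 0.00186. With every cell thinned to 500 UMIs, which left far fewer genes to test, 0 passed in FBs, perivascular MΦs and myeloid cells, Smad4 was at 0.18 and Ntn4 at -0.037 in FBs, score differences were -0.00352 in FBs and 0.00926 in SMCs, and 3 of 5 products from ECs to SMCs were higher.

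Among the 4 shallow libraries 0 genes passed in FBs and perivascular MΦs, Egfr was at -0.033 in FBs and Ctsb at -0.0044 in perivascular MΦs. Oxidative phosphorylation genes then lay higher (adjusted p = 0.0116) and tricarboxylic acid cycle genes lower (0.761), and the interferon list had an adjusted p of 0.214 in perivascular MΦs and 0.311 in ECs, with fewer libraries and genes tested. With the 3 libraries that share barcodes as a covariate 0 passed in FBs and perivascular MΦs and 2 in myeloid cells. Smad4 was then at 0.16 in FBs, Il15 at -0.52 in perivascular MΦs and -5.35 in myeloid cells, Ctsb at -0.35 in perivascular MΦs, and the interferon list at an adjusted p of 0.0665 in both types. Within these 3 libraries the difference was 6.84 points for the FB share, -0.414 for the SMC share, -0.322 for Cdkn2a and 4.20 for scores above 0.25. Score differences there were 0.0295 in FBs, 0.00794 in myeloid cells and -0.00616 in ECs, and 13 products to FBs were higher.

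As shares of the 4 classes, ECs differed by -5.35 points and myeloid cells by -28.2, with 16 cells of these classes in the young female. Cdkn2a differed by -0.358 points with cells thinned to 1000 UMIs and by -0.191 without shared barcodes. The 18 genes gave score differences of 0.0562 in SMCs and 0.0925 in perivascular MΦs, 100 control genes gave 0.00498 in SMCs, and at least 2000 UMIs and 1000 genes gave -5.90 points for scores above 0.25. With fry the oxidative phosphorylation list lay higher (adjusted p = 0.873), and the interferon list had an adjusted p of 0.330 in perivascular MΦs and 0.389 in ECs. With an estimated correlation it was 0.299 in both.

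Leaving out each old library in turn, genes passing ran from 0 to 1 in FBs (0 without the library of 20 or the male of 24 months), from 3 to 122 in SMCs (122 without the library of 20 months), from 0 to 39 in perivascular MΦs and from 0 to 21 in myeloid cells (39 and 21 without the male of 24 months), and were 0 in ECs, where from 96 to 442 genes had an unadjusted p under 0.05. Log2 fold changes in FBs ran from -0.075 to 0.21 for Smad4, from -0.078 to 0.23 for Ntn4, from -0.058 to 0.54 for Egfr and from 5.41 to 5.97 for Mmp3, and Ttll12 was at -5.03. Ccl8 in perivascular MΦs ran from 2.66 to 4.19, and in myeloid cells Tnfrsf1a from -0.13 to 0.16 and C3 from -0.10 to 0.74. For shares of cells and scores each young library was left out as well. Differences ran from -7.67 (without the young female) to 9.94 points for the myeloid share, from -0.166 (without the female of 28 months) to 0.160 for Cdkn2a and from -1.22 (without the young female) to 2.10 for scores above 0.25. Score differences ran from -0.00476 to 0.0235 in FBs, from -0.00908 to 0.00657 in SMCs and from -0.0106 to 0.0171 in ECs. With only old libraries left out, adjusted p-values ran from 0.384 to 0.596 for oxidative phosphorylation, and for the interferon list from 0.000228 to 0.791 (without the library of 20 months) in perivascular MΦs and from 0.00171 to 0.0933 (without the male of 27 months) in ECs.

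No value could be had under the filter of 1000 UMIs and 500 genes, the stricter filter or thinning to 1000 UMIs for tests summed per cell type, nor for myeloid cells with each library clustered alone. For these tests no young library was left out, since only 1 would remain. For SMCs none could be had with the 4 shallow libraries, without the male of 24 months or with the covariate. In simulated data of the observed depth, spread and number of libraries, 4-fold changes were recovered for 3.0% to 11.0% of genes, and which of these limits the tests was not tested. The changed genes there all lay above the median level.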

Differences from the paper's values

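All alternatives named in this part were set before the data were examined, unless said otherwise, and of the tests in this part those of Egfr and Cxcl12 in perivascular MΦs, of Mmp3 and Egfr in SMCs and of Cxcl12 and Vegfc in ECs and the thinning to 500 UMIs were chosen after the result was seen.

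The number of kept cells was 10429 and the paper's is 20950, which includes a young library not analysed here. With at least 500 UMIs and 300 genes it was 15319, within 1.5 times the paper's value, and the other 3 alternatives did not come as close. The number of clusters was 29 and the paper's is 18. With at least 2000 UMIs and 1000 genes it was 26, within 1.5 times, and with the other 3 it was not.

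Genes past the study's threshold in at least 1 of the 4 resident cell types numbered 1281 higher and 358 lower in old, and the paper's numbers are 4882 and 7005. Under the 11 alternatives they ran from 312 to 2641 higher and from 114 to 670 lower, so none closed the gap. With every cell thinned to 500 UMIs they were 229 and 103, with far fewer genes tested (1828 against 6985 in FBs).

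Cells with a SenMayo score above 0.25 numbered 55, and the paper's number is 352. Under the 8 alternatives the number ran from 19 to 1645, the latter with the 18 genes named in the text, and none was within 1.5 times of the paper's.

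The share of young cells with a Cdkn2a UMI was 0.995% ± 0.0903 (SD, n = 2) and the paper's is 0.4%. With at least 2000 UMIs and 1000 genes it was 0.926%, with an SD that spans the gap, and with every cell thinned to 1000 UMIs it was 0.678%. The other 9 alternatives did not close the gap, and the lowest value of all 11 was 0.624%, still above the paper's.

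The mean SenMayo score of old FBs was 0.138 ± 0.0190 (SD, n = 4) and the paper's is 0.248. With the 18 genes named in the text it was 0.341, above the paper's value, and with the other 10 alternatives it stayed below that value. Many of the 18 genes are named by the paper for an increase with age, so this list cannot decide the gap. The score of old perivascular MΦs was 0.0762 ± 0.0440 (SD, n = 4) and the paper's is 0.163. Under the 11 alternatives it ran from 0.0447 to 0.0943, and none closed the gap.

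The paper gives old perivascular MΦs a higher score than young ones. Here the old score was lower, by a difference of -0.0181. With the 18 genes, with at most 10% mitochondrial UMIs and with each library clustered alone it was higher in old, by 0.0925, 0.00258 and 0.00186. Many of the 18 genes are named by the paper for an increase with age, so that value is not independent evidence.

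The paper lists Ccl8, Il15, Il6st and Rps6ka5 as increased in FBs, perivascular MΦs and myeloid cells alike. Here none had an adjusted p under 0.05 in edgeR's test, and Ccl8, Il15 and Rps6ka5 had too few counts in FBs to be tested. Ccl8 in perivascular MΦs passed with sex as a covariate (adjusted p = 0.0157) and without the male of 24 months (adjusted p = 0.0117).

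The paper places the increase of Egfr, Cxcl12, Vegfc and Mmp3 in FBs alone, in a passage on FBs, perivascular MΦs and myeloid cells. Here Egfr and Cxcl12 were also higher in every old library than in both young ones in perivascular MΦs, with ratios of 7.40 and 5.01, and Mmp3 was at least 2.47-fold higher in old SMCs, where Egfr had a ratio of 4.21. In ECs Cxcl12 had a ratio of 10.9 and Vegfc was at least 3.92-fold higher in old. None of these had an adjusted p under 0.05 in edgeR's test, and free RNA from FBs was not tested as a source of these counts. The paper also lists C3 as increased in perivascular MΦs, where its log2 fold change was -1.62.

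Genes of aerobic respiration and carbon metabolism are described by the paper as decreased in old FBs. With the lists used here, which are not the paper's, 8 of 12 glycolysis genes and 13 of 15 tricarboxylic acid cycle genes had higher values in old FBs, as did 62.6% of all tested genes. Relative to these, both lists lay higher and the oxidative phosphorylation list lay lower, which is the paper's direction, and none passed the test (camera adjusted p = 0.460 for each). In ECs the paper describes interferon signaling as increased, and here 20 of 33 interferon response genes were lower.

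IGF binding proteins and receptors are placed by the paper in FBs and mesenchymal cells. Of such genes with counts, 6 of 6 IGF binding proteins and 3 of 5 receptors were highest in FBs or SMCs. Fas and Il6st were highest in ECs.

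Among the named ligand-receptor products the paper describes Egf-Egfr from perivascular MΦs to FBs as increased, and here it was 0.0105 in old and 0.0121 in young libraries.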

Other observations

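The tests of ligand-receptor products, of stress genes and of SenMayo scores after thinning to 500 UMIs were chosen after the result was seen, and the other tests in this part before.

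The number of genes with an adjusted p under 0.05 between old and young libraries was matched by other splits of the same libraries. In FBs 7 of 15 splits gave at least as many genes as the real one, in SMCs 10 of 10, in perivascular MΦs 15 of 15, in myeloid cells 9 of 15 and in ECs 15 of 15, the real one included. For SMCs and ECs this says nothing, since the real split gave 0 genes. By genes with an unadjusted p under 0.05, as many were given by 6 of 15 splits in FBs, 4 of 10 in SMCs, 4 of 15 in perivascular MΦs, 9 of 15 in myeloid cells and 7 of 15 in ECs. With so few splits the share cannot fall under 0.05, so chance cannot be told apart from age here. Setting the 2 deepest libraries, the male of 27 and the female of 28 months, against the rest gave 149 genes in FBs, 287 in SMCs, 303 in perivascular MΦs, 354 in myeloid cells and 211 in ECs, the most of any split in each type. Depth, or whatever else sets these 2 libraries apart, may therefore account for part of the differences between old and young libraries. Their age, the highest of the 6, stays open as an untested explanation.

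Free RNA from other cells in the shallow young libraries was tested as an explanation for genes lower in old FBs. Only 3 of 52 epithelial and B cell markers could be tested, all epithelial, with a median log2 fold change of 0.085 against 0.25 for all tested genes. That is too few to decide, and the explanation stays open.

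The higher share of cells with a Cdkn1a UMI in old libraries was tested against depth. With every cell thinned to 1000 UMIs the difference fell from 18.8 to 5.48 percentage points, so more UMIs per cell in old libraries may explain most of it. What remains rests on the library labelled male, 20 months. For the SenMayo score of FBs the difference after thinning to 500 UMIs was -0.00352. Since the difference of 0.00936 lies within the spread of the libraries, depth cannot be told apart from that spread.

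Ligand-receptor products from perivascular MΦs to FBs were higher in old libraries for 23 of 24 named pairs. After thinning to 500 UMIs, 21 of 24 were still higher, which argues against more UMIs per cell as the whole cause. Random pairs of genes of like expression were higher in old for 91.5% with all UMIs and for 63.7% after this thinning, less often than the named pairs. The named pairs share genes, so whether they rose more than products in general cannot be told apart from a general rise. Within the 3 libraries that share barcodes, 13 of 24 named products were higher in the old library and 9 lower.

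Stress of dissociation was tested as an explanation for how the share of ECs with a Cdkn1a UMI at 500 UMIs per cell differs across libraries, with 20 immediate early and heat shock genes, 1 of which is also in the SenMayo list. In ECs thinned to 500 UMIs, Spearman's rho with the share of UMIs on these genes was 0.657 over the 6 libraries (permutation p = 0.175, adjusted p = 0.525 over 3 cell types) and Pearson's r was 0.837 (permutation p = 0.0611). Without the 2 libraries farthest from the median r was 0.215, so the relation rests on them. The stress share of ECs was higher in the young libraries (2.86% and 2.55%) than in the old ones (0.387% to 2.47%), so such a relation runs against a higher Cdkn1a share in old mice. In FBs rho was 0.2 and in perivascular MΦs 0.371. Stress cannot be told apart from other differences with so few libraries.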
